# The MOM1 complex recruits the RdDM machinery via MORC6 to establish de novo DNA methylation

**DOI:** 10.1038/s41467-023-39751-4

**Published:** 2023-07-12

**Authors:** Zheng Li, Ming Wang, Zhenhui Zhong, Javier Gallego-Bartolomé, Suhua Feng, Yasaman Jami-Alahmadi, Xinyi Wang, James Wohlschlegel, Sylvain Bischof, Jeff A. Long, Steven E. Jacobsen

**Keywords:** Plant genetics, Gene silencing, DNA methylation

## Abstract

MORPHEUS’ MOLECULE1 (MOM1) is an *Arabidopsis* factor previously shown to mediate transcriptional silencing independent of major DNA methylation changes. Here we find that MOM1 localizes with sites of RNA-directed DNA methylation (RdDM). Tethering MOM1 with an artificial zinc finger to an unmethylated *FWA* promoter leads to establishment of DNA methylation and *FWA* silencing. This process is blocked by mutations in components of the Pol V arm of the RdDM machinery, as well as by mutation of *MICRORCHIDIA 6 (MORC6)*. We find that at some endogenous RdDM sites, MOM1 is required to maintain DNA methylation and a closed chromatin state. In addition, efficient silencing of newly introduced *FWA* transgenes is impaired in the *mom1* mutant. In addition to RdDM sites, we identify a group of MOM1 peaks at active chromatin near genes that colocalized with MORC6. These findings demonstrate a multifaceted role of MOM1 in genome regulation.

## Abstract (web summary)

It has generally been considered that MOM1, a transcriptional silencing factor in plants, mediated silencing is independent or downstream of DNA methylation. Here, the authors show that MOM1 complex recruits the RdDM machinery through MORC6 to establish de novo DNA methylation in *Arabidopsis*.

## Introduction

Transcriptional silencing is critical to keep transposable elements (TEs) and DNA repeats under control in eukaryotic genomes. The process of transcriptional silencing involves several elaborate mechanisms involving many proteins as well as DNA methylation and histone modifications^1,2^. In *Arabidopsis*, the *MORPHEUS’ MOLECULE1* (*MOM1*) gene, which was originally identified with the phenotype of reactivation of a DNA-methylated and silenced hygromycin-resistance transgene in the *mom1* mutant^3^, is a distinct component of the transcriptional silencing machinery. In the *mom1* mutant, a set of TEs, mainly located in pericentromeric regions^4,5^, is robustly activated without major alteration in DNA methylation patterns^5–7^. In addition, no obvious visible decompaction of heterochromatin at chromocenters was observed in the *mom1* mutant^8–10^. The mechanism of MOM1 mediated silencing remains elusive.

*MOM1* encodes a large protein (2001 amino acids) with sequence homology to the ATPase domain of SWI2/SNF2 family proteins^3^. However, this SNF2 homology sequence is largely dispensable for MOM1’s silencing function^11^. Instead, the Conserved MOM1 Motif 2 (CMM2) domain, which is conserved among MOM1 orthologs, is required for the silencing function of MOM1^11^. The CMM2 domain of MOM1 multimerizes with itself and interacts with two PIAS (PROTEIN INHIBITOR OF ACTIVATED STAT)-type SUMO E3 ligase-like proteins, PIAL1 and PIAL2^5,12^. The *pial1 pial2* double mutant phenotype highly resembles the endogenous TE de-repression phenotype of *mom1*^5^, suggesting that the PIAL proteins and the MOM1 protein function in the same pathway. However, evidence suggests that the SUMO ligase activity is not required for the transcriptional silencing by PIAL2, and the interaction of MOM1 and PIAL2 with SUMO is also not required for the silencing function of the MOM1 complex^5,13^.

RNA directed DNA Methylation (RdDM) is a plant specific pathway responsible for de novo DNA methylation^14^. It also assists in maintaining pre-existing DNA methylation patterns together with other DNA methylation mechanisms^15^. The RdDM pathway can be divided into two arms. In the RNA POLYMERASE IV (Pol IV) arm of the RdDM pathway, SAWADEE homeodomain homolog 1 (SHH1) and CLASSY (CLSY) proteins recruit Pol IV to target sites marked by H3K9 di-methylation and unmethylated H3K4 to produce precursor single-stranded RNA (ssRNA) of 30-45 nucleotides (nt) in length^16–19^. RNA-directed RNA polymerase 2 (RDR2) then converts these ssRNAs into double-stranded RNAs (dsRNA), which are then processed by Dicer-like 3 (DCL3) into 24 nt siRNA^20–23^. 24 nt siRNA are then loaded into ARGONAUTE proteins AGO4/6/9, which then participate in the RNA POLYMERASE V (Pol V) arm of the RdDM pathway^16,24–26^. The Pol V arm of the RdDM pathway is initiated by SU(VAR)3-9 homolog 2 (SUVH2) and SUVH9 binding to methylated DNA and recruiting the DDR complex composed of the DEFECTIVE IN RNA-DIRECTED DNA METHYLATION 1 (DRD1), DEFECTIVE IN MERISTEM SILENCING3 (DMS3) and RNA-DIRECTED DNA METHYLATION1 (RDM1) proteins^27–30^. Subsequently, Pol V is recruited by the DDR complex and synthesizes non-coding RNAs which serve as scaffolds for the binding of AGO-siRNA duplexes^17,31–33^. The DNA methyltransferase enzyme DOMAINS REARRANGED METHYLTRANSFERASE 2 (DRM2) is then recruited to methylate target DNA^34^.

RNA-seq analysis shows that the majority of up-regulated genes and TEs in the *mom1* mutant and in the *nrpe1* mutant (mutant of the largest subunit of Pol V) do not overlap^5,35^. In addition, some genes are exclusively up-regulated in the *mom1 nrpe1* double mutant^35^, and a mutant allele of *nrpe1* was identified in a screen for enhancers of the de-repression of a transgenic luciferase reporter in the *mom1* background^35^. These studies suggest that, although MOM1 mediated transcriptional silencing and RdDM function as two different pathways, they also can act cooperatively to silence some endogenous and transgene targets.

The *Arabidopsis* microrchidia (MORC) proteins were discovered as additional factors required for gene silencing downstream of DNA methylation^36^. In addition, MORCs associate with components of the RdDM pathway, are loaded onto sites of RdDM and are needed for the efficiency of RdDM maintenance at some sites^37–40^. The connection between the RdDM pathway and the MORC proteins has also been demonstrated through experiments targeting the *FWA* gene. In wild type plants, *FWA* expression is silenced in all tissues except the endosperm due to DNA methylation in the promoter^41^. In the *fwa-4* epi-mutant (*fwa*), the *FWA* gene promoter is unmethylated leading to constitutive expression of the *FWA* gene and late flowering phenotype^42^. Tethering MORC proteins to the unmethylated promoter of the *FWA* gene in the *fwa* mutant via protein fusion to an artificial zinc finger protein 108 (ZF) led to efficient methylation of the promoter via recruitment of the RdDM machinery^40,43^. In addition, mutations of the *MORC* genes impair the efficient de novo methylation and silencing of *FWA* transgenes^40^.

Previous studies have identified functional similarities between MORC proteins and the MOM1 complex. Multiple screens using silenced transgene reporters have identified mutations in both *MOM1* and *MORC6*^5,6^, suggesting that they are both required for maintaining the silenced state of these transgenes. Analysis of gene expression defects in mutants has shown that most of derepressed TEs in the *morc6* mutant were also derepressed in *mom1*, while another group of TEs are uniquely derepressed only in the *mom1 morc6* double mutant^6^. Thus, investigating the relationship between the RdDM machinery, MORC proteins and the MOM1 complex should help to understand the convergence and divergence in their functions.

In this study, by performing chromatin immunoprecipitation sequencing (ChIP-seq), we observe a strong colocalization of MOM1 complex components, with the MORC6 protein and RdDM sites. Tethering of MOM1 complex components to the *FWA* promoter in the *fwa* mutant by ZF fusion leads to the establishment of DNA methylation and silencing of the *FWA* gene. By transforming ZF fusions into mutants, we discover that the establishment of DNA methylation by ZF-MOM1 is not only blocked by the mutants of the downstream components of the RdDM pathway, but also blocked in *morc6*. Furthermore, an interaction between PIAL2 and MORC6 is detected by a yeast two-hybrid (Y2H) assay and co-immunoprecipitation (co-IP). In addition, efficient de novo methylation and silencing of an *FWA* transgene are impaired in the *mom1* and the *pial1/2* mutants. Consistent with the divergent function of the MOM1 complex and the RdDM pathway, the MOM1 complex is more enriched at TEs in pericentromeric regions, while Pol V is more enriched at TEs in the chromosome arms. MOM1 also binds to a group of RdDM independent sites, at active, unmethylated, and accessible chromatin. These results highlight the functions for MOM1 in genome regulation and help to clarify the relationship between MOM1, MORCs and RdDM.

## Results

### MOM1 complex colocalizes with RdDM sites

Previously, it was shown that MOM1, PIAL1 and PIAL2 form a high molecular weight complex in vivo^5^. In addition, MOM1 Immunoprecipitation-Mass Spectrometry (IP-MS) pulled down other interactors such as AIPP3 and PHD1^5^. To comprehensively identify interacting components of the MOM1 complex, we repeated the IP-MS experiments of MOM1 protein with a 3X-FLAG epitope tag and observed that, consistent with previous reports, PIAL1, PIAL2, PHD1 and AIPP3 were pulled down (Table 1 and Supplementary Data 1). In addition, the MOM2 protein, which was predicted to be a non-functional homolog of MOM1, was identified in the MOM1 IP-MS (Table 1 and Supplementary Data 1). Previous IP-MS of the AIPP3 protein pulled down other protein components such as PHD2 (also called PAIPP2), PHD3 (also called AIPP2) and CPL2, in addition to PHD1^44–46^. To facilitate the dissection of the interacting components, we performed IP-MS with FLAG tagged MOM2, PIAL2, PHD1 and AIPP3. AIPP3 pulled down MOM1, MOM2, PIAL1, PIAL2, PHD1, as well as CPL2, PHD2 and PHD3 (Table 1 and Supplementary Data 1). MOM2, PIAL2 and PHD1 pulled down each other reciprocally, as well as the PIAL1 and MOM1 protein, but no peptides of CPL2, PHD2 and PHD3 (Table 1 and Supplementary Data 1). Consistent with previous studies showing AIPP3 forms a complex with CPL2, PHD2 and PHD3^44–46^, AIPP3 appears to be a component of multiple protein complexes, including the MOM1 protein complex.

**Table 1:** IP-MS of MOM1, MOM2, PIAL2, PHD1, and AIPP3

Gene	Protein	Col-0		MOM1-FLAG		MOM2-FLAG			PIAL2-FLAG			PHD1-FLAG		AIPP3-FLAG	
		Rep1	Rep2	Rep1	Rep2	Rep1	Rep2	Rep3	Rep1	Rep2	Rep3	Rep1	Rep2	Rep1	Rep2
AT1G08060	MOM1	0	1	607	789	51	317	204	244	204	225	158	135	124	121
AT2G28240	MOM2	0	0	76	80	53	529	912	62	38	48	9	2	3	1
AT1G08910	PIAL1	0	0	21	31	3	29	13	10	4	2	3	1	4	2
AT5G41580	PIAL2	1	3	146	162	21	137	102	241	263	328	21	12	15	13
AT1G43770	PHD1	0	0	24	40	0	44	22	34	31	29	190	145	62	65
AT4G11560	AIPP3	0	0	68	87	10	105	43	95	52	75	224	143	1412	1313
AT5G01270	CPL2	0	0	0	0	0	0	0	0	0	0	0	0	16	15
AT5G16680	PHD2	0	0	0	0	0	0	0	0	0	0	0	0	212	214
AT3G02890	PHD3	0	0	0	0	0	0	0	0	0	0	0	0	126	145

Col-0 plants and FLAG epitope tagged MOM1, MOM2, PIAL2, PHD1 and AIPP3 transgenic plants were used for IP-MS.

MS/MS counts from MaxQuant output are listed.

Rep represents replicates.

To study the function of the MOM1 complex, ChIP-seq was performed in FLAG or Myc tagged MOM1, PIAL2, PHD1 and AIPP3 transgenic lines. 

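ChIP-seq peak lists were analysed for AIPP3-FLAG (2 replicates), PHD1-FLAG (2 replicates) and PIAL2-Myc (2 replicates), each from unopened flower buds. The MOM1 libraries were not used here. The authors aligned the reads to TAIR10 with bowtie2, removed duplicate reads and called peaks against a Col-0 control with MACS2. The lists hold no read counts, so they give the position, enrichment and q value of each peak but no depth at a peak. The paper's total reads were 36847061 and 34521536 for the AIPP3-FLAG replicates, 28309839 and 21410665 for PHD1-FLAG, and 98202159 and 34902948 for PIAL2-Myc. Rows that repeated the same interval, which MACS2 writes for each summit, were merged, and intervals on the 5 nuclear chromosomes were kept. This left 4888 and 2587 AIPP3-FLAG peaks, 2944 and 27 PHD1-FLAG peaks, and 7881 and 1969 PIAL2-Myc peaks. Median peak widths were 399 and 394 bp for AIPP3-FLAG, 340 and 324 bp for PHD1-FLAG, and 360 and 381 bp for PIAL2-Myc. The replicates differed in sensitivity. Of the AIPP3-FLAG replicate 2 peaks, 96.7% overlapped a replicate 1 peak by at least 1 bp, whereas 45.7% of replicate 1 peaks overlapped a replicate 2 peak. In PIAL2-Myc these shares were 91.0% and 22.3%, and in PHD1-FLAG 66.7% and 0.476%. The peak with the highest −log10 q was on chromosome 3 at 6474082 to 6475683 (−log10 q of 104) in AIPP3-FLAG replicate 1, over AT3G18780, and on chromosome 1 at 1215009 to 1216610 (82.5) in replicate 2, over AT1G04480 and an snRNA and a snoRNA gene. In PHD1-FLAG it was on chromosome 4 at 15735509 to 15745286 (188) in replicate 1 and on chromosome 1 at 16546464 to 16547202 (21.8) in replicate 2. In PIAL2-Myc it was on chromosome 1 at 3822482 to 3832980 (88.4) in replicate 1 and on chromosome 5 at 16626557 to 16632112 (295) in replicate 2. In replicate 1, 3 peaks were tied at that value, and another of them was on chromosome 5 at 16626559 to 16632254. The chromosome 5 intervals cover the PIAL2 gene itself (AT5G41580), which is the tagged transgene's own sequence.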

Surprisingly, MOM1, PHD1, AIPP3, and PIAL2 were all highly colocalized with Pol V at RdDM sites (Fig. 1 a and b). To further validate colocalization of the MOM1 complex with RdDM sites, we performed crosslinking IP-MS of FLAG tagged MOM1 and observed that in addition to the MOM1 complex components, several proteins in the RdDM machinery, including NRPD2 (subunit of Pol V and Pol IV), NRPE1 (subunit of Pol V), DMS3 and SPT5L (*P* = 0.01243) were also enriched (Fig. 1c and Supplementary Data 2). Interestingly, we also observed a strong enrichment of MORC1 and MORC6 in the MOM1 crosslinking IP-MS (Fig. 1c and Supplementary Data 2), suggesting that the RdDM machinery, the MORC proteins and the MOM1 complex are co-located at the same loci, either because they are crosslinked by co-bound stretches of chromatin, or because the crosslinking process enhanced relatively weak interactions between the proteins.

**Fig. 1:**
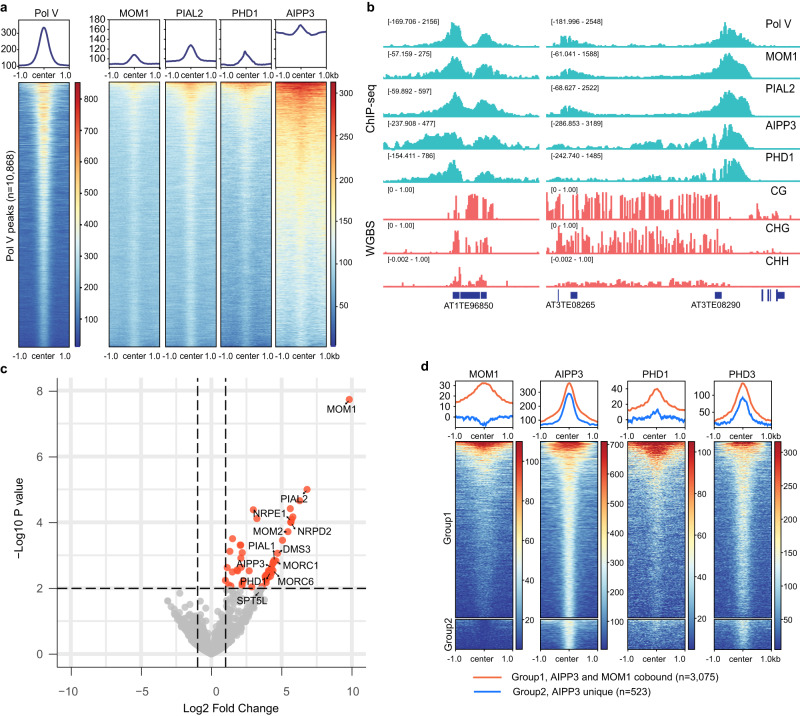
The MOM1 complex colocalizes with RdDM sites. **a** Metaplots and heatmaps representing ChIP-seq signals of Pol V, MOM1-Myc, PIAL2-Myc, PHD1-FLAG, and AIPP3-FLAG over Pol V peaks (*n* = 10,868). ChIP-seq signal of control samples were subtracted for plotting. **b** Screenshots of Pol V, MOM1-Myc, PIAL2-Myc, AIPP3-FLAG and PHD1-FLAG ChIP-seq signals with control ChIP-seq signal subtracted and CG, CHG, and CHH DNA methylation level by whole genome bisulfite sequencing (WGBS) over representative RdDM sites. **c** Volcano plot showing proteins that have significant interactions with MOM1 as detected by crosslinking IP-MS, with RdDM pathway components and MOM1 complex components labeled. Crosslinking IP-MS of Col-0 plant tissue was used as control. The empirical Bayes test performed by LIMMA was used for statistical analysis. **d** AIPP3-FLAG ChIP-seq peaks were divided into two groups: Group 1 peaks (*n* = 3,075) have MOM1-Myc ChIP-seq signal enriched and Group 2 peaks (*n* = 523) have no enrichment of MOM1-Myc ChIP-seq signal. Metaplots and heatmaps representing ChIP-seq signals of MOM1-Myc, AIPP3-FLAG, PHD1-FLAG and PHD3-FLAG over these two groups of AIPP3 peaks. ChIP-seq signal of control samples were subtracted for plotting. Source data are provided as a Source Data file.

Further examination of the MOM1 ChIP-seq signal over the AIPP3 peaks suggested that a group of AIPP3 binding loci were not enriched for MOM1 (Fig. 1d). We named the group of AIPP3 peaks that have MOM1 ChIP-seq signal enriched as Group 1 peaks and those with no MOM1 enrichment as Group 2 peaks. Consistent with our IP-MS data suggesting that PHD1 is a MOM1 complex component, PHD1 ChIP-seq signal was predominantly enriched in AIPP3 Group1 peaks which also bound to MOM1 (Fig. 1d and Supplementary Fig. 1). We also performed ChIP-seq with FLAG tagged PHD3 transgenic plants. In contrast to PHD1, PHD3 ChIP-seq signal was enriched in both groups of AIPP3 peaks, closely resembling the pattern of AIPP3 ChIP-seq signal (Fig. 1d and Supplementary Fig. 1). These data further suggests that AIPP3 exists in multiple protein complexes including the MOM1 complex.

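Peak lists were analysed for a PHD3-FLAG library, which is replicate 1, and for a PHD3-Myc library, which the labels give as replicate 2. The processing was that of the AIPP3-FLAG lists. The paper's total reads were 25644581 for PHD3-FLAG and 70835523 for PHD3-Myc. PHD3-FLAG had 5298 nuclear peaks and PHD3-Myc had 853, besides 93 peaks on the chloroplast or mitochondrial genome that were left out. The PHD3-FLAG peaks had a median width of 372 bp and the PHD3-Myc peaks 314 bp. Of the PHD3-Myc peaks, 87.3% overlapped a PHD3-FLAG peak. The PHD3-FLAG peak with the highest −log10 q (241) was on chromosome 1 at 22602885 to 22603806, over AT1G61275 and AT1G61280. In PHD3-Myc that peak (−log10 q of 147) was on chromosome 1 at 1215375 to 1216292 and overlapped the strongest peak of AIPP3-FLAG replicate 2.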

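The AIPP3-FLAG replicate 1 peaks that overlapped a replicate 2 peak, 2234 in number with a median width of 674 bp, were used as the AIPP3 peaks. Their division into Group 1 and Group 2 rests on MOM1 signal, which was not used here, so the values cover all AIPP3 peaks together. PHD3-FLAG peaks overlapped 1872 of these AIPP3 peaks, or 83.8% (95% Clopper-Pearson confidence interval 82.2 to 85.3%). PHD1-FLAG replicate 1 peaks overlapped 599 of them, or 26.8% (25.0 to 28.7%). The PHD3-Myc list, with fewer peaks, overlapped 30.1% (28.2 to 32.1%), and the 27 peaks of PHD1-FLAG replicate 2 overlapped 0.492% (0.246 to 0.879%). When each list was shuffled over the nuclear chromosomes 100 times, the mean overlap was 5.94% for PHD3-FLAG, 0.918% for PHD3-Myc, 3.44% for PHD1-FLAG replicate 1 and 0.0389% for replicate 2. All 4 observed overlaps were above every shuffle (one-sided permutation test, p = 0.0099, the smallest that 100 shuffles can give). The shuffles place peaks anywhere on a chromosome. They therefore cannot tell shared binding from a common preference for one kind of site. Among peaks with −log10 q of at least 5, the overlap was 85.7% for PHD3-FLAG, 36.3% for PHD3-Myc, 22.2% for PHD1-FLAG replicate 1 and 0.465% for replicate 2. Without AIPP3-FLAG replicate 2, that is over all 4888 replicate 1 peaks, it was 64.1%, 14.7%, 19.4% and 0.225% in the same order. Seen from the other side, 85.6% of PHD3-Myc peaks, 38.8% of PHD3-FLAG peaks, 22.0% of PHD1-FLAG replicate 1 peaks and 16 of the 27 PHD1-FLAG replicate 2 peaks lay on an AIPP3 peak. At the AIPP3 peaks, 441 overlapped both PHD1-FLAG replicate 1 and PHD3-FLAG peaks, where 502 were expected if the overlaps were independent. For PHD1-FLAG replicate 1 and PHD3-Myc the shared number was 226, with 180 expected, so the 2 PHD3 libraries differ in direction here. The order of PHD3-Myc (853 peaks) and PHD1-FLAG replicate 1 (2944 peaks) depended on the setting. PHD3-Myc had the larger share above, but the smaller one over all replicate 1 peaks, and also where at least 50% of the AIPP3 peak had to be overlapped (9.98% against 12.5%). PHD3-FLAG, with the most peaks of the 4 lists, had the largest share in every setting. From the enrichment of PHD3 in both groups of AIPP3 peaks and of PHD1 mainly in Group 1, the paper proposes that AIPP3 is part of more than 1 protein complex.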

### MOM1-ZF triggers DNA methylation at the *FWA* promoter

Since MOM1 localized at RdDM sites, and ZF fusions of RdDM components have been shown to silence *FWA* expression in the *fwa* mutant^43^, we investigated whether tethering the components of the MOM1 complex could also lead to the silencing of *FWA* expression. We created ZF fusion proteins with MOM1, MOM2, PIAL1, PIAL2, AIPP3 and PHD1 and transformed them into the *fwa* mutant. 

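BS-PCR-seq measures methylation at single cytosines of an amplified region after bisulfite treatment. DNA from rosette leaves of 16 plants was analysed, with 1 plant per genotype: Col-0, *fwa*, and T2 plants with and without the transgene for MOM2-ZF, PHD1-ZF, PIAL1-ZF, PIAL2-ZF, miniMOM1-ZF and 2 AIPP3-ZF lines. The MOM1-ZF plants were not used here. There are no replicate plants, so intervals cover counting error only, and PCR reads without molecular identifiers are not independent molecules. The authors aligned the reads to TAIR10 with BSMAP and gave the methylated reads and all reads at each cytosine, from which the level is C/(C + T). *FWA* (AT4G25530) lies on chromosome 4 at 13038360 to 13042464 on the plus strand. Matching the paper's primers to the reference placed Region 1 at 13038143 to 13038272, upstream of the gene. Region 2 spans 13038356 to 13038499, from just before exon 1 into intron 1, and Region 3 spans 13038568 to 13038695, in exon 2 and intron 2. All cytosines listed there were on the minus strand. In the 3 regions, 74 cytosines had at least 10 reads in every plant, and none lay in a primer sequence. Region 1 contributed 3 CG cytosines, Region 2 contributed 5 and Region 3 contributed 6. The reads per cytosine ranged from 1113 to 20746 (median 8104) outside the PHD1-ZF plants. In the PHD1-ZF plants the medians were 244908 with the transgene and 301392 without it. Each cytosine of a plant was compared with the same cytosine of *fwa* by a two-sided Fisher's exact test on the reads with Benjamini-Hochberg adjustment over the cytosines of that plant. A cytosine was called above *fwa* at an adjusted p under 0.05 and a difference of at least 10 percentage points.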

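Col-0 and *fwa* set the range of the assay. In Col-0 the mean CG methylation was 88.6% in Region 1, 83.7% in Region 2 and 83.1% in Region 3, and 32 of the 74 cytosines were above *fwa*. In *fwa* the region means of CG methylation lay between 0.739 and 0.904%, and its highest cytosine was a CHH at 13038407 with 1.75% (95% Wilson confidence interval 1.56 to 1.96%, 290 of 16595 reads). In the MOM2-ZF plant with the transgene, CG methylation was 88.2% in Region 1, 5.58% in Region 2 and 1.17% in Region 3. It had 14 cytosines above *fwa*, of which 12 were in Region 1 and 9 of those were CHH. In the PIAL2-ZF plant with the transgene the CG means were 90.4%, 23.7% and 1.75% in the same order, with 22 cytosines above *fwa*. The PHD1-ZF plant with the transgene had the widest gain, with CG means of 84.6%, 57.8% and 19.4% and 48 cytosines above *fwa*, including 15 in Region 3. In the PHD1-ZF plants Region 2 holds 1 more CG cytosine than in the other plants, read 28 and 25 times, which enters the mean. The highest level in the MOM2-ZF plant was 92.0% (90.8 to 93.1%, 1973 of 2144 reads) at CG 13038272, the last base of Region 1. The same cytosine was highest in the PIAL2-ZF plant, with 93.1% (91.9 to 94.2%, 1643 of 1764 reads). CG 13038250 was highest in the PHD1-ZF plant, with 87.5% (87.3 to 87.7%, 112140 of 128183 reads). CHH methylation over all 3 regions averaged 8.60% in Col-0, 1.06% in *fwa*, 6.49% with MOM2-ZF, 8.72% with PIAL2-ZF and 18.8% with PHD1-ZF. The minimum difference mattered most to these counts: without it, 67 cytosines were above *fwa* with MOM2-ZF, 71 with PIAL2-ZF and 73 with PHD1-ZF.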

ZF fusion of MOM1, MOM2, PIAL1, PIAL2 and PHD1 restored the early flowering phenotype (Fig. 2a, Supplementary Fig. 2a), repressed *FWA* expression (Fig. 2b), and induced DNA methylation at the *FWA* promoter region as detected by bisulfite amplicon sequencing analysis (BS-PCR-seq) (Fig. 2c). The DNA methylation induced at the *FWA* promoter region was retained in the transgene-free T2 plants, showing that the newly established DNA methylation was heritable (Fig. 2c). 

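In the transgene-free T2 plants, CG methylation in Region 1 was 82.1% for MOM2-ZF, 82.4% for PIAL2-ZF and 74.8% for PHD1-ZF. The counts of cytosines above *fwa* were 13, 15 and 16 in the same order. In Region 2 the CG means were 14.5%, 18.8% and 15.6%, against 57.8% in the PHD1-ZF plant that carried the transgene. In Region 3 they were 0.707%, 0.842% and 0.168%, and no cytosine of that region was above *fwa* in these 3 plants. The highest level was at CG 13038272 in the MOM2-ZF plant (85.5%, 95% Wilson confidence interval 83.7 to 87.1%, 1360 of 1591 reads) and the PIAL2-ZF plant (85.4%, 83.9 to 86.8%, 1891 of 2214 reads), and at CG 13038269 in the PHD1-ZF plant (78.3%, 77.8 to 78.9%, 17278 of 22063 reads). Averaged over the 3 regions, CHH methylation was 4.70% for MOM2-ZF, 6.25% for PIAL2-ZF and 5.49% for PHD1-ZF. The CHG mean was 20.5% in the PHD1-ZF plant with the transgene and 0.298% in the plant without it. With 1 plant per group, a difference between plants with and without the transgene cannot be set against the spread between plants. From the methylation that remained after the transgene had segregated away, the paper concludes that the new methylation was heritable.

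**Figure D1:**
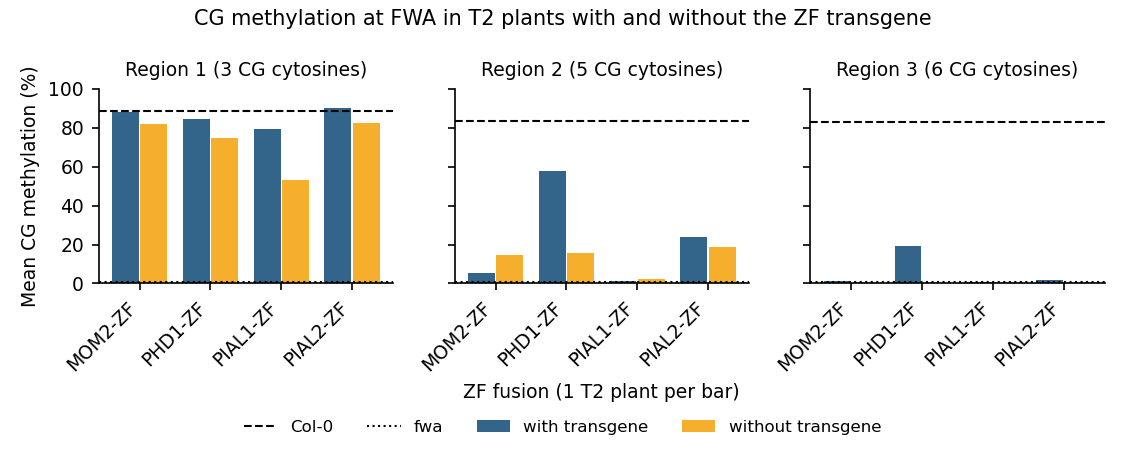
Mean CG methylation (%, y axis) of Regions 1 to 3 of *FWA* in T2 plants of 4 ZF fusions (x axis), with 1 plant per bar, with the transgene (blue) and without it (yellow). Dashed and dotted lines mark Col-0 and *fwa*. In Region 1 all bars lie between 53.3 and 90.4%, and in Region 3 only the PHD1-ZF plant with the transgene exceeds 1.75%. The PHD1-ZF bars of Region 2 include 1 CG cytosine more than the others.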

PIAL1-ZF was somewhat less efficient at restoring the early flowering phenotype in the T1 population (Supplementary Fig. 2a). However, reduced *FWA* mRNA levels and increased *FWA* promoter DNA methylation were detected in some PIAL1-ZF T1 plants (Supplementary Fig. 2b), and plants with similar flowering time to the Col-0 were observed from three T2 populations of the earliest flowering T1 plants (Fig. 2a, Supplementary Fig. 2a). In addition, DNA methylation at the *FWA* promoter region was retained in T2 plants free of PIAL1-ZF transgenes, showing that PIAL1-ZF can also induce heritable DNA methylation (Fig. 2c). 

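In the PIAL1-ZF plant with the transgene, CG methylation was 79.2% in Region 1 and 0.761% in Region 3, and the 5 CG cytosines of Region 2 had 0.788 to 1.61%. In the transgene-free plant it was 53.3% in Region 1, 2.28% in Region 2 (0.513 to 5.45% over its cytosines) and 0.561% in Region 3. The plants had 12 and 9 cytosines above *fwa*, all of them in Region 1: all 3 CG cytosines in both plants, and 9 and 6 CHH cytosines. CG 13038250 was the highest cytosine in both, with 83.0% (95% Wilson confidence interval 81.3 to 84.5%, 1840 of 2218 reads) with the transgene and 58.2% (56.7 to 59.6%, 2667 of 4585 reads) without it. The CHH mean over the 3 regions was 5.77% with the transgene and 3.06% without it. In Region 1 alone the CHH means were 14.5% and 7.36%.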

AIPP3-ZF led to a slightly early flowering time in the T1 population compared to the *fwa* control population, however, zero T1 transgenic plants and very few T2 plants flowered as early as the Col-0 control plants (Supplementary Fig. 2a, c). A low level of DNA methylation in the *FWA* promoter region, mainly methylation in the CHH sequence context, was detected in the AIPP3-ZF T2 plants which were positive for the transgene (Supplementary Fig. 2d). However, no DNA methylation was detected in transgene-free T2 plants segregating in the same T2 populations (Supplementary Fig. 2d). These data suggests that the establishment of DNA methylation by AIPP3-ZF is much weaker compared to other MOM1 complex components. 

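Both AIPP3-ZF plants with the transgene had 3 cytosines above *fwa*, all CHH and all in Region 1. The highest was the same in both lines, the CHH at 13038246. It was methylated to 15.0% (95% Wilson confidence interval 14.3 to 15.8%, 1207 of 8023 reads) in line 1 and 15.5% (14.8 to 16.2%, 1506 of 9731 reads) in line 2, against 0.787% in *fwa*. The CHH mean of Region 1 was 4.80% in line 1 and 4.49% in line 2. The CG mean of that region was 2.36% and 2.83%, with single CG cytosines up to 4.60% and 6.00%. In Regions 2 and 3 the CG means lay between 0.521 and 1.19%. Without the minimum difference of 10 percentage points, 50 cytosines were above *fwa* in line 1 and 15 in line 2, a count that includes differences of under 1 percentage point.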

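The transgene-free AIPP3-ZF plants had 0 cytosines above *fwa*, and their highest cytosines were methylated to 1.93% in line 1 (95% Wilson confidence interval 1.68 to 2.21%, 203 of 10537 reads) and 1.74% in line 2 (1.54 to 1.97%, 242 of 13887 reads). The same cytosines had 1.69% and 1.75% in *fwa*, within or close to these intervals. Their CHH means were 1.13% and 1.08%. The CG means of Region 1 were 0.831% and 0.887%. With no minimum difference, 5 cytosines of line 1 and 1 of line 2 passed the test. At 3598 to 16334 reads per cytosine, methylation of the size seen with the transgene would have been detectable.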

Previous work reported that, in addition to the designed binding site in the *FWA* promoter, ZF also binds to many off-target sites in the genome^43^. Whole genome bisulfite sequencing (WGBS) showed that MOM1-ZF, MOM2-ZF, PIAL1-ZF, PIAL2-ZF and PHD1-ZF also enhanced DNA methylation at ZF off-target sites (Fig. 2d, Supplementary Fig. 3a, b). Overall, these results show that ZF fusions of the components of the MOM1 complex are able to trigger the establishment of DNA methylation and silence *FWA* expression in the *fwa* mutant, as well as establish methylation at other ZF off-target sites.

**Fig. 2:**
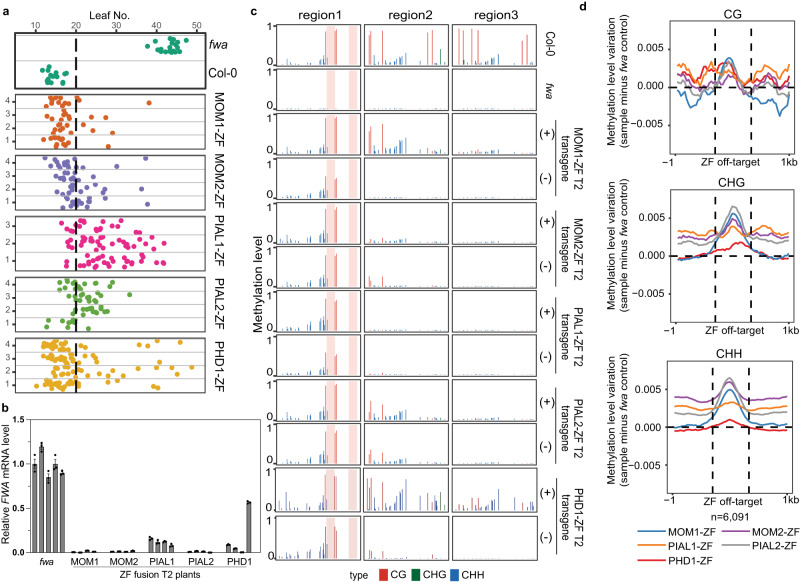
ZF tethering of the MOM1 complex to the *FWA* promoter triggers DNA methylation and *FWA* silencing. **a** Flowering time of *fwa*, Col-0 and representative T2 lines of MOM1-ZF, MOM2-ZF, PIAL1-ZF, PIAL2-ZF and PHD1-ZF in the *fwa* background. The numbers of independent plants (*n*) scored for each population and detailed statistics of flowering time comparison between different populations are listed in Supplementary Data 5. **b** qRT-PCR showing the relative mRNA level of *FWA* gene in the leaves of *fwa* plants, and four T2 plants of MOM1-ZF, MOM2-ZF, PIAL1-ZF, PIAL2-ZF and PHD1-ZF in the *fwa* background. Bar plots and error bars indicate the mean and standard error of three technical replicates, respectively, with individual technical replicates shown as dots. **c** CG, CHG, and CHH DNA methylation levels over *FWA* promoter regions measured by BS-PCR-seq in Col-0, *fwa* and representative T2 plants of MOM1-ZF, MOM2-ZF, PIAL1-ZF, PIAL2-ZF and PHD1-ZF in the *fwa* background with (+) or without (-) corresponding transgenes. Pink vertical boxes indicate ZF binding sites. **d** Metaplots showing relative variations (sample minus *fwa* control) of CG, CHG, and CHH DNA methylation levels over ZF off-target sites in representative T2 plants of MOM1-ZF, MOM2-ZF, PIAL1-ZF, PIAL2-ZF and PHD1-ZF in the *fwa* background measured by WGBS. Source data are provided as a Source Data file.

The CMM2 domain has been shown to be essential for the transcriptional gene silencing function of the MOM1 protein^11,12^. We found that a ZF fusion with the CMM2 domain together with a nuclear localization signal (called miniMOM1)^11^ was efficient at targeting heritable *FWA* methylation (Supplementary Fig. 3c, d). 

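The miniMOM1-ZF plants were processed as the other ZF fusions. With the transgene, CG methylation was 85.6% in Region 1, 9.53% in Region 2 and 0.645% in Region 3, and 14 cytosines were above *fwa*. In the transgene-free plant these values were 45.2%, 5.02% and 0.752%, with 10 cytosines above *fwa*. Of these cytosines, 11 and 9 were in Region 1 and the remaining 3 and 1 were CG cytosines of Region 2. The highest cytosine was CG 13038272 with the transgene (88.9%, 95% Wilson confidence interval 86.9 to 90.6%, 989 of 1113 reads). Without the transgene it was CG 13038250 (49.1%, 47.2 to 50.9%, 1385 of 2822 reads). CHH methylation over the 3 regions averaged 5.22% and 3.79%. As in the other fusions, each value comes from 1 plant.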

We performed IP-MS with a miniMOM1-FLAG line and found peptides for MOM2, PIAL1, and PIAL2, but not for AIPP3 or PHD1 (Supplementary Data 1). These results suggest that AIPP3 and PHD1 may be dispensable for the targeting of methylation to *FWA* promoter.

To begin to genetically dissect the requirements for MOM1-mediated establishment of *FWA* methylation and silencing, we first transformed MOM1-ZF and PHD1-ZF into *mom1 fwa* and *phd1 fwa* mutant backgrounds (Supplementary Fig. 4a). MOM1-ZF was able to trigger early flowering in *phd1 fwa*, positioning MOM1 downstream of PHD1 (Supplementary Fig. 4a). Consistent with this order of action, the *mom1* mutant blocked PHD1-ZF activity (Supplementary Fig. 4a). PHD1-ZF activity was also blocked in the *aipp3 fwa* mutant (Supplementary Fig. 4a). These results are consistent with IP-MS result showing that the MOM1-PHD1 interaction was abolished in the *aipp3-1* mutant (Supplementary Data 1).

To further dissect the hierarchy of action of MOM1 components, we transformed PIAL2-ZF into *aipp3 fwa*, *phd1 fwa*, *mom2 fwa* and *mom1 fwa* mutant backgrounds and found that PIAL2-ZF triggered an early flowering phenotype in all mutant backgrounds (Supplementary Fig. 4b), suggesting that PIAL2 might act at the most downstream position within the MOM1 complex. However, we also transformed MOM1-ZF into *aipp3 fwa*, *mom2 fwa* and *pial1/2 fwa*, and found that MOM1-ZF was also able to trigger early flowering in all these mutant backgrounds (Supplementary Fig. 4a), suggesting that MOM1 acts at a step parallel with PIAL1/2 in targeting DNA methylation. We did however observe that MOM1-ZF showed a lower efficiency of triggering early flowering in the *pial1/2 fwa* mutant compared to wild type or the other mutants (Supplementary Fig. 2a and 4a), suggesting that PIAL1/2 is required for the full functionality of MOM1-ZF. We also transformed MOM2-ZF into *aipp3 fwa*, *phd1 fwa*, *mom1 fwa*, and *pial1/2 fwa*, and MOM2-ZF was able to trigger early flowering in all the mutants except in the *pial1/2 fwa* background (Supplementary Fig. 4b). As a control, we compared the flowering time in the mutant backgrounds without transgenes*. mom1 fwa* flowered at a similar time as compared to *fwa*, while *pial1/2 fwa* and *aipp3 fwa* flowered slightly earlier (Supplementary Fig. 4c), suggesting that the deficiency in triggering early flowering by ZF fusion proteins in these backgrounds is not due to differences in flowering time of mutant backgrounds. In summary, these results suggest that MOM1, and especially PIAL1/PIAL2 are acting as the most downstream factors in the MOM1 complex for establishing DNA methylation at the *FWA* promoter.

### The MOM1 complex recruits the Pol V arm of the RdDM machinery via MORC6

Because the tethering of RdDM components to *FWA* has been previously shown to efficiently establish methylation of *FWA*^27,43^, we hypothesized that MOM1-ZF established *FWA* DNA methylation by recruiting the RdDM machinery. To test this hypothesis, we transformed PIAL2-ZF and MOM1-ZF into *fwa* backgrounds in which RdDM mutations had been introgressed, including *nrpd1*, *suvh2/9*, *dms3*, *drd1*, *rdm1*, *nrpe1*, and *drm1/2*^43^. PIAL2-ZF and MOM1-ZF were still capable of triggering an early flowering phenotype in *nrpd1 fwa* (the largest subunit of Pol IV), suggesting that Pol IV mediated siRNA biogenesis was not needed for methylation targeting by the MOM1 complex (Fig. 3a). These fusions were also capable of triggering silencing in the *suvh2/9 fwa* mutant background (Fig. 3a), showing that the SUVH2 and SUVH9 factors that normally recruit the DDR complex and Pol V to chromatin were not needed for silencing. However, silencing activity of PIAL2-ZF and MOM1-ZF was blocked by DDR component mutations (*dms3*, *drd1*, and *rdm1*) as well as by mutations in the largest subunit of Pol V (*nrpe1*) and the DRM de novo methyltransferases (*drm1/2*), as no PIAL2-ZF or MOM1-ZF T1 plants showed early flowering in these backgrounds (Fig. 3a). Some of MOM1-ZF T1 plants displayed intermediate flowering time (20–30 true leaves) in *drm1/2 fwa, dms3 fwa, drd1 fwa and rdm1 fwa* backgrounds (Fig. 3a). However, *FWA* gene expression was not decreased in the six MOM1-ZF T1 plants in the *drm1/2 fwa* background which had the earliest flowering time (23–25 true leaves) from this population (Supplementary Fig. 5), suggesting that the intermediate flowering phenotype is likely due to other factors such as plant stress rather than *FWA* silencing. Overall, these results place the action of PIAL2-ZF and MOM1-ZF upstream of the DDR complex.

**Fig. 3:**
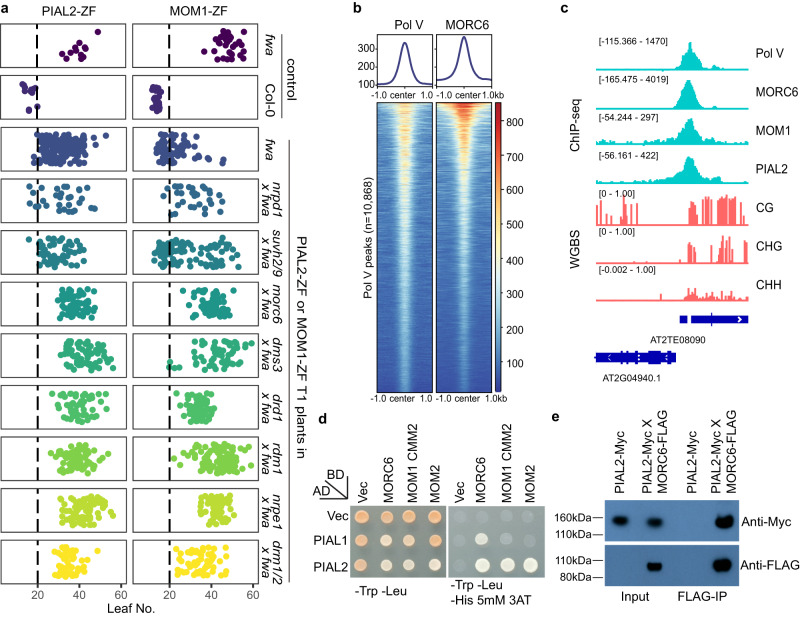
MOM1-ZF recruits the Pol V arm of the RdDM machinery via MORC6. **a** Flowering time of *fwa*, Col-0, and T1 lines of PIAL2-ZF and MOM1-ZF in the *fwa* mutant backgrounds as well as in backgrounds of *fwa* introgressed mutants, including *nrpd1*, *suvh2/9*, *morc6*, *dms3*, *drd1*, *rdm1*, *nrpe1* and *drm1/2*. The numbers of independent plants (*n*) scored for each population and detailed statistics of flowering time comparison between different populations are listed in Supplementary Data 5. **b** Metaplots and heatmaps representing ChIP-seq signals of Pol V and MORC6-Myc over Pol V peaks (*n* = 10,868). ChIP-seq signal of control samples were subtracted for plotting. **c** Screenshots of Pol V, MORC6-Myc, MOM1-Myc and PIAL2-Myc ChIP-seq signals with control ChIP-seq signals subtracted and CG, CHG, and CHH DNA methylation level by WGBS over a representative RdDM site. **d** Yeast Two-Hybrid assay showing in vitro direct interactions between PIAL1 and PIAL2 with MORC6 and the MOM1 CMM2 domain, as well as between PIAL2 and MOM2. This experiment was repeated twice independently with similar results. **e** PIAL2 and MORC6 in vivo interaction shown by co-immunoprecipitation (Co-IP) in MORC6-FLAG and PIAL2-Myc crossed lines. This experiment was repeated twice independently with similar results. Source data are provided as a Source Data file.

Interestingly, it was previously shown that MORC6-ZF showed an identical pattern of triggering *FWA* methylation in wild type, *nrpd1*, and *suvh2/9*, but not in *dms3*, *drd1*, *rdm1*, *nrpe1*, or *drm1/2*^43^. This similarity prompted us to test the targeting of PIAL2-ZF, MOM1-ZF, MOM2-ZF, PIAL1-ZF and PHD1-ZF in the *morc6 fwa* genetic background. Interestingly, we found that all these ZF fusions failed to trigger *FWA* silencing in *morc6 fwa* (Fig. 3a and Supplementary Fig. 4d), suggesting that the MOM1 complex acts upstream of MORC6. To further confirm this order of action we transformed MORC6-ZF into *fwa* backgrounds in which the *mom1-3*, *mom2-1*, *pial1/2, phd1-2* and *aipp3-1* mutants had been introgressed. We found that MORC6-ZF could successfully target silencing of *FWA* in all these backgrounds (Supplementary Fig. 4d), confirming that MORC6 acts downstream of the MOM1 complex in the targeting of *FWA* silencing. We also performed ChIP-seq of Myc-tagged MORC6 in the *morc6-3* mutant background. 

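MORC6-Myc peak lists from 2 replicates were analysed, both from unopened flower buds and processed as the lists of the MOM1 complex components. The paper's total reads were 53849816 and 49128547. Replicate 1 had 12249 nuclear peaks and replicate 2 had 4916, with median widths of 417 and 395 bp. They covered 6.09% and 2.13% of the nuclear genome. Of the replicate 2 peaks, 92.9% overlapped a replicate 1 peak, and 34.3% of replicate 1 peaks overlapped a replicate 2 peak. The 4200 replicate 1 peaks that did so are the reproducible MORC6 peaks. The peak with the highest −log10 q was on chromosome 2 at 2900761 to 2902655 in replicate 1 (−log10 q of 125), over AT2G06990, AT2G07000 and a pseudogene. In replicate 2 it was on chromosome 3 at 16055638 to 16056565 (−log10 q of 205), over AT3G44410 and AT3G44420, which are annotated as pseudogenes. In each replicate 2 peaks were tied at the highest value, and the first by position is given. Pol V peaks were not used here.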

Similar to the MOM1 complex reported here, and MORC4 and MORC7 proteins reported previously^40^, we observed that MORC6 was highly colocalized with Pol V at RdDM sites (Fig. 3b, c).

Given that PIAL1/PIAL2 and MOM1 appeared to be the most downstream critical components of the MOM1 complex required for triggering *FWA* methylation, and that ZF fusions of these proteins failed to trigger methylation in a *morc6* mutant, we reasoned at least one of these components might physically interact with MORC6. Indeed, we found that PIAL2 was able to interact with MORC6 in a Yeast Two-Hybrid assay (Fig. 3d). We also confirmed this interaction by an in vivo co-immunoprecipitation assay, observing that MORC6-FLAG was able to interact with PIAL2-Myc (Fig. 3e). While there could certainly be other important interactions, these results suggest that the MOM1 complex likely recruits MORC6 in part via a physical interaction between PIAL2 and MORC6. MORC6 then triggers *FWA* methylation via its interaction with the RdDM machinery as previously reported^40^.

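MORC6-Myc peak lists were analysed for 2 independent T2 lines in the Col-0 background, 3 in *morc6-3* and 3 in *pial1/2*. The lines in *mom1-3* were not used here. Each list came from 1 library of unopened flower buds. The paper's total reads were 33801776 and 34041608 in Col-0, between 32692336 and 36044021 in *morc6-3*, and between 33501497 and 37288577 in *pial1/2*. The 4200 reproducible MORC6 peaks of the earlier MORC6-Myc experiment served as the reference, so that no line of this comparison defined the peaks it was judged on. A reference peak was counted as retained in a line when a peak of that line overlapped it by at least 1 bp. The *pial1/2* lines were compared with the 5 lines of the other backgrounds by a two-sided exact permutation test.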

To investigate if the MOM1 complex also recruits the MORC6 protein at other loci, ChIP-seq was performed with Myc-tagged MORC6 in the backgrounds of Col-0, *morc6-3 mutant*, *mom1-3* mutant and *pial1/2* double mutant. 

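The MORC6-Myc lines in the *pial1/2* background had 1151, 1348 and 1215 nuclear peaks. The Col-0 lines had 8958 and 13359, and the *morc6-3* lines had 8006, 13430 and 9308. The mean number in *pial1/2* was 1238, against 10612 over the 5 other lines (two-sided exact permutation test, n = 3 and 5 lines, p = 0.0179, the smallest that 56 splits can give). Of the reference MORC6 peaks, 17.5%, 22.6% and 17.3% were retained in the *pial1/2* lines. In Col-0 the retained shares were 95.5% and 99.7%, and in *morc6-3* 95.8%, 99.8% and 97.9%. The mean share fell by 78.6 percentage points, far beyond the spread between lines of 1 background (same test, exact permutation p = 0.0179). With each line left out in turn, the share fell by 77.7 percentage points at the least and fell by 80.4 at the most, where the exact permutation p (0.0286 or 0.0476) is the smallest that 35 or 21 splits can give. Against the Col-0 lines alone the share fell by 78.5 percentage points, where 3 lines against 2 cannot give an exact permutation p under 0.1. The setting that moved the difference most was the use of all replicate 1 peaks as the reference, with which the share fell by 65.6 percentage points. On the *pial1/2* lists 8.86 to 17.1% of the peaks were on the chloroplast or mitochondrial genome, which were left out, against 0.0598 to 2.72% in the other lines.

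**Figure D2:**
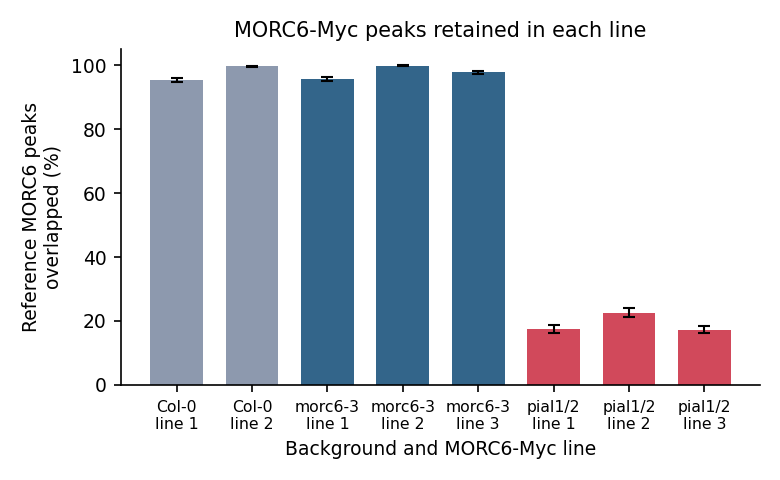
Share of the reproducible MORC6 peaks overlapped by a peak (%, y axis) in each MORC6-Myc line (x axis), grouped by background. Error bars are 95% Clopper-Pearson confidence intervals. The 5 lines in Col-0 and *morc6-3* lie between 95.5 and 99.8%, and the 3 lines in *pial1/2* between 17.3 and 22.6%.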

MORC6 ChIP-seq signal over Pol V peaks was strongly decreased in the *mom1-3* and *pial1/2* mutant backgrounds compared to that in the backgrounds of Col-0 and *morc6-3* mutant (Supplementary Fig. 6a and b), while the MORC6-Myc protein expression levels were not decreased in the *mom1-3* and *pial1/2* mutant backgrounds (Supplementary Fig. 6c). At the same time, there was still residue MORC6 ChIP-seq signal over Pol V peaks in the *mom1-3* and pial1/2 mutant backgrounds (Supplementary Fig. 6a, b). These data suggest that MORC6 is recruited to RdDM sites by the MOM1 complex as well as other mechanisms.

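Peaks remained in the *pial1/2* background at MORC6 sites. In the *pial1/2* lines, 65.7%, 72.3% and 61.4% of the line's own peaks lay on the reference MORC6 peaks, against 30.1 to 52.1% in the other lines, which had many more peaks. The retained reference peaks numbered 733, 951 and 727 of 4200. The median enrichment of the peaks was 2.16 to 2.31 in *pial1/2* and 2.60 to 2.80 in the other lines. With −log10 q of at least 5, the *pial1/2* lines had a mean of 825 peaks against 8354 (two-sided exact permutation test, n = 3 and 5 lines, p = 0.0179, the smallest possible). From the lower but remaining MORC6 signal without a drop in MORC6-Myc protein, the paper proposes that the MOM1 complex and other mechanisms both bring MORC6 to RdDM sites.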

### The MOM1 complex facilitates the process of transgene silencing

Several previous screens identified MOM1 as a key component in the maintenance of the silenced state of the transgene reporters used in the screen^3,5,6^. RdDM is involved in the maintenance of DNA methylation, but also in the initial establishment of methylation. For example, studies have shown that when an extra copy of the *FWA* gene is introduced into *Arabidopsis* plants via *Agrobacterium*-mediated transformation, it is very efficiently methylated and silenced in the wild type background. However, this methylation and silencing is blocked in RdDM mutants, leading to overexpression and a late flowering phenotype^14,28,47^. Interestingly, the silencing of *FWA* transgenes was previously shown to be less efficient in the *morc* mutants^40^. Since the MOM1 complex is closely linked with the RdDM machinery and MORC6, we suspected that the MOM1 complex may also facilitate the efficient establishment of transgene silencing. To test this, the *FWA* transgene was transformed into Col-0 plants (wild type) and the mutant background of *nrpe1-11*, *mom1-3*, *pial1/2*, *mom2-22*, *aipp3-1* and *phd1-2*. As expected^40^, the T1 transgenic plants in the *nrpe1-11* background flowered much later (mean leaf number: 33.81) compared to those in the wild type background (mean leaf number: 15.91) (Fig. 4a and Supplementary Fig. 7a). We found that T1 plants containing the *FWA* transgene in *mom1-3* or *pial1/2* mutant backgrounds also flowered later than in those in the Col-0 background, with a mean leaf number of 27.55 (*mom1)* and 31.98 (*pial1/2)* (Fig. 4a and Supplementary Fig. 7a). We examined four late flowering T1 plants in each of the *mom1-3* and *pial1/2* mutant backgrounds and observed that, consistent with their late flowering phenotype, *FWA* mRNA levels were higher than in the wild type background (Fig. 4b upper panel). The unmethylated *FWA* promoter DNA fraction, as detected with McrBC digestion assay, was also higher in these T1 plants compared to wild type, suggesting that efficient establishment of DNA methylation on the *FWA* transgene was impaired in *mom1-3* and *pial1/2* mutants (Fig. 4b lower panel).

**Fig. 4:**
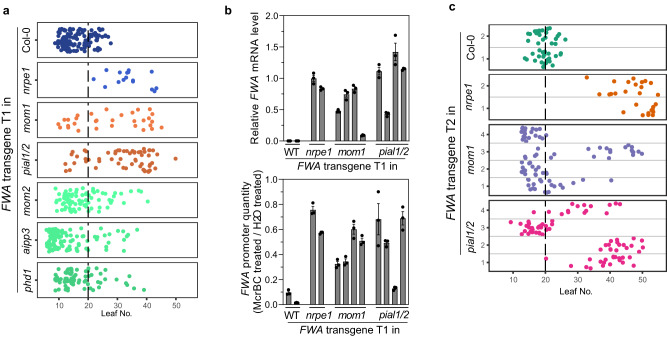
The MOM1 complex facilitates the process of transgene silencing. **a** Flowering time of *FWA* transgene T1 plants in the Col-0, *nrpe1-11*, *mom1-3*, *pial1/2*, *mom2-2*, *aipp3-1* and *phd1-2* genetic backgrounds. **b** Relative *FWA* mRNA level (upper panel) and relative *FWA* promoter DNA quantity after McrBC treatment (lower panel) of four late-flowering *FWA* transgene containing T1 plants in the *mom1-3* and *pial1/2* genetic backgrounds. *FWA* transgene containing T1 plants in the Col-0 and *nrpe1-11* backgrounds were used as controls. Bar plots and error bars indicate the mean and standard error of three technical replicates, respectively, with individual technical replicates shown as dots. **c** Flowering time of *FWA* transgene T2 plants in the Col-0, *nrpe1-11*, *mom1-3* and *pial1/2* genetic backgrounds. For **a**, **c**, the numbers of independent plants (*n*) scored for each population and detailed statistics of flowering time comparison between different populations are listed in Supplementary Data 5. Source data are provided as a Source Data file.

Although a small number of T1 *FWA* transgenic plants with a late flowering time was also observed in the *mom2-2*, *aipp3-1* and *phd1-2* backgrounds, the average flowering time of these T1 plants was not significantly later than that of the T1 plants in the wild type background (Fig. 4a and Supplementary Fig. 7a). In fact, the *FWA* transgene T1 population in the *aipp3-1* background flowered significantly earlier than in wild type (Supplementary Fig. 7a), likely due to the fact that the *aipp3-1* mutant itself flowers earlier than wild type plants (Supplementary Fig. 7b), as previously reported^46^. These data suggests that MOM2, AIPP3 and PHD1 contribute minimally to efficient silencing of the *FWA* transgene, whereas MOM1 and PIAL1/2 contribute significantly.

In strong RdDM mutants such as *nrpe1*, the *FWA* transgene stays unmethylated and all of the T2 offspring plants with the *FWA* transgene show a late flowering phenotype^40^. We grew the T2 populations of four late flowering T1 plants in each of the *mom1-3* and *pial1/2* backgrounds and scored for their flowering time. In T2 plant populations in *mom1-3* line 2 and line 4, as well as in *pial1/2* line 3, all transgene positive plants showed a relatively early flowering time, similar to controls of T2 plants with *FWA* transgene in Col-0 background (Fig. 4c). However, in the other T2 populations tested, we observed transgene positive plants with flowering time spanning from very late to early (*mom1-3* T2 line 1 and line3, in *pial1/2* T2 line 1 and line 4), as well as one line with 100% late flowering plants (*FWA* transgene in *pial1/2* line 2) (Fig. 4c). These data suggests that instead of completely blocking *FWA* transgene silencing as in strong RdDM mutants like *nrpe1*, mutation of *MOM1* or *PIAL1/2* reduces the efficiency of *FWA* transgene silencing, similar to what was previously observed for mutation of *MORC* genes^40^.

### MOM1 influences DNA methylation and chromatin accessibility at some RdDM sites

The strong co-localization of the MOM1 complex with RdDM sites suggests that the MOM1 complex might facilitate the endogenous function of the RdDM machinery. To test this hypothesis, we performed Whole Genome Bisulfite Sequencing (WGBS) in *mom1-3*, *pial1/2*, *phd1-2*, *phd1-3*, *aipp3-1*, and *mom2-2* and analyzed these together with previously published WGBS data from the *morc6-3*^23^ and *morc1/2/4/5/6/7 hextuple* (*morchex)*^39^ mutants, followed by analysis using the High-Confidence Differentially Methylated Regions (hcDMRs) pipeline^7^. We observed 120 hypo CHH hcDMRs in *mom1-3* (shared by two replicates), and 93 hypo CHH hcDMRs in the *pial1/2* double mutant. Over these hypo CHH hcDMRs, Pol V ChIP-seq signal was enriched, and the CHH methylation level were strongly decreased in the *nrpe1* mutant, suggesting that these hypo CHH hcDMRs in *mom1-3* and *pial1/2* mutants are RdDM sites (Supplementary Fig. 8a). Similarly, the hypo CHG hcDMRs in *mom1-3* and *pial/2* mutants are also mainly RdDM sites (Supplementary Fig. 8b). On the contrary, the majority of hypo CG hcDMRs in *mom1-3* and *pial1/2* mutants were barely enriched for Pol V ChIP-seq signal, were devoid of CHH and CHG methylation in Col-0, and were located in genes and in chromosome arms, suggesting that they are likely sites of gene body methylation (Supplementary Fig. 8c–e). In addition, only a very small proportion of hypo CG hcDMRs in *mom1-3* and in *pial1/2* double mutant overlapped (Supplementary Fig. 8f), suggesting that the majority of these hypo CG hcDMRs are unlikely due to the function of the MOM1 complex. It’s likely that these hypo CG hcDMRs are accumulated random natural variations in CG methylation. Overall, these data suggests that the MOM1 complex helps maintain DNA methylation at some RdDM sites.

We next focused on CHH methylation to compare the effects of MOM1 complex and MORC mutants on RdDM sites. The hypo CHH hcDMRs in *mom1-3* and *pial1/2* notably overlapped with those of *morc6* and *morchex* at RdDM sites (520 DMRs in *morchex*)^39^ (Fig. 5a, b, Supplementary Fig. 9, Supplementary Data 3). This is consistent with an earlier analysis that showed a strong overlap of *mom1* hypomethylated DMRs with those of the *morchex* mutant^7^. In addition, a small number of hypo CHH hcDMRs were detected in *mom2-2* (*n* = 23) and *aipp3-1* (*n* = 13), which also showed some overlap with those of the *morchex* mutant. Neither of the *phd1* mutant alleles tested showed any hypo CHH hcDMRs (Supplementary Data 3). To further explore the functions of MOM1 complex components at these sites, we performed RNA-seq in Col-0, *morc6-3*, *morchex* and mutants of the MOM1 complex components. 

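RNA-seq of 12-day-old seedlings was analysed for 12 mutants with 3 replicates each: *nrpe1-11*, *pial1/2*, *pial1-2*, *pial2-1*, *morc6-3*, *morchex*, *aipp3-1*, *aipp3-2*, *mom2-1*, *mom2-2*, *phd1-2* and *phd1-4*. The *mom1* mutants were not used here. A Col-0 group of 3 libraries served 11 of the mutants, and *nrpe1-11* had its own 3 Col-0 libraries. The authors aligned the reads to TAIR10 with bowtie2 and counted them with RSEM on genes and TEs together. RSEM's expected counts, which share a read between the features it fits, were rounded. Counts per library ranged from 13164568 to 33464591, with a median of 23769503 in Col-0 and 31684351 in the Col-0 libraries for *nrpe1-11*. Medians in the mutants sharing the first Col-0 group lay between 16388722 (*pial1/2*) and 20039342 (*mom2-1*), and the median was 27670819 in *nrpe1-11*. TEs held few of these counts, with 12535 to 46268 per library. They made up 0.0925% ± 0.0026 of all counts in Col-0, 0.130% ± 0.0088 in *pial1/2*, and 0.139% ± 0.0008 in *nrpe1-11* against 0.111% ± 0.0052 in its own Col-0 libraries (SD, n = 3). Each mutant was compared with its Col-0 group by edgeR's quasi-likelihood test with TMM normalization, on features with a count scaled to library size (CPM) above 1 in at least 2 of the 6 libraries. Features were called at a log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p under 0.05, the paper's limits. In *pial1/2*, for example, 19834 features were tested, of which 199 were TEs. The mutated genes served as a check of the genotypes. Expression of *PIAL2* (AT5G41580) fell by 2.86 on the log2 scale in *pial1/2* (standard error 0.18, adjusted p = 0.000192) and fell by 3.24 in *pial2-1* (standard error 0.14, adjusted p = 0.000221). *NRPE1*, *MORC6*, *MORC1*, *MORC2*, *MORC7*, *AIPP3* and *MOM2* were also lower in their own mutants, with log2 fold changes from −6.50 (*MOM2* in *mom2-1*) to −1.28 (*MORC6* in *morc6-3*). *PIAL1* and *PHD1* counts were not lower in their mutants, with log2 fold changes of 0.05 (*PIAL1* in *pial1-2*) to 0.27 (*PHD1* in *phd1-4*) and no call. The paper describes *phd1-2* and *phd1-4* as single-nucleotide insertions that end the protein early. Unchanged *PHD1* counts thus do not speak against these genotypes. Why *PIAL1* counts did not fall was not tested. *MORC4* (AT5G50780) was higher in *morchex*, by 1.10 on the log2 scale (standard error 0.09, adjusted p = 0.000595), and *MORC5* was under the count limit there. *FWA* did not reach the count limit in any comparison, and the TE AT5TE44915 had 0 counts in every library.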

We observed that the expression level of the genomic regions within 1 kb of the 520 CHH hypo-DMR regions previously found in the *morchex* mutant were slightly upregulated in *mom1-3*, *pial1/2*, *morc6-3* and *morchex* mutants, but not in *phd1-2*, *aipp3-1*, *pial1-2*, *pial2-1*, or *mom2-2* mutants (Fig. 5c), showing that MOM1/PIAL1/PIAL2, along with MORCs, are required for the maintenance of CHH methylation and gene silencing at a small subset of RdDM sites, while AIPP3, PHD1, and MOM2 seem to play little role in this process.

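The features for Fig. 5c here were 275 genes within 1 kb of the 520 *morchex* hypo-DMRs. TEs were not among them, since the annotation used gives no TE positions. Between 129 and 137 of these genes passed the count limit in a comparison. As a set they were tested with limma's rotation test fry (two-sided), with Benjamini-Hochberg adjustment over the 8 mutants tested. The set was higher in *morchex*, with a median log2 fold change of 0.12 and 87 of 137 genes above 0 (adjusted p = 0.000631). It was higher in *morc6-3*, with a median of 0.06 and 81 of 136 genes above 0 (adjusted p = 0.00122). In *pial1/2* the set was called higher with a median of 0.00 and 68 of 134 genes above 0 (adjusted p = 0.0271). That call depended on single libraries, since the unadjusted p of 0.0203 became 0.0593 without Col-0 replicate 3 and 0.0659 without *pial1/2* replicate 3. Residuals of every replicate pair correlated above 0.1 in *pial1/2*. With the replicate numbers as pairs, the unadjusted fry p there was 0.00976, with a median of −0.004. For genes within 2 kb it was 0.0536. The test also called the set higher in *phd1-2* (median 0.03, 73 of 132 genes above 0, adjusted p = 0.00899), in *mom2-2* (median 0.01, 67 of 132 genes, adjusted p = 0.00899) and in *aipp3-1* (median 0.05, 78 of 135 genes, adjusted p = 0.0270). The call in *aipp3-1* was lost in 5 of the 6 fits with 1 library left out, with an unadjusted p of up to 0.106 without *aipp3-1* replicate 1. In *pial1-2* the set was lower (median −0.03, 51 of 129 genes above 0, adjusted p = 0.0273), a call that was lost in 4 of the 6 such fits, with an unadjusted p of up to 0.0818 without *pial1-2* replicate 2. In *pial2-1* no change was detected (median −0.01, adjusted p = 0.283). Of the second alleles, tested after these results were seen, *aipp3-2* had a higher set (median 0.04, unadjusted p of 0.00527), while no change was detected in *phd1-4* (median 0.01, unadjusted p of 0.128) or *mom2-1* (median −0.01, unadjusted p of 0.166). With each library left out in turn the unadjusted p in *aipp3-2* was at most 0.0220, and in *mom2-1* the set was lower without Col-0 replicate 2 (unadjusted p of 0.0373). In *mom2-1* the residuals of every replicate pair correlated above 0.1, but the set was not tested there with the replicate numbers as pairs. Camera, which compares the set with all other features under a preset correlation, moved these results most. Its calls in *morchex* (adjusted p = 6.50e-05) and *morc6-3* (adjusted p = 0.00100) hold under fry as well. No other of the 8 mutants was called after adjustment, with 0.0924 for *phd1-2*, *mom2-2* and *pial1-2*, 0.134 for *pial1/2* and 0.223 for *aipp3-1*. In the second alleles camera gave an unadjusted p of 0.0372 in *aipp3-2* (higher), 0.215 in *phd1-4* and 0.0964 in *mom2-1*. *morc6-3* and *morchex* share with *phd1-2*, *phd1-4* and *mom2-2* a difference from the Col-0 libraries in many other genes. Against the 9 libraries of those 3 mutants in place of Col-0, fry gave the set an unadjusted p of 1.14e-06 in *morc6-3* (median 0.01) and 4.18e-07 in *morchex* (median 0.03). For *phd1-2* and *mom2-2*, and for *aipp3-1* and *aipp3-2*, which share part of that difference, no such comparison was made. From the rise in *mom1-3*, *pial1/2*, *morc6-3* and *morchex* but not in the other mutants, the paper concludes that MOM1, PIAL1 and PIAL2, along with the MORCs, are needed to keep CHH methylation and silencing at a small subset of RdDM sites, and proposes little role for AIPP3, PHD1 and MOM2.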

**Fig. 5:**
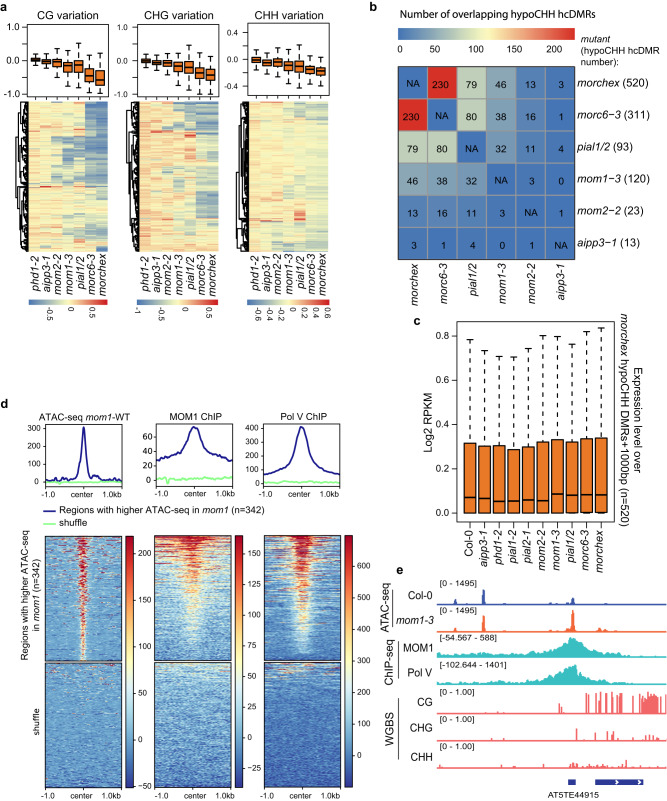
The MOM1 complex influences DNA methylation and chromatin accessibility at some endogenous RdDM sites. **a** Boxplots and heatmaps showing the variation of CG, CHG, and CHH DNA methylation in *phd1-2*, *aipp3-1*, *mom2-2*, *mom1-3*, *pial1/2*, *morc6-3* and *morchex* mutants vs Col-0 wild type over hypo CHH hcDMRs of the *morchex* mutant (*n* = 520). **b** the number and heatmap of overlapping of hypo CHH hcDMRs among *aipp3-1*, *mom2-2*, *mom1-3*, *pial1/2*, *morc6-3* and *morchex* mutants over *morchex* mutant hypo CHH hcDMRs (*n* = 520). **c** Boxplot representing the expression level (RNA-seq signal normalized by RPKM) of the genomic bins of 1 kb from hypo CHH hcDMRs (*n* = 520) of the *morchex* mutant in Col-0, *aipp3-1*, *phd1-2*, *pial1-2*, *pial2-1*, *mom2-2*, *mom1-3*, *pial1/2*, *morc6-3* and *morchex* mutants. **d** Metaplots and heatmaps representing ATAC-seq signal (*mom1-3* minus Col-0), MOM1 ChIP-seq signal and Pol V ChIP-seq signal (subtracting control ChIP-seq signal) over regions with higher ATAC-seq signals in *mom1-3* (*n* = 342) and shuffled regions. **e** Screenshots of ATAC-seq signals of Col-0 and *mom1-3*, ChIP-seq signals of MOM1-Myc and Pol V (subtracting control signal) as well as CG, CHG, and CHH DNA methylation level by WGBS over a representative RdDM site. In box plots of **a** and **c**, center line represents the median; box limits represent the 25th and 75th percentiles; whiskers represent the minimum and the maximum. Source data are provided as a Source Data file.

Since MOM1-ZF is able to trigger early flowering in the *suvh2/9 fwa* background, it is possible that endogenously, the MOM1 complex is also able to recruit RdDM machinery in the absence of SUVH2/9. To test this hypothesis, we performed WGBS of the *suvh2/9* double mutant together with *mom1-3* and the Col-0 control. Consistent with a previous report^27^, DNA methylation in the CHH context was lost in the *suvh2/9* double mutant over the majority of hypo CHH hcDMRs in the *nrpe1* mutant (Supplementary Fig. 10a), suggesting that the recruitment of the RdDM pathway by SUVH2/9 plays a predominant role at endogenous RdDM sites. Interestingly, 46 out of the 120 hypo CHH hcDMRs of the *mom1-3* mutant were not identified as hypo CHH hcDMRs in the *suvh2/9* double mutant. The CHH DNA methylation over these sites was largely preserved in the *suvh2/9* double mutant background (Supplementary Fig. 10b, c), suggesting that similar to the MOM1-ZF result, MOM1 is still able to trigger RdDM at these sites without SUVH2/9. At the same time, over the other 74 *mom1-3* hypo CHH hcDMRs (also identified as hypo CHH hcDMRs in *suvh2/9*), CHH DNA methylation was strongly decreased in the *mom1-3* mutant and in the *suvh2/9* double mutant (Supplementary Fig. 10d), suggesting that MOM1 and SUVH2/9 are both required for RdDM function at these loci.

We also performed ATAC-seq and detected 342 regions with increased ATAC-seq signal in the *mom1-3* mutant compared to Col-0 (Fig. 5d). As expected, these regions were enriched for MOM1 ChIP-seq signal (Fig. 5d). We also found that Pol V Chip-seq signal was highly enriched in these regions (Fig. 5d, e), suggesting that the MOM1 complex reduces chromatin accessibility at a subset of RdDM sites. Consistently, DNA methylation levels in CG, CHG and CHH contexts were decreased over the majority of these regions (Supplementary Fig. 11). Together, these results suggest that the MOM1 complex contributes to the endogenous function of the RdDM machinery, facilitating the maintenance of DNA methylation and a more closed chromatin state at some RdDM sites.

### The MOM1 complex has endogenous function divergent from the RdDM machinery

Previous studies have shown that the *mom1* mutants show derepression of pericentromeric heterochromatin regions, while the targets of the RdDM machinery tends to locate in euchromatic regions of the chromosome arms^5,35,48,49^. Consistent with these differences, we observed that ChIP-seq signals of MOM1, MORCs, and to a lesser extent PIAL2 were more highly enriched on transposable elements (TEs) located in pericentromeric regions as compared to TEs located in the chromosome arms – the opposite pattern to that of Pol V ChIP-seq^33^ (Fig. 6a). 

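Among the factors of Fig. 6a, peak lists of PIAL2-Myc and MORC6-Myc were analysed, and those of Pol V, MOM1, MORC4 and MORC7 were not used here. Pericentromeric regions were defined on each chromosome as the run of windows around the lowest gene density in which protein-coding genes, after smoothing, cover less than 50% of the chromosome's median share. A peak was assigned by its midpoint. They lie at 12900001 to 16900000 on chromosome 1, 1700001 to 6600000 on chromosome 2, 11000001 to 16000000 on chromosome 3, 2500001 to 5600000 on chromosome 4 and 10100001 to 14200000 on chromosome 5. Together they make up 17.7% of the nuclear genome. MORC6-Myc peaks were pericentromeric in 29.2% of cases in replicate 1 (95% Clopper-Pearson confidence interval 28.4 to 30.0%, 3580 of 12249) and 35.6% in replicate 2 (34.3 to 37.0%, 1752 of 4916). For PIAL2-Myc the share was 14.0% in replicate 1 (13.2 to 14.8%, 1103 of 7881) and 20.1% in replicate 2 (18.4 to 22.0%, 396 of 1969). By covered length, the pericentromeric share was 41.5% and 43.6% for MORC6-Myc and 17.8% in both PIAL2-Myc replicates. The PIAL2-Myc replicates thus lie on either side of the genome's share, and only the difference between the MORC6-Myc replicates and that share exceeds the spread between replicates. These values count peaks in all sequence, whereas the figure averages signal over TEs. The paper also took its pericentromeric regions from an earlier publication, whose boundaries were not used here.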

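In *pial1/2*, 49 TEs were called higher than in Col-0 and 0 lower, where 1 was lower at an unadjusted p under 0.05. In *nrpe1-11*, 36 TEs were higher and 3 lower than in its own Col-0 group. The *nrpe1-11* count depends on replicate 3, without which 20 TEs were called higher. In *pial1/2* it stayed between 35 and 42 with each library left out in turn. The largest changes in *pial1/2* were those of AT3TE51900, with 21.5 ± 5.13 CPM (SD, n = 3) against 0 counts in Col-0, at least 505-fold higher, and of AT3TE59450, with 19.0 ± 3.08 CPM against 0 counts, at least 438-fold higher. AT3TE60460 had 58.8 ± 28.7 CPM (3027 counts) against 1 count in the 3 Col-0 libraries. Their adjusted p values were 0.000399, 0.000107 and 0.000181 from edgeR's quasi-likelihood test. In *nrpe1-11* the largest changes were those of AT5TE34040 (38.2 ± 7.65 CPM, at least 1151-fold higher), AT3TE47360 (25.0 ± 0.931 CPM, at least 760-fold higher) and AT2TE23670 (10.7 ± 2.12 CPM, at least 323-fold higher), all with 0 counts in Col-0. The positions of TEs were not in the annotation used. For position, the genes annotated as pseudogenes, were counted instead. Of those called higher, 18 of 24 were pericentromeric in *pial1/2* (75.0%, 95% Clopper-Pearson confidence interval 53.3 to 90.2%) and 3 of 6 in *nrpe1-11* (50.0%, 11.8 to 88.2%), whereas 34.5% and 28.3% of all those tested were. TE genes are among the loci with that annotation, which also holds other pseudogenes. The difference between the mutants was not detectable with so few *nrpe1-11* features (two-sided Fisher's exact test, p = 0.329, adjusted p = 0.986 over 3 mutants). With the boundary at 25% of the median gene coverage, the shares were 66.7% in *pial1/2* and 16.7% in *nrpe1-11* (same exact test, p = 0.0606), and at 75% both were 100%.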

From our RNA-seq, *mom1* and *pial1/2* mutants also showed transcriptional upregulation mainly in pericentromeric regions, while up-regulated TEs in the *nrpe1-11* mutant were located more broadly over the chromosomes including both pericentromeric regions and the euchromatic arms (Supplementary Fig. 12a). 

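In *morc6-3*, 18 TEs were called higher and 8 lower, and in *morchex* 23 were higher and 9 lower. Between 16 and 20 TEs were higher in *morc6-3* and between 17 and 25 in *morchex* with each library left out in turn. Lower TEs in *morc6-3* numbered 4 without Col-0 replicate 2 and 5 without *morc6-3* replicate 1. When the 9 libraries of *phd1-2*, *phd1-4* and *mom2-2* took the place of Col-0, 0 TEs were lower in *morc6-3* and 1 in *morchex*. The lower calls were thus not separated from the difference from Col-0 that these mutants share. The largest changes in *morchex* were those of AT2TE11560 (6.36 ± 2.90 CPM, SD, n = 3, against 0 counts in Col-0, at least 153-fold higher, adjusted p = 0.00222) and AT5TE47200 (2.08 ± 0.668 CPM against 0 counts, at least 49.6-fold higher, adjusted p = 0.00292). AT1TE93275 followed, with 5.92 ± 0.719 CPM (310 counts) against 1 count in Col-0 (adjusted p = 7.00e-05, edgeR). Among the genes annotated as pseudogenes and called higher, 10 of 19 were pericentromeric in *morc6-3* (52.6%, 95% Clopper-Pearson confidence interval 28.9 to 75.6%) and 12 of 23 in *morchex* (52.2%, 30.6 to 73.2%). Of all those tested, 29.6% and 30.6% were. Neither share was detectably different from that of *nrpe1-11* (two-sided Fisher's exact test, p = 1 for both). With 25% of the chromosome's median gene coverage as the boundary of the pericentromeric regions, the shares were 42.1% and 43.5%, against 16.7% in *nrpe1-11* (exact p = 0.364 and 0.362). With 75%, they were 78.9% and 78.3%, against 100% (exact p = 0.540 and 0.553).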

Consistent with previous reports^6^, *morc6-3* and *morchex* mutants also displayed derepression of pericentromeric regions (Supplementary Fig. 12a). 

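The overlap was computed over the TEs that passed the count limit in both comparisons. Among 150 such TEs, 10 of the 13 called higher in *morc6-3* were also higher in *pial1/2*, where 12 TEs were, and 1.04 were expected by chance (two-sided Fisher's exact test, p = 1.55e-11). In *morchex*, 13 of 16 were shared among 154 TEs, with 15 called in *pial1/2* and 1.56 expected (p = 2.16e-14, same exact test). The comparisons share the Col-0 libraries, which by itself creates overlap. In 50 simulations, an unchanged group and a group changed as in *pial1/2* were tested against the same simulated Col-0 counts. A TE was called higher in the unchanged group in only 3 of them, 1 TE each time, and all 3 TEs were in the simulated *pial1/2* list. An unchanged group thus overlapped the list by at most 1 TE. Such few calls do not show how much overlap the shared libraries create among 13 or 16 called TEs, so the Fisher p values above take no account of it. Against the 9 libraries of *phd1-2*, *phd1-4* and *mom2-2* in place of Col-0, 14 of 18 TEs were still called higher in *morc6-3* and 19 of 23 in *morchex*. This argues against the shared Col-0 libraries as the cause of most of these calls. How many of the overlapping TEs are among them was not counted. Most of the 49 TEs called higher in *pial1/2* were under the count limit in the other mutants. All 49 were therefore followed in each mutant. Of these, 29 had 0 counts in every Col-0 library. Their median log2 fold change was 8.45 in *pial1/2*, 4.43 in *morchex* and 3.73 in *morc6-3*. With a lower bound in place of the fitted value where Col-0 was at 0, the medians were 6.14, 2.84 and 2.12. Simulated unchanged groups gave medians from −0.43 to 0.17. Summed over the 49 TEs, expression was 328 ± 56.7 CPM in *pial1/2*, 71.9 ± 7.66 in *morchex*, 46.0 ± 5.75 in *morc6-3* and 4.55 ± 1.38 in Col-0, and 16.5 ± 5.55 in the Col-0 libraries for *nrpe1-11* (SD, n = 3).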

Upregulated differentially expressed TEs (DE-TEs) in the *morc6-3* and *morchex* mutants showed a prominent overlap with those of the *mom1-2*, *mom1-3*, and *pial1/2* mutants (Supplementary Fig. 12b). Meanwhile, many upregulated TEs in the *mom1-3* mutant are not derepressed or only mildly derepressed in the *morc6-3* and *morchex* mutants, suggesting that the functions of the MOM1 complex and the MORC proteins do not fully overlap. The *phd1*, *aipp3*, and *mom2* mutants on the other hand showed little change in expression at these sites (Supplementary Fig. 12a, b), suggesting that these factors are less important for this silencing function.

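Over the 49 TEs called higher in *pial1/2*, the median log2 fold change was 0.00 in each of *phd1-2*, *phd1-4*, *aipp3-1*, *aipp3-2*, *mom2-1* and *mom2-2*, 28 or 29 of these TEs having no counts in Col-0 and at most 3 in the mutant. Their summed expression was 6.78 ± 1.25 CPM in *phd1-2*, 8.39 ± 2.22 in *phd1-4*, 6.78 ± 1.83 in *aipp3-1*, 11.3 ± 1.14 in *aipp3-2*, 12.3 ± 1.11 in *mom2-1* and 7.85 ± 0.901 in *mom2-2* (SD, n = 3). These means are far below that of *pial1/2*. They are above the 4.55 CPM of the Col-0 group from which the list was made. Every library of *mom2-1* (lowest 11.2 CPM), *aipp3-2* (9.99), *mom2-2* (6.96) and *phd1-4* (6.15) was above the highest library of that group (6.14). The lowest libraries of *phd1-2* (5.86) and *aipp3-1* (5.06) were not. The Col-0 libraries for *nrpe1-11* had 16.5 ± 5.55 CPM on the same TEs, but they differ from that group in many other features. Wild-type sums thus varied between sets of libraries, and whether the small rise comes from the mutations stays open. Of the 49 TEs, at most 3 were called higher in any of these mutants. When all TEs are counted, 3 were higher in *phd1-2*, 8 in *phd1-4*, 11 in *aipp3-1*, 18 in *aipp3-2*, 1 in *mom2-1* and 4 in *mom2-2*. Lower TEs numbered 7, 7, 3, 8, 0 and 6 in the same order, with 2 lower in *mom2-1* at an unadjusted p under 0.05. Several of these counts depended on single libraries. Without Col-0 replicate 2, 1 TE was higher in *phd1-2*, 4 in *phd1-4* and 3 in *aipp3-1*, and 3 were lower in *phd1-2*, 4 in *phd1-4*, 0 in *aipp3-1*, 4 in *aipp3-2* and 2 in *mom2-2*. Without Col-0 replicate 3, 1 was higher in *phd1-2*, 4 in *phd1-4* and 5 in *aipp3-1*, and 1 was lower in *phd1-2*, 3 in *phd1-4*, 0 in *aipp3-1*, 3 in *aipp3-2* and 3 in *mom2-2*. Leaving out Col-0 replicate 1 gave 5 higher in *phd1-2*, 8 higher in *mom2-2* and 5 lower in *aipp3-1*. Among the mutant libraries, 4 and 5 TEs were higher in *phd1-4* without its replicate 1 or 2, 6 and 5 were higher in *aipp3-1* without its replicate 1 or 2, 1 was lower in *aipp3-1* without its replicate 2, and 3 were lower in *phd1-2* without its replicate 2. In the single mutants of the PIAL genes, the list's median was 2.85 in *pial2-1* and 1.72 in *pial1-2*, and without *pial1-2* replicate 1 the latter was 0.65. With lower bounds for TEs at 0 in Col-0, these medians were 1.39 and 0.00. Summed expression was 35.7 ± 4.49 CPM in *pial2-1*, between the 6 mutants above and *pial1/2*, and 11.4 ± 1.08 in *pial1-2*, within the range of those 6. From the small changes in *phd1*, *aipp3* and *mom2*, the paper proposes that these factors matter less for silencing at the sites that MOM1 and PIAL1/PIAL2 repress.

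**Figure D3:**
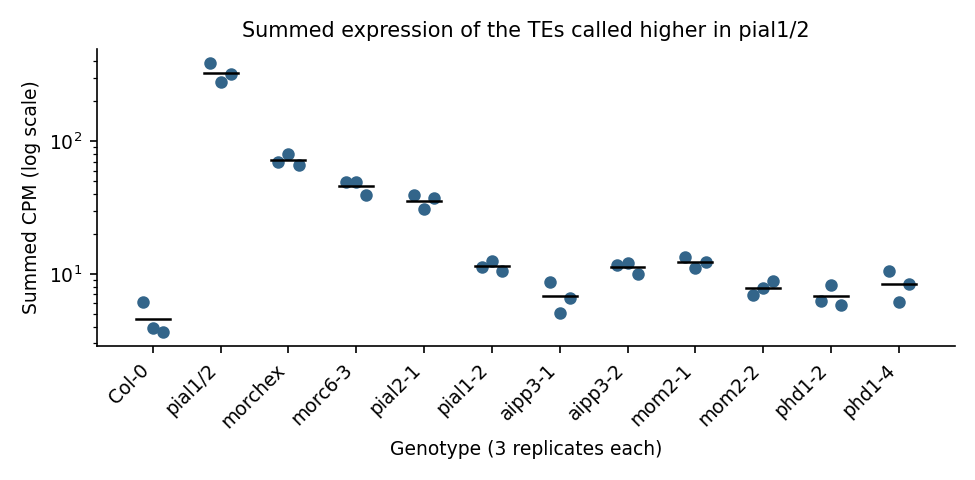
Expression (CPM, log scale, y axis) summed over the 49 TEs called higher in *pial1/2*, in Col-0 and 11 mutants (x axis). Each point is 1 of 3 replicates and the line is their mean. The *pial1/2* libraries lie between 277 and 389 CPM and the Col-0 libraries between 3.63 and 6.14 CPM, with *morchex*, *morc6-3* and *pial2-1* in between. All libraries of *mom2-1*, *aipp3-2*, *pial1-2*, *mom2-2* and *phd1-4* also lie in between, nearer to Col-0. Those of *phd1-2* and *aipp3-1* overlap the Col-0 range.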

**Fig. 6:**
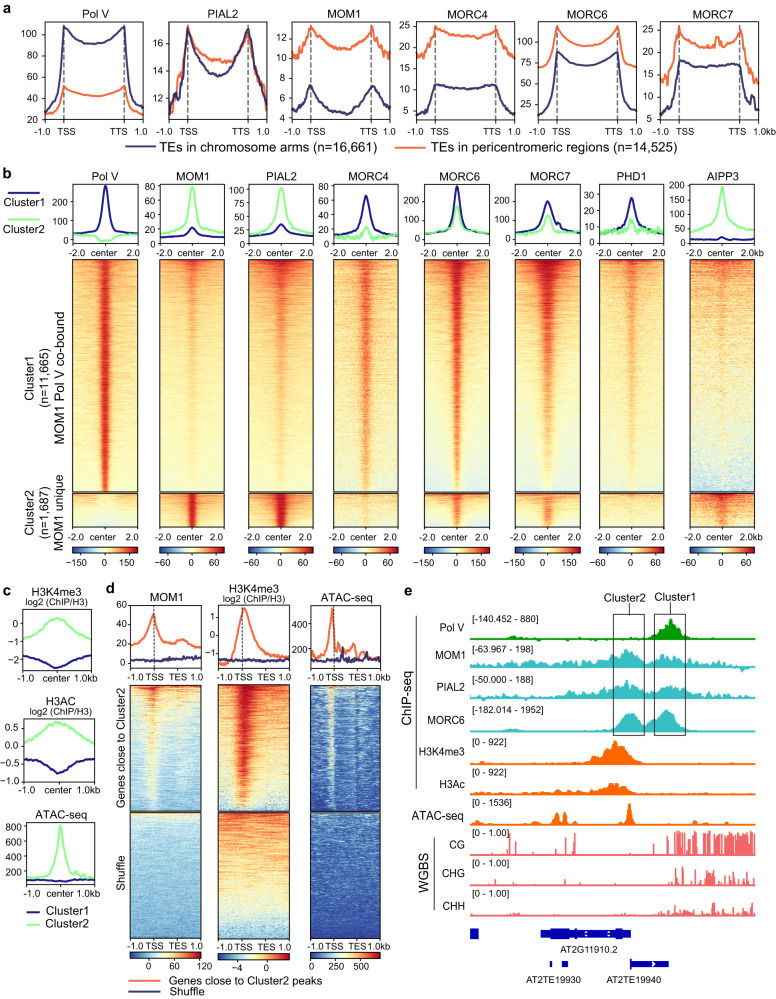
MOM1 complex components and MORCs shows genomic distribution patterns distinct from that of the RdDM component Pol V. **a** Metaplots of ChIP-seq signals of Pol V, PIAL2, MOM1, MORC4, MORC6, and MORC7 over TEs in euchromatic arms (*n* = 16,661) and TEs in pericentromeric regions (*n* = 14,525), with control ChIP-seq signals subtracted. **b** Metaplots and heatmaps of ChIP-seq signals of Pol V, MOM1, PIAL2, MORC4, MORC6, MORC7, PHD1, and AIPP3 over Cluster 1 and Cluster 2 ChIP-seq peaks of MOM1 and Pol V, with control ChIP-seq signals subtracted. **c**, Metaplots of ChIP-seq signals of H3K4me3 and H3Ac (normalized to H3), as well as ATAC-seq signal of Col-0 over Cluster 1 and Cluster 2 peaks of MOM1 and Pol V. **d** Metaplots and heatmaps of MOM1 ChIP-seq signal (with control ChIP-seq signal subtracted), H3K4me3 ChIP-seq signal (normalized to H3) and ATAC-seq signal of Col-0 plants over genes close to Cluster 2 peaks and shuffled control regions. **e** Screenshots of Pol V, MOM1, PIAL2, MORC6 ChIP-seq signals with control ChIP-seq signals subtracted, H3K4me3 and H3Ac ChIP-seq signals, ATAC-seq signal of Col-0 plants, as well as CG, CHG, and CHH DNA methylation level by WGBS over a representative genomic region containing both Cluster 1 and Cluster 2 ChIP-seq peaks.

We also discovered a set of MOM1 ChIP-seq peaks that did not overlap with DNA methylation (Supplementary Fig. 12c). We initially discovered these by performing unsupervised clustering of MOM1 ChIP-seq data with Pol V ChIP-seq data^33^, and identified a group of MOM1 unique peaks not colocalizing with Pol V sites (Fig. 6b). We named the MOM1 and Pol V co-bound peaks as Cluster 1 peaks and the MOM1 unique peaks as Cluster 2 peaks (Fig. 6b). As expected, the Cluster 1 peaks were DNA methylated in all sequence contexts, while DNA methylation levels over Cluster 2 peaks were very low (Supplementary Fig. 12c). Other components of the MOM1 complex, such as the PIAL2, AIPP3 and to a lesser extent, PHD1 were also enriched at cluster 2 peaks (Fig. 6b). In addition, MORC4^40^, MORC6 and MORC7^40^ co-localized with MOM1 at both Cluster 1 and 2 peaks (Fig. 6b). Interestingly, we found that the Cluster 2 peaks were enriched for active histone marks H3K4me3 and H3Ac^50^, as well as accessible chromatin indicated by ATAC-seq signal (Fig. 6c). This observation is consistent with a recent study reporting that MORC7 protein binds to active chromatin regions devoid of RdDM^40^. While H3K4me3 tends to peak after the Transcription Start Site (TSS), the MOM1 ChIP-seq signal tended to peak around the TSS of the genes near Cluster 2 peaks, similar to the ATAC-seq signal (Fig. 6d, e). The function of the MOM1 complex at these non-DNA methylated sites is currently unknown.

Overall, the ChIP-seq data suggests that while MOM1 and PIAL2 show strong localization to RdDM sites, they and the MORC proteins are more enriched in pericentromeric regions compared to the RdDM machinery. In addition, they are also present at unique active chromatin sites. The recruitment mechanism and the endogenous function of the MOM1 complex binding at the active chromatin sites need to be further investigated.

## Discussion

Due to the lack of major change in DNA methylation status in derepressed transgenes and endogenous TEs in the *mom1* mutant, MOM1 function has long been considered as independent of DNA methylation or downstream of DNA methylation. In our study, we observed a close link between the MOM1 complex and the RdDM machinery. By tethering the MOM1 complex with ZF in the *fwa* mutant, heritable DNA methylation was established at the *FWA* promoter, suggesting that the RdDM machinery was recruited as a result. Consistent with this, silencing and methylation of *FWA* were blocked in mutants of the DDR complex, as well as the *nrpe1* and *drm1/2* mutants, but not in the *suvh2/9* and *nrpd1* mutants. Thus, the recruitment of the de novo DNA methyltransferase DRM2 by the MOM1 complex requires the Pol V arm of the RdDM pathway. Previous MORC6-ZF tethering experiments resulted in similar results^43^, i.e., the DDR complex and the downstream Pol V arm was required for silencing of *FWA*. In addition, we found that mutation of *MORC6* blocked *FWA* silencing mediated by ZF fusion to MOM1 complex components, suggesting that the MOM1 complex recruits the RdDM machinery via MORC6. This was also consistent with our observed physical interaction between PIAL2 of the MOM1 complex and MORC6. However, these observations do not exclude the possibility that physical interactions might also exist between MOM1 complex components and other components of the RdDM machinery.

We also found that MOM1 and PIAL1/2 are required for the efficiency of the establishment of methylation and silencing of *FWA* transgenes. Compared to RdDM mutants that completely block DNA methylation and silencing of *FWA* transgenes, the *mom1* and *pial1/2* mutants only showed a reduced efficiency of silencing, similar to what was observed in the *morchex* mutant. How the MOM1 complex performs this function is unclear. The MOM1 complex might facilitate the initial loading of the RdDM machinery onto the *FWA* transgene, or it might allow for greater retention of the loaded RdDM machinery for more efficient DNA methylation and silencing, as has been suggested for the MORCs^40^. Consistent with the connections between MOM1 and RdDM revealed by ZF tethering results and *FWA* transgene silencing results, our ChIP-seq data showed that the MOM1 complex highly co-localized with RdDM sites in the genome. Our analysis of WGBS data also showed that MOM1 and PIAL1/2 were required to maintain CHH methylation at a small subset of RdDM sites, which notably overlap with CHH hypoDMR sites in the *morchex* mutants. A previous study also reported a similar observation with WGBS data from a different *mom1* mutant allele (*mom1-2*)^7^. Thus, aside from the previous findings that that transgene and TE silencing are released in the *mom1* mutant background without major DNA methylation changes^3,5,6^, the MOM1 complex^7^, together with the MORC proteins, are also required for the maintenance of DNA methylation at a small subset of RdDM sites. It seems likely that this would be mechanistically related to the role of both MOM1 and MORCs in the establishment of *FWA* transgene silencing, and it is intriguing to speculate that this might reflect an ancient role of these proteins in the initial establishment of methylation and silencing of novel invading transposable elements. We also found that MORC6 ChIP-seq signal at RdDM sites was strongly decreased in the *mom1* and *pial1/2* mutants, suggesting that MORC6 is loaded onto endogenous RdDM sites by the MOM1 complex, together with other mechanisms^29,37,51^. Based on these observations, we propose a model (Fig. 7) for how the MOM1 complex influences the RdDM machinery as follows. The MOM1 complex is first loaded onto RdDM target sites through an unknown mechanism to facilitate the binding of the MORC6 protein. MORC6 would then enhance the recruitment the Pol V arm of the RdDM machinery to methylate target DNA, by topologically entrapping the DNA as well as directly interacting with RdDM components, thus serving as a tethering factor^29,37,51,52^.

**Fig. 7:**
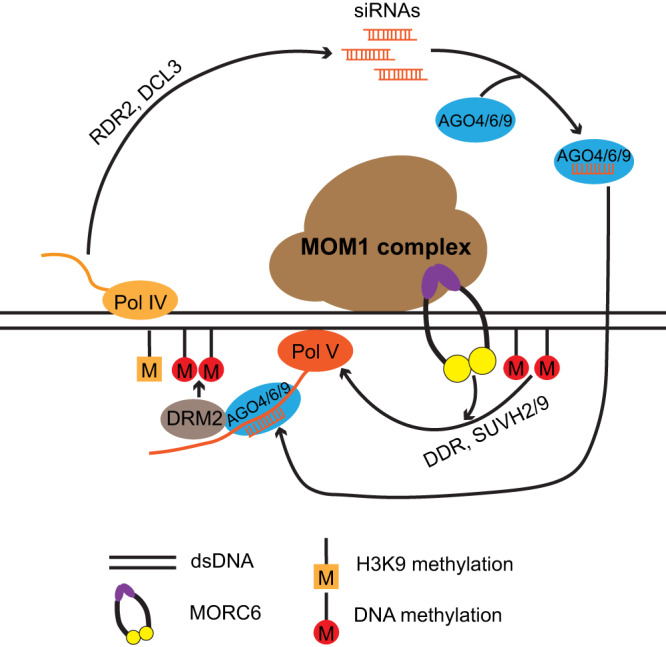
Working model of MOM1 complex. The MOM1 complex is first loaded onto RdDM target sites through an unknown mechanism to facilitate the binding of the MORC6 protein. MORC6 would then enhance the recruitment the Pol V arm of the RdDM machinery to methylate target DNA, by topologically entrapping the DNA as well as directly interacting with RdDM components, thus serving as a tethering factor^29,37,51,52^.

From previous studies^4,5^ and data from this study, it seems clear that the MOM1 complex has at least two functions in epigenome regulation, a role in the establishment and maintenance of RdDM, and a role in the maintenance of silencing of TEs in pericentromeric regions. Furthermore, it appears that these two functions are mechanistically distinct. For example, comparison of DE-TEs and DE-genes in the *nrpe1* and *mom1* mutants in previous studies^5,35^ indicates that the majority of their endogenous targets do not overlap. Thus, for instance, the loss of RdDM function in the *nrpe1* mutant does not impair the silencing function of MOM1 at the majority of its TE targets. It’s possible that the localization of MOM1 at RdDM is only needed for the silencing of the relatively small number of shared TE targets between MOM1 and RdDM. In future studies, it will be interesting to investigate the relationship between the two functions of the MOM1 complex, and identify the MOM1 complex component(s) or protein domain(s) that might be required for only one of the functions.

In addition to the localization at RdDM sites, we identified a unique set of MOM1 peaks which are enriched with active chromatin marks. This is reminiscent of an earlier study reporting that MOM1 regulates transcription in intermediate heterochromatin, which is associated with both active and repressive histone marks^48^. Interestingly, the MOM1 complex and MORCs seem to behave similarly in binding active chromatin, as MORC7 was also reported to bind active chromatin devoid of RdDM^53^, and MORCs are colocalized at these MOM1 unique peaks. The mechanism of recruiting the MOM1 complex to these unique peaks and the function of MOM1 at these active chromatin sites is unknown.

In summary, our results uncover the function for the MOM1 complex in the efficiency of both the establishment and maintenance of RNA-directed DNA methylation and gene silencing, and point to a potential function at some unmethylated euchromatic regions, suggesting that MOM1 plays multifaceted roles in epigenome regulation.

## Methods

### Growth condition, molecular cloning and plant materials

*Arabidopsis thaliana* plants in this study were Col-0 ecotype and were grown under 16 h light: 8 h dark condition. The T-DNA insertion lines used in this study are: *aipp3-1* (GABI_058D11), *aipp3-2* (SAIL_1246_E10), *mom1-2* (SAIL_610_G01), *mom1-3* (SALK_141293), *mom1-7* (GABI_815G11), *mom2-1* (WiscDsLox364H07), *mom2-2* (SAIL_548_H02), *pial1-2* (CS358389), *pial2-1* (SALK_043892), *morc6-3* (GABI_599B06), *aipp2-1* (SALK_057771), *suvh2* (SALK_079574), *suvh9* (SALK_048033), *nrpe1-11* (SALK_029919) and *morchex*^39^ consisting of *morc1-2* (SAIL_893_B06), *morc2-1* (SALK_072774C), *morc4-1* (GK-249F08), *morc5-1* (SALK_049050C), *morc6-3* (GABI_599B06), and *morc7-1* (SALK_051729). In addition to the T-DNA insertion line, three *phd1* mutant alleles were generated using a YAO promoter driven CRISPR/Cas9 system^54^. *phd1-2* contained a single nucleotide T insertion and *phd1-3* contained a 13-nucleotide deletion and an 18-nucleotide duplication in the 2^nd^ exon of PHD1 gene, both of which led to early termination of the protein at amino acid 53 located within the PHD domain. *phd1-4* contained a single nucleotide T insertion in the 3^rd^ exon of the PHD1 gene, leading to early termination of the PHD1 protein at amino acid 88. The *fwa* background RdDM mutants, including *nrpd1-4* (SALK_083051), *suvh2* (SALK_079574) *suvh9* (SALK_048033), *morc6-3* (GABI_599B06), *rdm1-4* (EMS)^55^, drd1-6 (EMS)^56^, *dms3-4* (SALK_125019C), *nrpe1-1* (EMS), and *drm1-2* (SALK_031705) *drm2-2* (SALK_150863) were described by Gallego-Bartolomé et al. ^43^. The other *fwa* background mutants in MOM1 complex were *phd1-2*, *aipp3-1* (GABI_058D11), *mom1-3* (SALK_141293), *mom2-1* (WiscDsLox364H07), and *pial1* (CS358389) *pial2* (SALK_043892), which were generated by crossing *fwa-4* to corresponding mutants. F2 offspring plants with late flowering phenotype were genotyped for homozygous T-DNA mutant alleles, and propagated to F3 generation. Then, F3 populations were screened for non-segregating homogenous late flowering phenotype. For IP-MS comparisons of MOM1-FLAG in *mom1-7* mutant background, to that in the backgrounds of *aipp3-1*, *mom2-2*, as well as *aipp3/mom2-2* double mutants, MOM1-FLAG transgenic lines were constructed by recombineering 2xYpet-3xFLAG encoding DNA sequence in frame with the C terminus of MOM1 gene, in a transformation-competent artificial chromosome clone (JAtY68M20 (68082 bp)) using a bacterial recombineering approach^57^ and transformed into *mom1-7* mutants. Then this MOM1-FLAG transgenic line was crossed into *aipp3-1*, *mom2-2*, as well as *aipp3/mom2-2* double mutant backgrounds. For transgenic plants of FLAG epitope tagged, Myc epitope tagged and ZF tagged proteins used in all other IP-MS, ChIP-seq and ZF tethering experiments, genomic DNA fragments including the promoter region were amplified and cloned into entry vectors (pENTR-D or PCR8 from Invitrogen) and cloned into destination vectors with C-terminal 3xFLAG (pEG302_GW_3xFLAG), Myc (pEG302_GW_9x Myc) and ZF108 (pEG302_GW_3xFLAG_ZF108) by LR clonase II (Invitrogen). Primers used in this study were listed in Supplementary Data 4. *Agrobacterium* mediated floral dipping (strain Agl0) were used to generate transgenic plants in corresponding loss-of-function mutant backgrounds or specific mutant backgrounds as indicated.

### IP-MS and cross-linking IP-MS

50 mL of liquid nitrogen flash-frozen unopened flower buds from FLAG epitope tagged transgenic plants were used for each IP-MS experiment and flower buds of Col-0 plants were used as control. Flower tissue was ground to fine powder in liquid nitrogen with Retsch homogenizer. For Native IP-MS, tissue powder was resuspended in 25 mL IP buffer (50 mM Tris-HCl pH 8.0, 150 mM NaCl, 5 mM EDTA, 10% glycerol, 0.1% Tergitol, 0.5 mM DTT, 1 mg/mL Pepstatin A, 1 mM PMSF, 50 µM MG132 and cOmplete EDTA-free Protease Inhibitor Cocktail (Roche)) and further homogenized with dounce homogenizer. The lysates were filtered with Miracloth and centrifuged at 20,000 g for 10 min at 4 °C. The supernatant was incubated with 250 μL anti-FLAG M2 magnetic beads (Sigma) at 4 °C for 2 h with constant rotation. The magnetic beads were washed with IP buffer and eluted with 250 µg/mL 3xFLAG peptides. Eluted proteins were used for Trichloroacetic acid (TCA) precipitation and mass spectrometric analysis.

For Crosslinking IP-MS, flower tissue powder was resuspended in 40 mL nuclei extraction buffer^40^ with 1.5 mM EGS (Ethylene Glyco-bis (succinimidylsuccinate)) and rotated at room temperature for 10 min. Then the lysate was supplemented with formaldehyde at 1% final concentration and rotated at room temperature for another 10 min followed by adding glycine to stop crosslinking. The crosslinked lysate was filtered through Miracloth and centrifuged for 20 min at 2880 g. The pellet (which contains the nuclei) was resuspended in 3 mL of extraction buffer 2 (0.25 M sucrose, 10 mM Tris-HCl pH 8.0, 10 mM MgCl_2_, 1% Triton X-100, 5 mM 2-Mercaptoethanol, 0.1 mM PMSF, 5 mM Benzamidine and cOmplete EDTA-free Protease Inhibitor Cocktail (Roche)), then centrifuged at 12,000 g for 10 min at 4 °C. Then, the pellet was carefully resuspended in 1.2 mL nuclear lysis buffer (50 mM Tris-HCl pH 8.0, 10 mM EDTA, 1% SDS, 0.1 mM PMSF, 5 mM Benzamidine and cOmplete EDTA-free Protease Inhibitor Cocktail (Roche)) and incubated on ice for 10 min. After that, 5.1 mL dilution buffer (1.1% Triton x-100, 1.2 mM EDTA, 16.7 mM Tris-HCl pH 8.0, 167 mM NaCl, 1 mM PMSF, 5 mM Benzamidine and cOmplete EDTA-free Protease Inhibitor Cocktail (Roche)) was added and mixed by pipetting. Resuspended nuclei were split into 3 × 2.1 mL aliquots for sonication of 22 min (30 s on/30 s off) with Bioruptor Plus (Diagenode). Sheared lysate from the same sample was combined and centrifuged at 12,000 g for 10 min at 4 °C. Another 6 mL of dilution buffer and 250 μL anti-FLAG M2 magnetic beads (Sigma) were added to the supernatant and the sample was incubated at 4 °C for 2 h with constant rotation. Then, the magnetic beads were washed and eluted with 250 µg/mL 2xFLAG peptides. Eluted protein was used for Trichloroacetic acid (TCA) precipitation and mass spectrometric analysis.

MS/MS database searching was performed using MaxQuant (1.6.10.43) against newest *Arabidopsis thaliana* proteome database [http://www.uniprot.org]. Analysis of raw data was obtained from the LC–MS runs using MaxQuant with the integrated Andromeda peptide search engine using default setting with enabled LFQ normalization. Data sets were filtered at a 1% FDR at both the PSM and protein levels. The MaxQuant peptide intensity and MS/MS counts were used for all peptide quantitation. For Fig. 1c, fold of change of MS/MS counts and *P* value of MOM1-FLAG lines crosslinking IP-MS compared to crosslinking IP-MS of Col-0 control were calculated by LIMMA^58^ (v3.52.4).

### Chromatin immunoprecipitation sequencing

For chromatin immunoprecipitation sequencing (ChIP-seq), 15 mL of unopened flower buds were collected for each ChIP and flash-frozen in liquid nitrogen. The flower tissue was ground to fine powder with Retsch homogenizer in liquid nitrogen and resuspended in nuclei extraction buffer (50 mM HEPES pH 8.0, 1 M sucrose, 5 mM KCl, 5 mM MgCl_2_, 0.6% Triton X-100, 0.4 mM PMSF, 5 mM benzamidine, cOmplete EDTA-free Protease Inhibitor Cocktail (Roche), 50 µM MG132). For transgenic lines of MOM1-Myc in *mom1-7* and PIAL2-Myc in *pial2-1*, EGS was first added to resuspended lysate to 1.5 mM and the tissue lysate was incubated at room temperature for 10 min with rotation. Then the lysate was supplemented with formaldehyde at 1% and rotated at room temperature for another 10 min followed by adding glycine to stop crosslinking. For ChIP of all other proteins, crosslinking was performed by directly supplementing formaldehyde to 1% without adding EGS, then rotated at room temperature for 10 min followed by adding glycine to stop crosslinking. The crosslinked nuclei were isolated, lysed with Nuclei Lysis Buffer and diluted with ChIP Dilution Buffer^40^. Then the lysate was sonicated for 22 min (30 s on/30 s off) with Bioruptor Plus (Diagenode). After centrifugation, antibody for FLAG epitope (M2 monoclonal antibody, Sigma F1804, 10 µL per ChIP added at a final dilution of 1:400) or for Myc epitope (Cell Signaling, 71D10, 20 µL per ChIP added at a final dilution of 1:200) were added to the supernatant and incubated at 4 °C overnight with rotation. Then, Protein A and Protein G Dynabeads (Invitrogen) were added and incubated at 4 °C for 2 hours with rotation. After that, the beads were washed and eluted, and the eluted chromatin was reverse-crosslinked by adding 20 µL 5 M NaCl and incubated at 65 °C overnight followed by treatment of Proteinase K (Invitrogen) for 4 hours at 45 °C. DNA was purified and precipitated with 3 M Sodium Acetate, GlycoBlue (Invitrogen) and ethanol at −20 °C overnight. After centrifugation, the precipitated DNA was washed with ice cold 70% ethanol, air dried and dissolved in 120 µL of H_2_O. ChIP-seq libraries were prepared with Ovation Ultra Low System V2 kit (NuGEN), and sequenced on Illumina NovaSeq 6000 or HiSeq 4000 instruments.

For ChIP-seq analysis, raw reads were trimmed using trim_galore (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) and aligned to the TAIR10 reference genome (https://www.arabidopsis.org/download/index-auto.jsp%3Fdir%3D%252Fdownload_files%252FGenes%252FTAIR10_genome_release) with bowtie2 (v2.4.2)^59^ allowing zero mismatch and reporting one valid alignment for each read. The Samtools (v1.15)^60^ were used to convert sam files to bam files, sort bam files and remove duplicate reads. Track files in bigWig format were generated using bamCoverage of deeptools (v3.5.1)^61^ with RPKM normalization. Peaks were called with MACS2 (v2.1.2)^62^ and peaks frequently identified in previous ChIP-seq of Col-0 plant with M2 antibody for FLAG epitope were removed from analysis.

For unsupervised clustering of Pol V and MOM1 peaks (Fig. 6b), RPKM of Pol V^33^, MOM1 and corresponding control ChIP-seqs over merged peaks of Pol V and MOM1 were calculated with custom scripts. Then, log_2_(PolV RPKM/control RPKM) and log_2_(MOM1 RPKM /control RPKM) were calculated and used for unsupervised clustering with the ConcensusClusterPlus R package (v1.60.0)^63^. For analysis of ChIP signal over TEs located in euchromatic arms versus TEs located in pericentromeric regions (Fig. 6a), the pericentromeric regions were defined by Bourguet et al. ^64^.

### RNA sequencing

For RNA-seq experiments, twelve-day old seedlings grown on half MS medium (Murashige and Skoog Basal Medium) were collected and flash-frozen in liquid nitrogen. RNA was extracted with Direct-zol RNA MiniPrep kit (Zymo Research) and 1 µg of total RNA was used to prepare RNA-seq libraries with TruSeq Stranded mRNA kit (Illumina), and the libraries were sequenced on Illumina NovaSeq 6000 instruments.

The raw reads of RNA-seq were aligned to the TAIR10 reference genome with bowtie2. Rsem-calculate-expression (v1.3.1) from RSEM^65^ with default settings was used to calculate expression levels. DEGs and DE-TEs were calculated with “run_DE_analysis.pl” from Trinity version 2.8.5^66^ and log_2_ FC ≥ 1 and FDR < 0.05 were used as the cut off. RNA-seq track files in bigWig format were generated using bamCoverage of deeptools (v3.1.3) with RPKM normalization.

### Whole genome bisulfite sequencing

Rosette leaves of about one-month-old *Arabidopsis* Col-0 wild type, *phd1-2*, *phd1-3*, *mom2-2*, *aipp3-1*, *fwa* plants and ZF transgenic lines (MOM1-ZF, MOM2-ZF, PIAL1-ZF, PIAL2-ZF and PHD1-ZF) T2 plants with early flowering phenotype were collected for DNA extraction using DNeasy Plant Mini Kit (QIAGEN). 500 ng DNA was sheared with Covaris S2 (Covaris) into around 200 bp at 4°C. The DNA fragments were used to perform end repair reaction using the Kapa Hyper Prep kit (Roche), and together with Illumina TruSeq DNA sgl Index Set A/B (Illumina) to perform adapter ligation. The ligation products were purified with AMPure beads (Beckman Coulter), and then converted with EpiTect Bisulfite kit (QIAGEN). The converted ligation products were used as templates, together with the primers from the Kapa Hyper Prep kit (Roche) and MyTaq Master mix (Bioline) to perform PCR. The PCR products were purified with AMPure beads (Beckman Coulter) and sequenced by Illumina NovaSeq 6000 instrument.

The WGBS data analysis was performed by aligning the raw reads to both strands of the TAIR10 reference genome using BSMAP (v.2.74)^67^, allowing up to 2 mismatches and 1 best hit. Reads with more than 3 consecutive methylated CHH sites were removed, and the methylation level was calculated with the ratio of C/(C + T). For Fig. 2d, the methylation levels at 1 kb flanking regions of ZF off target sites^43^ in MOM1-ZF, MOM2-ZF, PIAL1-ZF, PIAL2-ZF and PHD1-ZF were subtracted by the methylation level of *fwa* and plotted with R package pheatmap (v1.0.12).

The hcDMRs (*p* < 0.01, > 33 supported controls) of *mom1-3*, *pial1 pial2*, *aipp3-1*, *phd1-2*, *mom1-2*, *mom2-1*, *morc6*, and *morchex* mutants were called^7^. For Supplementary Fig. 9, the negative natural log of *P*-value for hypo CHH hcDMRs overlaps was calculated by HOMER^68^ (v4.11.1) mergePeaks using hypergeometric distribution. Col-0 DNA methylation tracks used in screenshots were from dataset GSM3553007^43^.

### BS-PCR-seq

Rosette leaves of about one-month-old plants were collected and subject to DNA extraction with CTAB method followed by bisulfite DNA conversion using the EpiTect Bisulfite kit (QIAGEN) kit. Three regions of the *FWA* gene were amplified from the converted DNA with Pfu Turbo Cx (Agilent): Region 1 (chr4: 13038143-13038272), Region 2 (chr4: 13038356- 13038499) and Region3 (chr4: 13038568-13038695). Primers used are listed in Supplementary Data 4. Libraries were prepared with the purified PCR product by the Kapa DNA Hyper Kit (Roche) together with TruSeq DNA UD indexes for Illumina (Illumina) and were sequenced on Illumina iSeq 100 or HiSeq 4000 instruments.

BS-PCR-seq data was analyzed by aligning the raw reads to both strands of the TAIR10 reference genome with BSMAP (v.2.90)^67^ allowing up to 2 mismatches and 1 best hit. After quality filtering, the methylation level of cytosines was calculated as the ratio of C/(C + T), and customized R scripts were used to plot methylation data over the *FWA* region 1-3.

### ATAC-seq

Fresh unopened flower buds of about one-month-old Col-0 and *mom1-3* mutant plants were collected for nuclei extraction and ATAC-seq, with two replicates for each genotype. We collected nuclei from unopened flower buds^33^, which were used for ATAC-seq^69^. Unopened flower buds were collected for extraction of nuclei as follows. About 5 grams of unopened flower buds was collected and immediately transferred into ice-cold grinding buffer (300 mM sucrose, 20 mM Tris pH 8, 5 mM MgCl_2_, 5 mM KCl, 0.2% Triton X-100, 5 mM β-mercaptoethanol, and 35% glycerol). The samples were ground with Omni International General Laboratory Homogenizer on ice and then filtered through a two-layer Miracloth and a 40-µm nylon mesh Cell Strainer (Fisher). Samples were spin filtered for 10 min at 3,000 *g*, the supernatant was discarded, and the pellet was resuspended with 25 mL of grinding buffer using a Dounce homogenizer. The wash step was performed twice in total, and nuclei were resuspended in 0.5 mL of freezing buffer (50 mM Tris pH 8, 5 mM MgCl_2_, 20% glycerol, and 5 mM β-mercaptoethanol). Nuclei were subjected to a transposition reaction with Tn5 (Illumina). For the transposition reaction, 25 µL of 2× DMF (66 mM Tris-acetate pH 7.8, 132 mM K-Acetate, 20 mM Mg-Acetate, and 32% DMF) was mixed with 2.5 µL Tn5 and 22.5 µL nuclei suspension at 37 °C for 30 min. Transposed DNA fragments were purified with ChIP DNA Clean & Concentrator Kit (Zymo). Libraries were prepared with Phusion High-Fidelity DNA Polymerase (NEB) in a system containing 12.5 µL 2x Phusion, 1.25 µL 10 mM Ad1 primer, 1.25 µL 10 mM Ad2 primer, 4 µL ddH2O, and 6 µL purified transposed DNA fragments. The ATAC-seq libraries were sequenced on HiSeq 4000 platform (Illumina).

For ATAC-seq data analysis, raw reads were adaptor-trimmed with trim_galore and mapped to the TAIR10 reference genome with Bowtie2^59^ (-X 2000 -m 1). After removing duplicate reads and reads mapped to chloroplast and mitochondrial, ATAC-Seq open chromatin peaks of each replicate were called using MACS2 with parameters “-p 0.01–nomodel–shift −100–extsize 200”. Consensus peaks between replicates were identified with bedtools (version 2.26.0) intersect and differential accessible peaks were called with the R packge edgeR^70^ (version 3.30.0). Merged bigwig file of the two replicates were used for heatmap and metaplot.

### RT-qPCR

Rossette leaves of about one-month-old plants were collected for RNA extraction with Zymo Direct-Zol RNA miniprep Kit (Zymo Research). A total of 1 µg of RNA were used for cDNA synthesis with iScript cDNA Synthesis Kit (Bio-Rad). qPCR was performed with iQ SYBR Green Supermix (Bio-Rad) and primers for qPCR were listed in Supplementary Data 4.

### McrBC assay

Genomic DNA extracted with the CTAB method were treated with RNase A (Qiagen) and diluted to about 100 ng/µL. 10 µL of diluted DNA were used for McrBC digestion (NEB, 4 h at 37 °C) or mock digestion (the same volume of H_2_O instead of McrBC enzyme was added with all other components the same in the reaction, was also kept for 4 h at 37 °C). Relative undigested *FWA* promoter quantity (McrBC treated/H_2_O treated) was determined with qPCR and primers used were listed in Supplementary Data 4.

### Flowering time measurement

Total true leaf numbers (sum of rosette leaf number and cauline leaf number) after bolting of the plants were used as measurement of flowering time. Plants with less than 20 true leaf number were considered as early flowering. Detailed flowering times as raw leaf count for each plant are listed in Source Data of Figs. 2a, 3a, 4a, c, Supplementary Fig. 2a, Supplementary Fig. 2c, Supplementary Fig. 3c, Supplementary Fig. 4a–d, and Supplementary Fig. 7b. The numbers of independent plants (*n*) scored for each population and detailed statistics of flowering time comparison between different populations are listed in Supplementary Data 5.

### Yeast two-hybrid (Y2H)

The cDNA sequences of PIAL1, PIAL2, MOM2, MORC6, and MOM1 CMM2 domain (aa1660-aa1860)^5^ were first cloned into gateway entry vectors followed by LR reaction with pGBKT7-GW (Addgene 61703) and pGADT7-GW (Addgene 61702) destination vectors. Pairs of plasmid DNA for the desired protein interaction to be tested were co-transformed into the yeast strain AH109. Combinations of the empty pGBKT7-GW or pGADT7-GW vectors and the plasmids of desired proteins were used for transformation of yeast cells to test for self-activation. Transformed yeast cells were plated on synthetic dropout medium without Trp and Leu (SD-TL) and incubated for 2–3 days to allow for the growth of positive colonies carrying both plasmids. Three yeast colonies of each tested protein interaction pairs were picked and mixed in 150 μL 1×TE solution, and 3 μL of the 1×TE solution with the yeast cells were blotted on synthetic dropout medium without Trp, Leu, and His (SD-TLH) and with 5 mM 3-amino-1,2,4-triazole (3AT) to inhibit background growth. Growth of yeast on SD-TLH with 5 mM 3AT medium after 2–3 days of incubation indicates the interaction between the GAL4-AD fusion protein and the GAL4-BD fusion protein.

### Co-immunoprecipitation

A total of 2 grams of 2-week-old seedling tissue were collected from MORC6-FLAG X PIAL2-Myc F1 generation and PIAL2-Myc transgenic plants and ground into fine powder in liquid nitrogen. The tissue powder was resuspended with 10 mL IP buffer, and incubated for 20 min at 4 °C. Then the lysate was centrifuged and filtered with Miracloth twice. A total of 30 μL of anti-FLAG M2 Affinity Gel (Millipore) was added to the supernatant and incubated for 2 h at 4 °C. Then, the anti-FLAG beads were washed with IP buffer for 5 times, and eluted with 40 µL elution buffer (IP buffer with 100 µg/mL 3xFLAG peptide). The eluted protein was used for western blot. Anti-Myc/c-Myc antibody (9E10) HRP (Santa cruz Biotechnology sc-40 HRP, 1:3000 dilution) and monoclonal ANTI-FLAG M2 HRP (Sigma-Aldrich A8592, 1:7500 dilution) were used for western blot.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

The high-throughput sequencing data generated in this study have been deposited in the National Center for Biotechnology information Gene Expression Omnibus database under accession code GSE221679. The mass spectrometry proteomics data generated in this study have been deposited in the ProteomeXchange Consortium via the PRIDE^71^ partner repository under accession code PXD039991. The TAIR10 reference genome used in this study are available at The Arabidopsis Information Resource website [https://www.arabidopsis.org/download/index-auto.jsp%3Fdir%3D%252Fdownload_files%252FGenes%252FTAIR10_genome_release]. The Col-0 DNA methylation data used in this study for screenshots in Figs. 1b, 3c, 5e, 6e and Supplementary Fig. 6b are available in the National Center for Biotechnology information Gene Expression Omnibus database under accession code GSE124746. The DNA methylation data of the *nrpe1* mutant and corresponding Col-0 control plants used in this study for Supplementary Fig. 8a–c and Supplementary Fig. 10b–d are available in the National Center for Biotechnology information Gene Expression Omnibus database under accession code GSE39901. The Col-0 DNA methylation data used in this study for Supplementary Fig. 12c are available in the National Center for Biotechnology information Gene Expression Omnibus database under accession code GSE54677. The Col-0 DNA methylation data used in this study for Supplementary Fig. 3a are available in the National Center for Biotechnology information Gene Expression Omnibus database under accession code GSE80302 . Source data are provided as a Source Data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: The MOM1 complex recruits the RdDM machinery via MORC6 to establish de novo DNA methylation
**Source:** Nat Commun. 2023 Jul 12;14:4135. doi: 10.1038/s41467-023-39751-4
**Supplement:** Supplementary file 1 — Supplementary Information

**The MOM1 complex recruits the RdDM machinery *via* MORC6 to establish  
*de novo* DNA methylation**

Li *et al.*

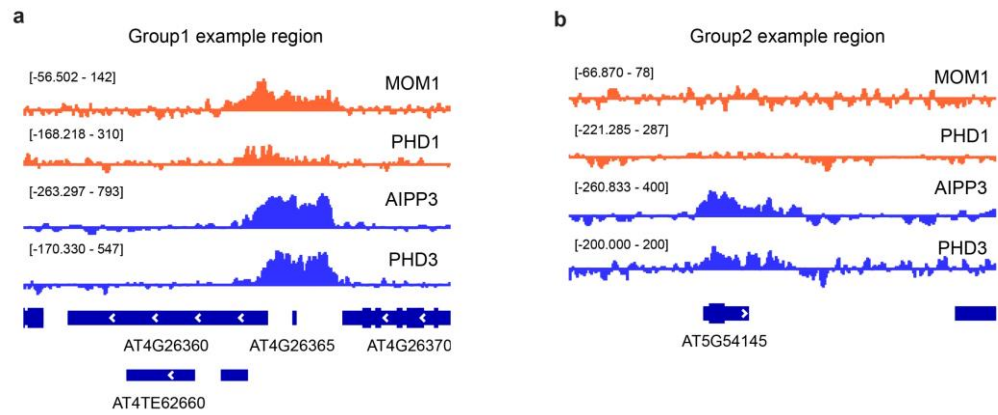

**Supplementary Figure 1. Example of AIPP3 Group1 and Group2 ChIP-seq peaks.** Screenshots of MOM1-Myc, PHD1-FLAG, AIPP3-FLAG and PHD3-FLAG ChIP-seq signals over representative AIPP3 Group1 peaks (**a**) and Group2 peaks (**b**), with control ChIP-seq signals subtracted.

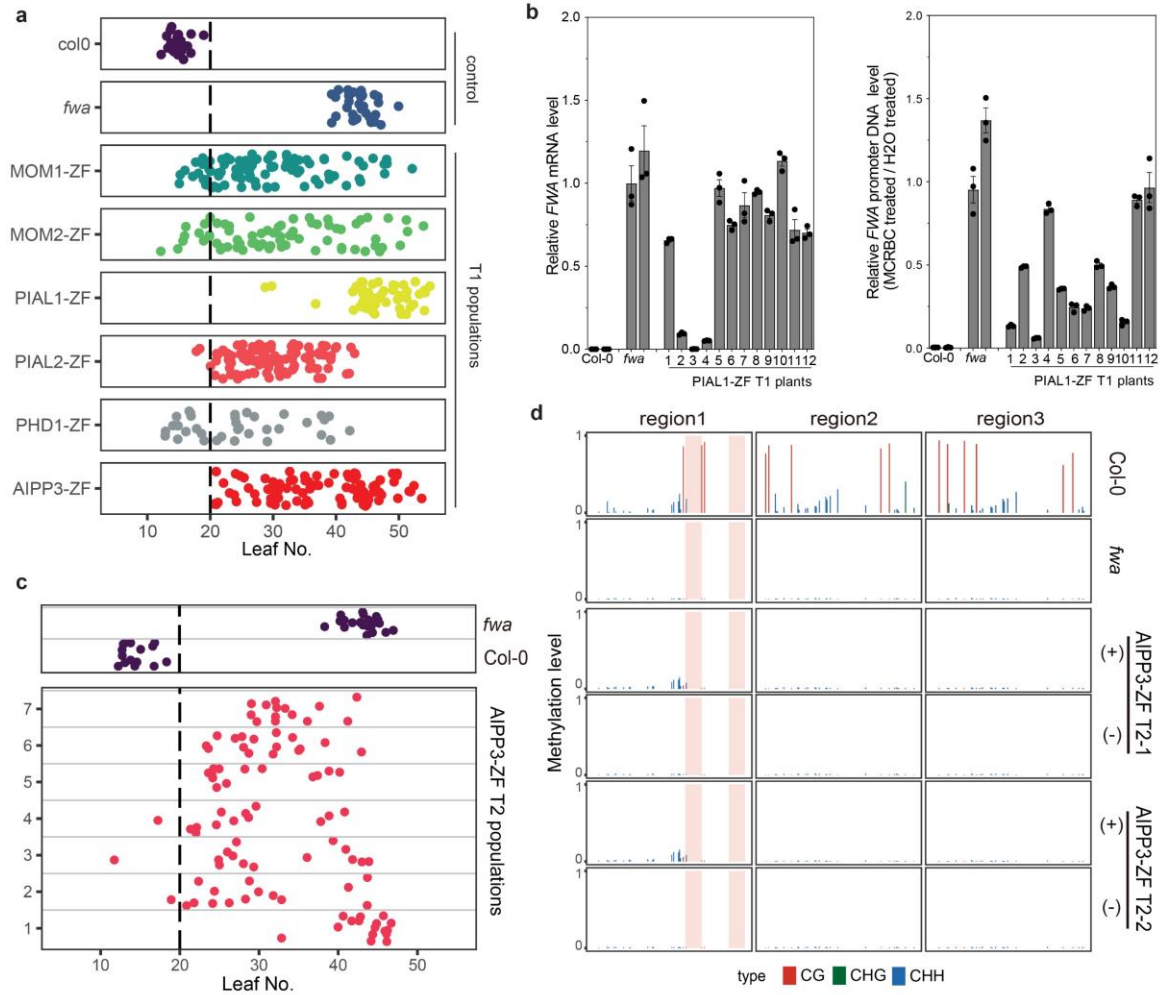

**Supplementary Figure 2. PIAL1-ZF and AIPP3-ZF silence *FWA* less efficiently than ZF tethering of other MOM1 complex components.** **a**, Flowering time of Col-0, *fwa*, and T1 populations of MOM1-ZF, MOM2-ZF, PIAL1-ZF, PIAL2-ZF and PHD1-ZF in the *fwa* background. **b**, left panel: qRT-PCR showing the relative mRNA level of *FWA* gene in PIAL1-ZF T1 plants in *fwa* background. Right panel: qPCR showing the relative *FWA* promoter DNA quantity after McrBC treatment in PIAL1-ZF T1 plants in *fwa* background. Bar plots and error bars indicate the mean and standard error of three technical replicates, respectively, with individual technical replicates shown as dots. **c**, Flowering time of *fwa*, Col-0, and representative T2 populations of AIPP3-ZF in *fwa* background. **d**, CG, CHG, and CHH DNA methylation levels over *FWA* promoter regions measured by BS-PCR-seq in Col-0, *fwa* and representative T2 plants of AIPP3-ZF with (+) or without (-) transgenes in the *fwa* background. Pink vertical boxes indicate ZF binding sites. For **a** and **c**, the numbers of independent plants (*n*) scored for each population and detailed statistics of flowering time comparison between different populations are listed in Supplementary Data 5. Source data are provided as a Source Data file.

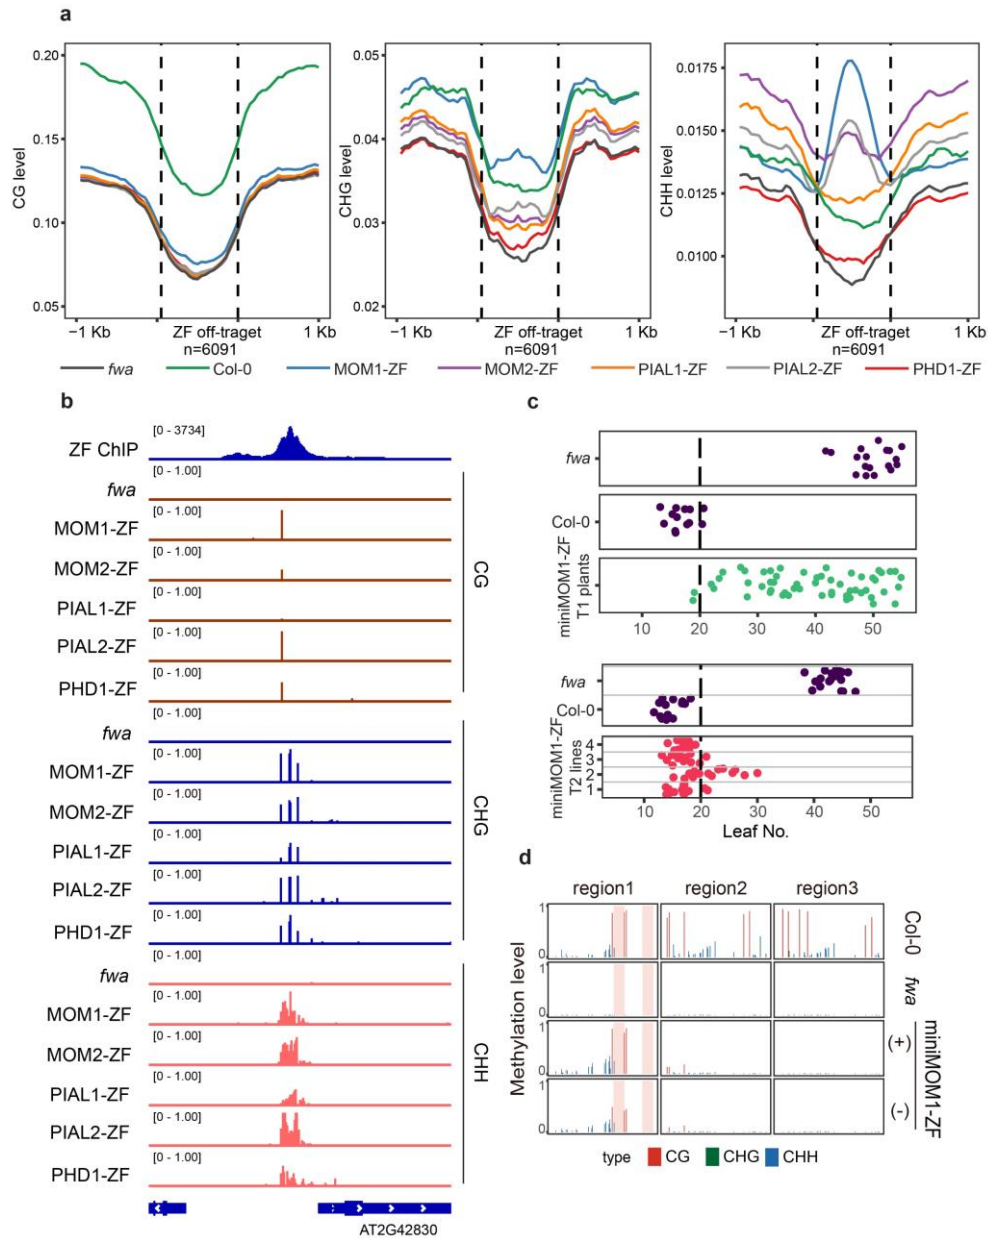

**Supplementary Figure 3. ZF tethering of MOM1 complex components and miniMOM1 leads to DNA methylation. a,** Metaplots showing DNA methylation levels of CG, CHG, and CHH contexts over ZF off-target sites in representative T2 plants of MOM1-ZF, MOM2-ZF, PIAL1-ZF, PIAL2-ZF and PHD1-ZF in the *fwa* background, the *fwa* control plants and the Col-0 plants (GSM2124018) measured by whole genome bisulfite sequencing (WGBS). **b,** Screenshots of Whole Genome Bisulfite Sequencing (WGBS) showing CG, CHG, and CHH DNA methylation level over a representative ZF off-target site in *fwa*, and representative T2 plants of MOM1-ZF, MOM2-ZF, PIAL1-ZF, PIAL2-ZF and PHD1-ZF in the *fwa* background. **c,** Flowering time of miniMOM1-ZF T1 plants in the *fwa* background (upper panel) and representative T2 lines (lower panel). The numbers of independent plants (*n*) scored for each population and detailed statistics of flowering time comparison between different populations are listed in Supplementary Data 5. **d,** CG, CHG, and CHH DNA methylation levels over *FWA* promoter regions measured by BS-PCR-seq in Col-0, *fwa*, and representative mini-MOM1-ZF T2 plants with (+) or without (-) miniMOM1-ZF transgenes in the *fwa* background. Pink vertical boxes indicated ZF binding sites. Source data are provided as a Source Data file.

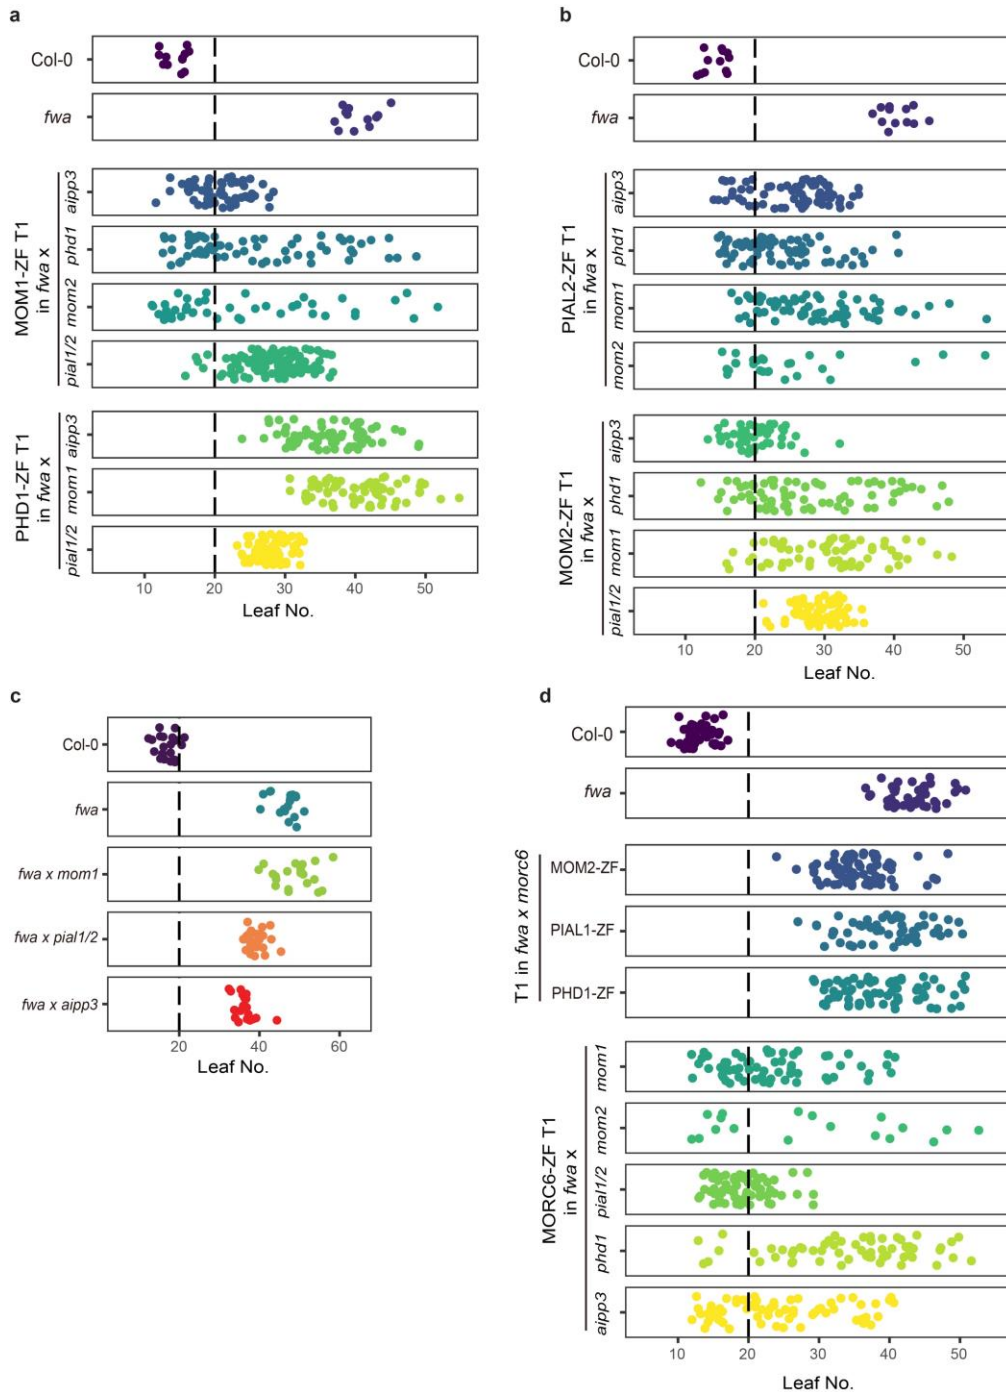

**Supplementary Figure 4. Analysis of ZF tethering of MOM1 complex components and MORC6 in mutant backgrounds.**

**a**, Flowering time of MOM1-ZF T1 plants in the backgrounds of *fwa* introgressed into *aipp3-1*, *phd1-2*, *mom2-1* and *pial1/2* mutants; Flowering time of PHD1-ZF T1 plants in the backgrounds of *fwa* introgressed into *aipp3-1*, *mom1-3* and *pial1/2* mutants. **b**, Flowering time of PIAL2-ZF T1 plants in the backgrounds of *fwa* introgressed into *aipp3-1*, *phd1-2*, *mom1-3* and *mom2-1*; Flowering time of MOM2-ZF T1 plants in the backgrounds of *fwa* introgressed into *aipp3-1*, *phd1-2*, *mom1-3* and *pial1/2*. **c**, Flowering time of *fwa* introgressed into *mom1-3*, *pial1/2* and *aipp3* plants, with Col-0 and *fwa* plants as controls. **d**, Flowering time of MOM2-ZF, PIAL1-ZF and PHD1-ZF T1 plants in the background of *fwa* introgressed into *morc6-3*; Flowering time of MORC6-ZF T1 plants in the backgrounds of *fwa* introgressed into *mom1-3*, *mom2-1*, *pial1/2*, *phd1-2* and *aipp3-1*. The numbers of independent plants (*n*) scored for each population and detailed statistics of flowering time comparison between different populations are listed in Supplementary Data 5. Source data are provided as a Source Data file.

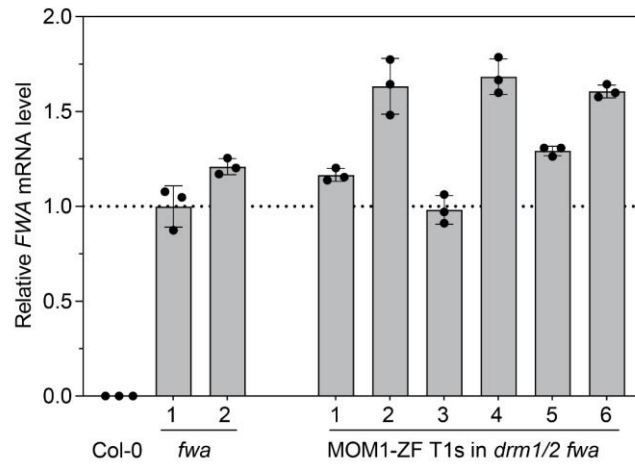

**Supplementary Figure 5. *FWA* expression level of MOM1-ZF T1 plants in *drml1/2 fwa* background.** Relative mRNA level of the *FWA* gene measured by qRT-PCR in the leaves of six MOM1-ZF T1 plants in *drml1/2 fwa* background which had earliest flowering time within the population (23-25 true leaves) is plotted. Bar plots and error bars indicate the mean and standard error of three technical replicates, respectively, with individual technical replicates shown as dots. Source data are provided as a Source Data file.

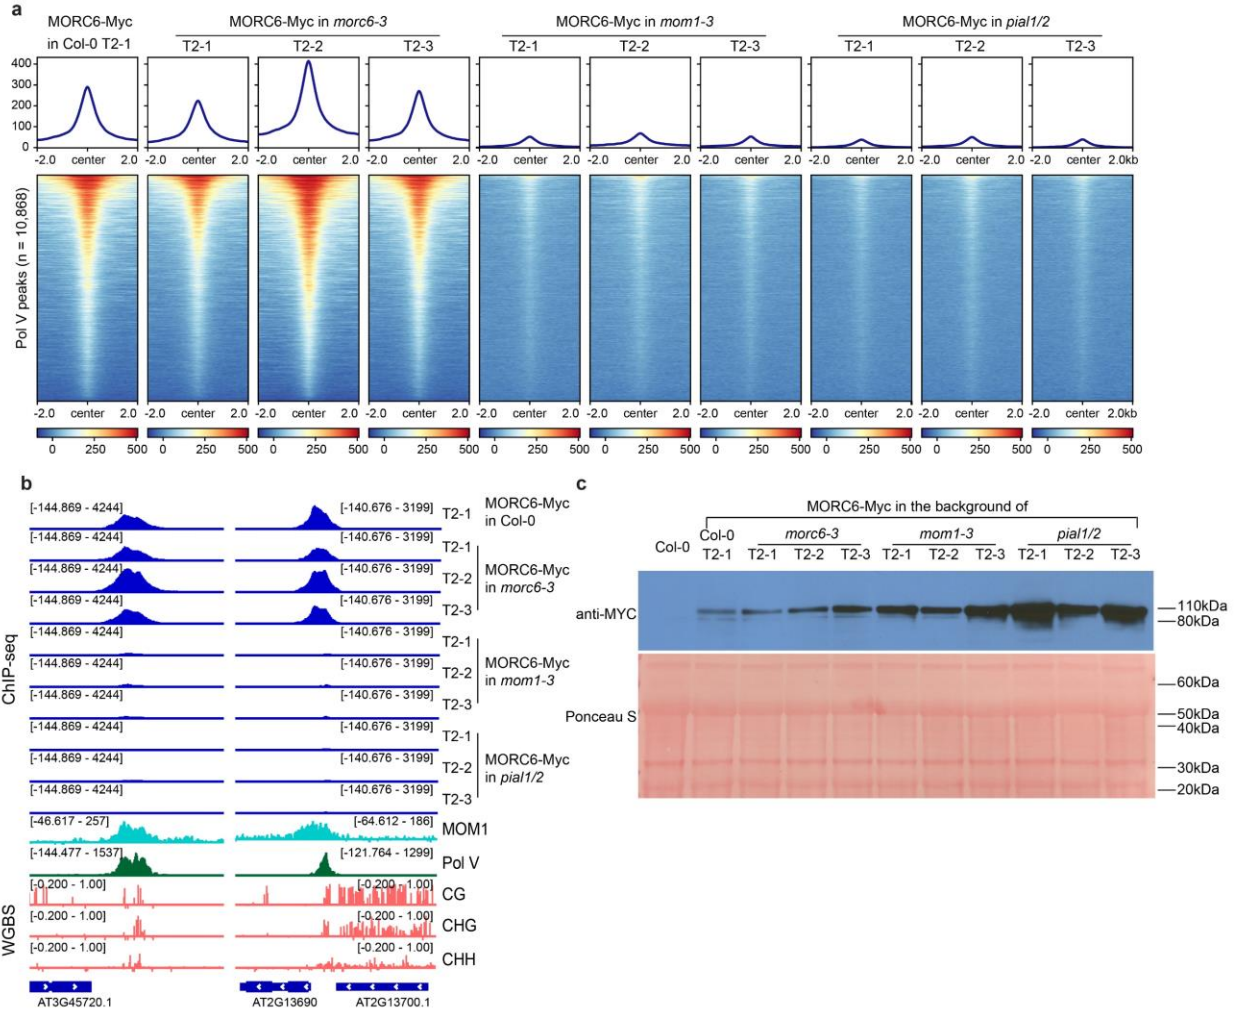

**Supplementary Figure 6. Comparison of MORC6 ChIP-seq signal in Col-0, *morc6-3*, *mom1-3* and *pial1/2* backgrounds. a,** Metaplots and heatmaps representing ChIP-seq signals of MORC6-Myc in the backgrounds of Col-0, *morc6-3* mutant, *mom1-3* mutant and *pial1/2* double mutant over Pol V peaks (n=10,868). ChIP-seq signal of control samples were subtracted for plotting. **b,** Screenshots of ChIP-seq signals of MORC6-Myc in the backgrounds of Col-0, *morc6-3* mutant, *mom1-3* mutant and *pial1/2* double mutant, as well as ChIP-seq signal of MOM1-Myc and Pol V, with control ChIP-seq signal subtracted, and CG, CHG, and CHH DNA methylation level by WGBS over representative RdDM sites. **c,** MORC6-Myc protein level of the transgenic lines used for ChIP-seq was compared by western blot. For each transgenic line, leaf discs of the same size were taken from eight hygromycin resistant T2 plants and were pooled for protein extraction. As loading control, Ponceau S staining of the same transferred membrane is shown. This experiment was repeated twice independently with similar results. Source data are provided as a Source Data file.

a

Comparison of flowering time as counted by leaf number of *FWA* transgene T1 plant populations in the following background:

| background      | Leaf No. Mean <sup>1</sup> | n   | Mean Difference <sup>2</sup> | Adjusted P Value | P value summary |
|-----------------|----------------------------|-----|------------------------------|------------------|-----------------|
| Col-0           | 15.91                      | 127 | 0                            | NA               | NA              |
| <i>nrpe1-11</i> | 33.81                      | 16  | -17.9                        | <0.0001          | ****            |
| <i>mom1-3</i>   | 27.55                      | 31  | -11.64                       | <0.0001          | ****            |
| <i>pial1/2</i>  | 31.98                      | 59  | -16.07                       | <0.0001          | ****            |
| <i>mom2-2</i>   | 18.36                      | 80  | -2.449                       | 0.1055           | ns              |
| <i>aipp3-1</i>  | 13.25                      | 104 | 2.663                        | 0.0358           | *               |
| <i>phd1-2</i>   | 16.85                      | 73  | -0.9359                      | 0.9289           | ns              |

<sup>1</sup> Leaf No. Mean = mean of (rosette + cauline leaf number)

<sup>2</sup> Mean difference = (mean leaf number in Col-0) - (mean leaf number in other background)

b

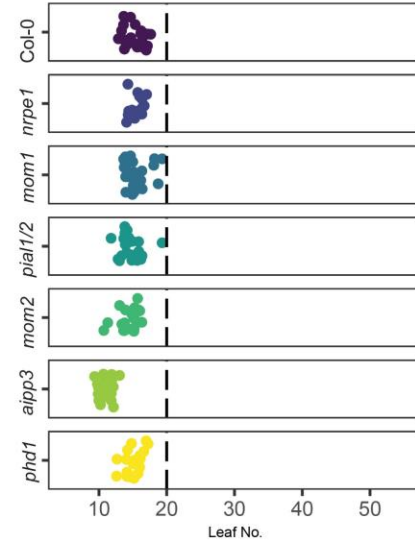

**Supplementary Figure 7. Flowering time of *FWA* transgene T1 plants in MOM1 complex component mutant backgrounds.** **a**, Comparison of the flowering time of T1 plant populations with *FWA* transgenes in the Col-0, *nrpe1-11* and MOM1 complex component mutant backgrounds. One-way ANOVA followed by Dunnett's multiple comparison tests were used for statistical analysis. Exact adjusted *P*-values for the following comparisons are: *nrpe1-11* vs Col-0, *P* = 0.00e+0; *mom1-3* vs Col-0, *P* = 7.84e-14; *pial1/2* vs Col-0, *P* = 0.00e+0. **b**, Flowering time of Col-0, *nrpe1-11*, *mom1-3*, *pial1/2*, *mom2-2*, *aipp3-1* and *phd1-2* plants. Source data are provided as a Source Data file.

controls over pooled hypo CG hcDMRs detected in *mom1-3* and *pial1/2* mutants. Right panel: Metaplots and heatmaps representing Pol V ChIP-seq signal with control ChIP-seq signal subtracted over the regions of hypo CG hcDMRs detected in *mom1-3* and *pial1/2* mutants. Close-by hypo hcDMRs (less than 500 bp apart) were merged for plotting to avoid duplicate representation of the same region. **d**, Pie chart showing the localization of hypo CG hcDMRs detected in *mom1-3* and *pial1/2* mutants (pooled) relative to genes. **e**, Percentage of hypo CHH, CHG, CG hcDMRs detected in *mom1-3* and *pial1/2* mutants located in pericentromeric region and in chromosome arms. **f**, Venn diagram showing the overlapping of hypo CG hcDMRs detected in *mom1-3* and *pial1/2* mutants. In box plots of **a**, **b** and **c**, center line represents the median; box limits represent the 25th and 75th percentiles; whiskers represent the minimum and the maximum. Source data are provided as a Source Data file.

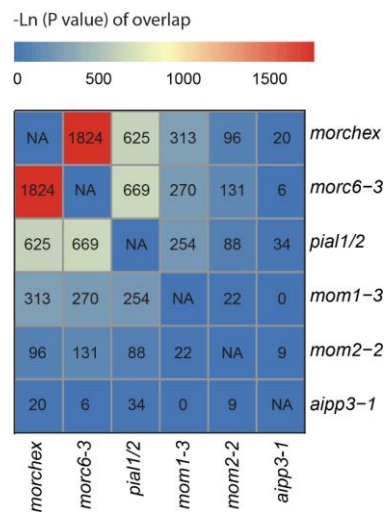

**Supplementary Figure 9. Statistical analysis of the overlapping of hypo CHH hcDMRs.** Heatmap of the negative natural log of *P*-value, as calculated by using the hypergeometric distribution by homer mergePeaks, for the overlapping of hypo CHH hcDMRs among *aipp3-1*, *mom2-2*, *mom1-3*, *pial1/2*, *morc6-3* and *morchex* mutants over *morchex* mutant hypo CHH hcDMRs (n=520). Source data are provided as a Source Data file.

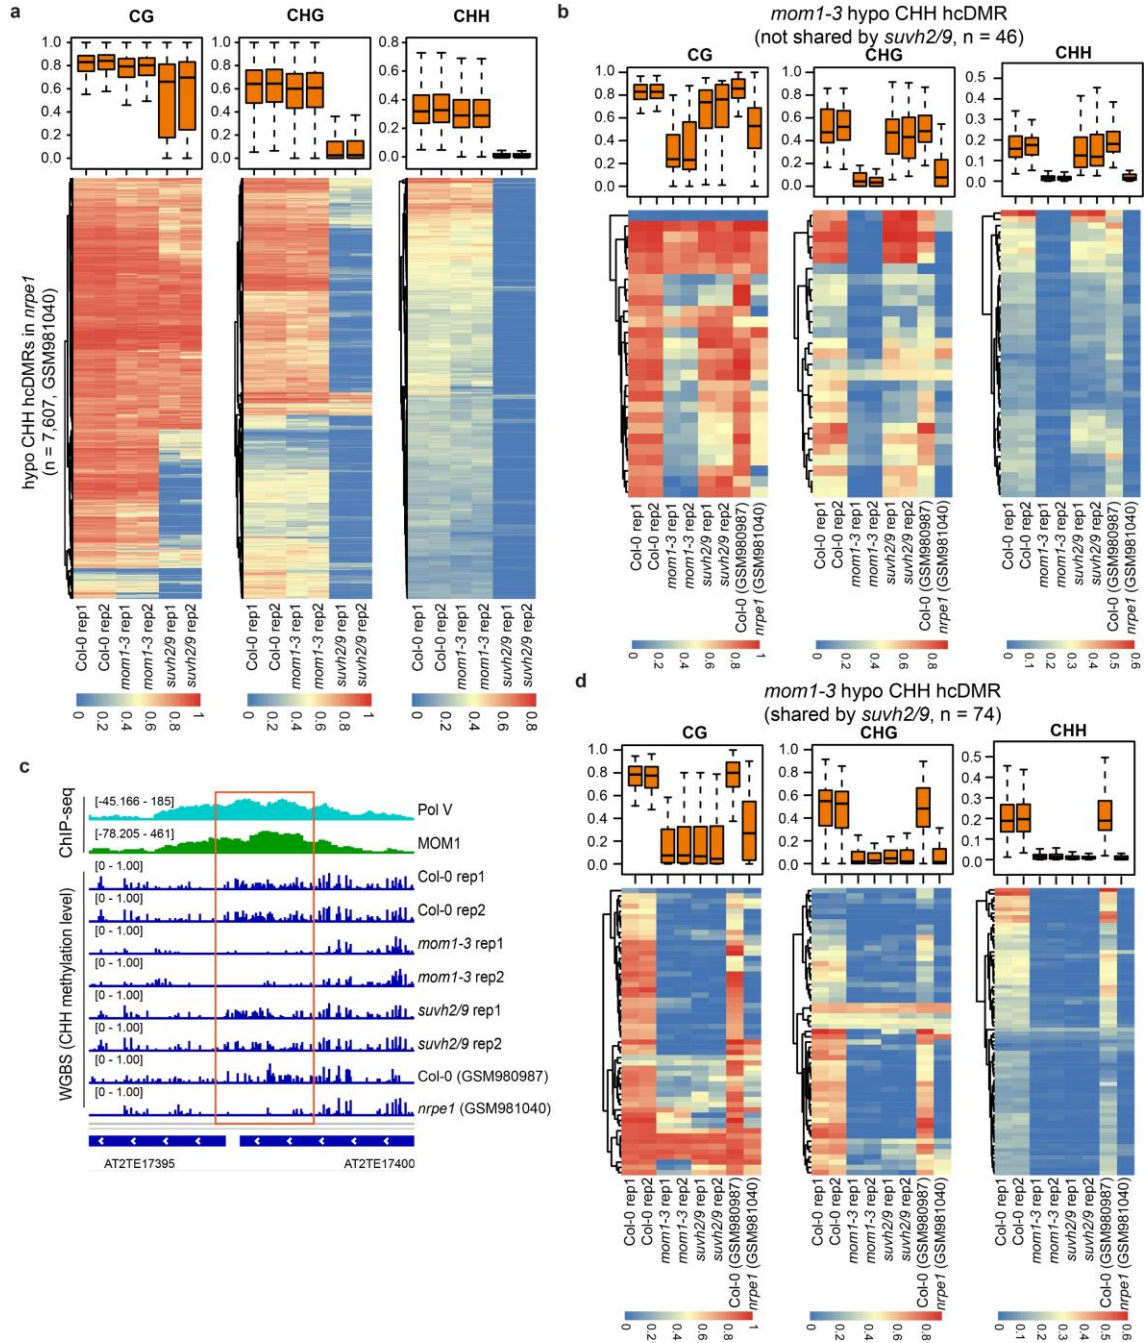

**Supplementary Figure 10. MOM1 can trigger RdDM without SUVH2/9 at a small number of endogenous sites. a,** Boxplots and heatmaps of DNA methylation level (in CG, CHG and CHH contexts) of *mom1-3*, *suvh2/9* mutants and Col-0 control over hypo CHH hCDMRs in *nrpe1* mutant (GSM981040). **b,** Boxplots and heatmaps of DNA methylation level (in CG, CHG and CHH contexts) of *mom1-3*, *suvh2/9*, *nrpe1* mutants and corresponding Col-0 controls over the hypo CHH hCDMRs which are detected in *mom1-3* mutant, but not in *suvh2/9* double mutant. **c,** Screenshots of Pol V and MOM1-Myc ChIP-seq signals with control ChIP-seq signal subtracted, as well as CHH DNA methylation level by WGBS of *mom1-3*, *suvh2/9*, *nrpe1* mutants and corresponding Col-0 controls over an example region as described in **b**. The orange rectangle indicates the region where CHH DNA methylation is dependent on MOM1 but not on SUVH2/9. **d,** Boxplots and heatmaps of DNA methylation level (in CG, CHG and CHH contexts) of *mom1-3*, *suvh2/9*, *nrpe1* mutants and corresponding Col-0 controls over the hypo CHH hCDMRs which are detected in both *mom1-3* and *suvh2/9* mutants. In box plots of **a**, **b** and **d**, center line represents the median; box limits represent the 25th and 75th percentiles; whiskers represent the minimum and the maximum. Source data are provided as a Source Data file.

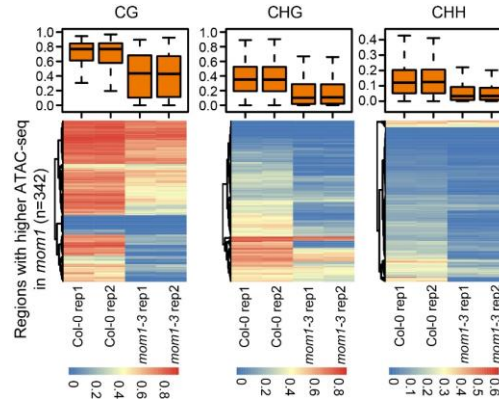

**Supplementary Figure 11. DNA methylation level is decreased over regions with higher ATAC-seq signal in *mom1-3*.** Boxplots and heatmaps of DNA methylation level (in CG, CHG and CHH contexts) in Col-0 and *mom1-3* mutant over the regions with higher ATAC-seq signal in *mom1-3* mutant. In box plots, center line represents the median; box limits represent the 25th and 75th percentiles; whiskers represent the minimum and the maximum. Source data are provided as a Source Data file.

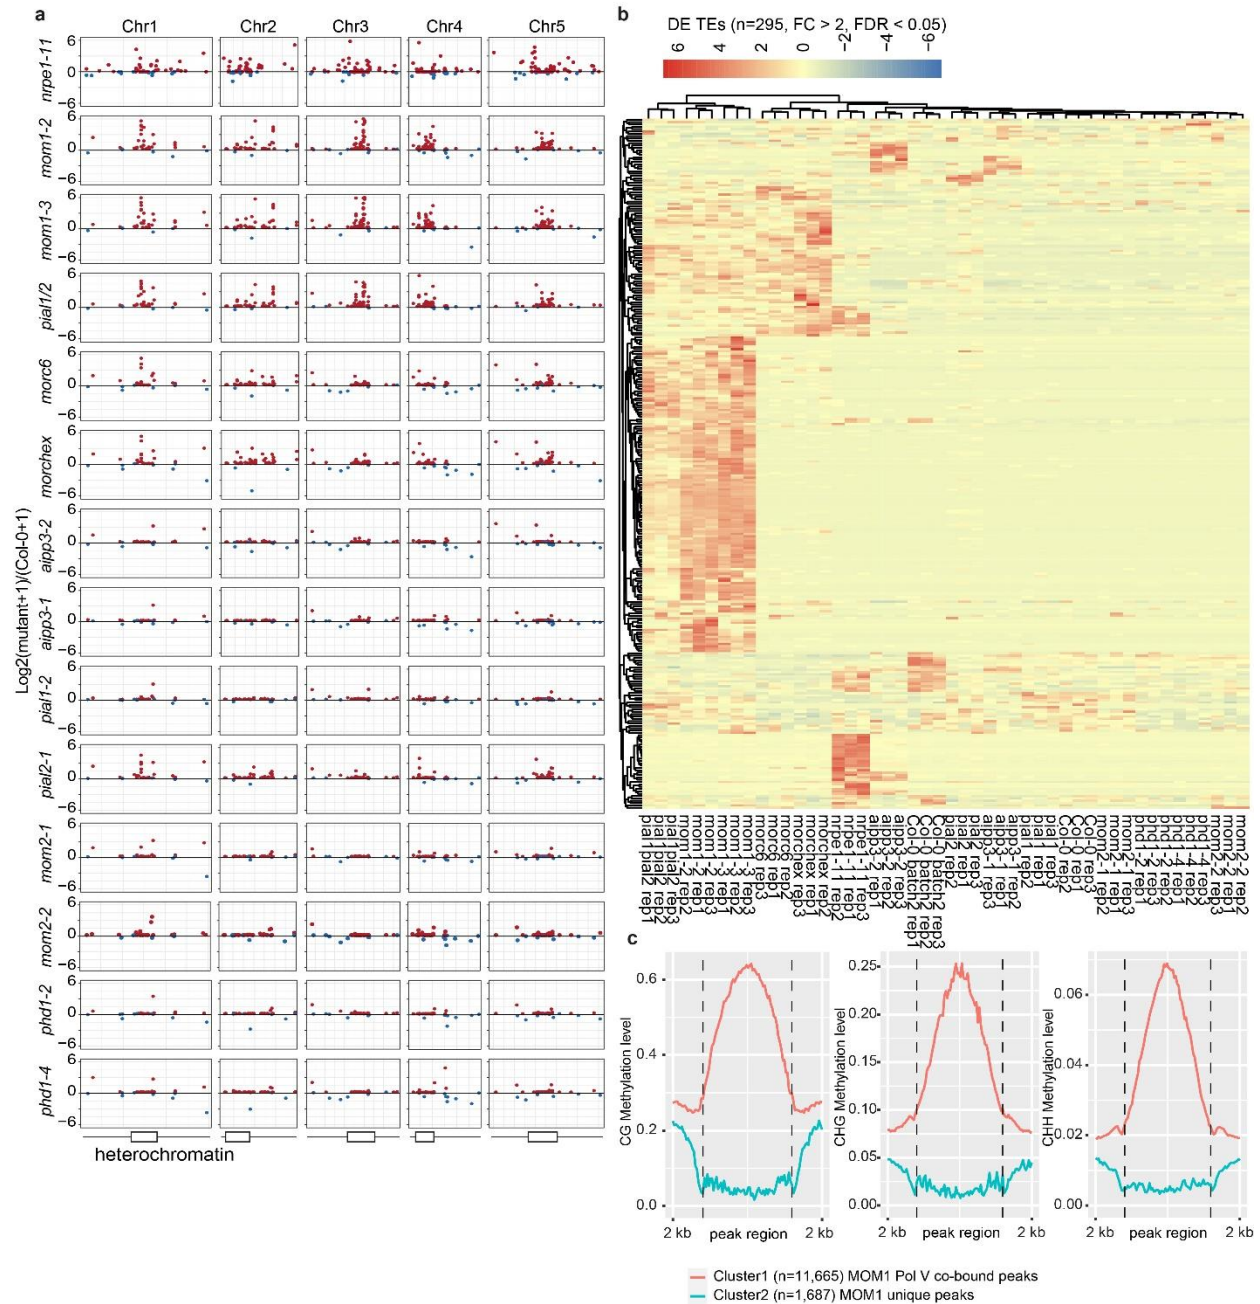

**Supplementary Figure 12. RNA-seq analysis of the mutants of MOM1 complex components.** **a**, Dotplots showing the differentially expressed TEs (compared to Col-0 control) over the five *Arabidopsis* chromosomes in the *nrpe1-11*, *mom1-2*, *mom1-3*, *pial1/2*, *morc6-3*, *morhex*, *aipp3-2*, *aipp3-1*, *pial1-2*, *pial2-1*, *mom2-1*, *mom2-2*, *phd1-2* and *phd1-4* mutant backgrounds. Red and blue dots indicate upregulated and down regulated TEs in mutants compared to Col-0 control, respectively. The positions of pericentromeric heterochromatin regions of each chromosome are annotated at the bottom of each plot. **b**, Heatmap showing the expression level of differentially expressed TEs (DE TEs, n=295) in three replicates of *mom1-2*, *mom1-3*, *pial1/2*, *morc6-3*, *morhex*, *aipp3-1*, *aipp3-2*, *pial1-2*, *pial2-1*, *mom2-1*, *mom2-2*, *phd1-2* and *phd1-4* mutant plants versus Col-0 plants. Expression level of these TEs in *nrpe1-11* mutant and corresponding Col-0 control plants are also plotted for comparison. **c**, Col-0 DNA methylation level (in CG, CHG and CHH contexts, data from GSM1375966) plotted over Cluster 1 and Cluster 2 ChIP-seq peaks of MOM1 and Pol V. Source data are provided as a Source Data file.

# Supplementary material for: The MOM1 complex recruits the RdDM machinery via MORC6 to establish de novo DNA methylation
**Source:** Nat Commun. 2023 Jul 12;14:4135. doi: 10.1038/s41467-023-39751-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: IP-MS data.

File Name: Supplementary Data 2

Description: MOM1 crosslinking IP-MS data.

File Name: Supplementary Data 3

Description: Hypo hcDMRs in the mutants of mom1 complex.

File Name: Supplementary Data 4

Description: Primers used in this study.

File Name: Supplementary Data 5

Description: Flowering time statistics.

# Supplementary material for: The MOM1 complex recruits the RdDM machinery via MORC6 to establish de novo DNA methylation
**Source:** Nat Commun. 2023 Jul 12;14:4135. doi: 10.1038/s41467-023-39751-4
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used for data collection.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Data analysis   | <p>For IP-MS data analysis, MS/MS database searching was performed using MaxQuant (1.6.10.43) against newest Arabidopsis thaliana proteome database from <a href="http://www.uniprot.org">http://www.uniprot.org</a>. Analysis of raw data was obtained from the LC-MS runs using MaxQuant with the integrated Andromeda peptide search engine using default setting with enabled LFQ normalization. Data sets were filtered at a 1% FDR at both the PSM and protein levels. The MaxQuant peptide intensity and MS/MS counts were used for all peptide quantitation. For Fig. 1c, fold of change of MS/MS counts and P value of MOM1-FLAG lines crosslinking IP-MS compared to crosslinking IP-MS of Col-0 control were calculated by LIMMA (3.52.4).</p> <p>For ChIP-seq analysis, raw reads were trimmed using trim_galore (<a href="https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/">https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/</a>) and aligned to the TAIR10 reference genome with bowtie2 (v2.4.2) allowing zero mismatch and reporting one valid alignment for each read. The Samtools (v1.15) were used to convert sam files to bam files, sort bam files and remove duplicate reads. Track files in bigWig format were generated using bamCoverage of deeptools (v3.5.1) with RPKM normalization. Peaks were called with MACS2 (v2.1.2) and peaks frequently identified in previous ChIP-seq of Col-0 plant with M2 antibody for FLAG epitope were removed from analysis. For unsupervised clustering of Pol V and MOM1 peaks (Fig. 6b), RPKM of Pol V, MOM1 and corresponding control ChIP-seqs over merged peaks of Pol V and MOM1 were calculated with custom scripts. Then, log2(PolV RPKM/control RPKM) and log2(MOM1 RPKM /control RPKM) were calculated and used for unsupervised clustering with the ConsensusClusterPlus R package (v1.60.0).</p> <p>For RNAseq data analysis, the raw reads were aligned to the TAIR10 reference genome with bowtie2. Rsem-calculate-expression (v1.3.1) from RSEM with default settings was used to calculate expression levels. DEGs and DE-TEs were calculated with run_DE_analysis.pl from Trinity version 2.8.5 and log2 FC ≥ 1 and FDR &lt; 0.05 were used as the cut off. RNA-seq track files in bigWig format were generated using</p> |

bamCoverage of deepools (v3.1.3) with RPKM normalization.

For WGBS data analysis, raw reads were aligned to both strands of the TAIR10 reference genome using BSMAP (v.2.74), allowing up to 2 mismatches and 1 best hit. Reads with more than 3 consecutive methylated CHH sites were removed, and the methylation level was calculated with the ratio of C/(C+T). For Fig. 2d, the methylation levels at 1kb flanking regions of ZF off target sites in MOM1-ZF, MOM2-ZF, PIAL1-ZF, PIAL2-ZF and PHD1-ZF were subtracted by the methylation level of fwa and plotted with R package pheatmap (v1.0.12). For Fig. 5a, the hcDMRs ( $p < 0.01$ , > 33 supported controls) of Col-0 wild type, aipp3-1, phd1-2, mom1-2, mom2-1, pial1 pial2, morc6, and morchex mutants were called using a previous method, which were then used to generate the heat map using R package pheatmap (1.0.12) [R. Kolde, Pheatmap: pretty heatmaps]. For Fig. 5b, Overlap Enrichment was calculated by using HOMER (v4.11.1) mergePeaks to identify overlapped CHH hcDMR regions and followed by normalization with genome size and over random shuffles.

For BS-PCR-seq analysis, raw reads were aligned to both strands of the TAIR10 reference genome with BSMAP (v.2.90) allowing up to 2 mismatches and 1 best hit. After quality filtering, the methylation level of cytosines was calculated as the ratio of C/(C+T), and customized R scripts were used to plot methylation data over the FWA region 1-3.

For ATAC-seq data analysis, raw reads were adaptor-trimmed with trim\_galore and mapped to the TAIR10 reference genome with Bowtie2 (v2.4.2) (-X 2000 -m 1). After removing duplicate reads and reads mapped to chloroplast and mitochondrial, ATAC-Seq open chromatin peaks of each replicate were called using MACS2 (v2.1.2) with parameters -p 0.01 --nomodel --shift -100 --extsize 200. Consensus peaks between replicates were identified with bedtools (version 2.26.0) intersect and differential accessible peaks were called with the R package edgeR (version 3.30.0). Merged bigwig file of the two replicates were used for heatmap and metaplot.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The high-throughput sequencing data generated in this study have been deposited in the National Center for Biotechnology information Gene Expression Omnibus database under accession code GSE221679 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221679>]. The mass spectrometry proteomics data generated in this study have been deposited in the ProteomeXchange Consortium via the PRIDE73 partner repository under accession code PXD039991 [<https://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PX039991>]. Source data are provided as a Source Data file. The TAIR10 reference genome used in this study are available at The Arabidopsis Information Resource website [[https://www.arabidopsis.org/download/index-auto.jsp%3Fdir%3D%252Fdownload\\_files%252FGenes%252FTAIR10\\_genome\\_release](https://www.arabidopsis.org/download/index-auto.jsp%3Fdir%3D%252Fdownload_files%252FGenes%252FTAIR10_genome_release)]. The Col-0 DNA methylation data used in this study for screenshots in Fig. 1b, Fig. 3c, Fig. 5e, Fig. 6e and Supplementary Fig. 6b are available in the National Center for Biotechnology information Gene Expression Omnibus database under accession code GSE124746 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE124746>]. The DNA methylation data of the nrpe1 mutant and corresponding Col-0 control plants used in this study for Supplementary Fig. 8a-c and Supplementary Fig. 10b-d are available in the National Center for Biotechnology information Gene Expression Omnibus database under accession code GSE39901 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE39901>]. The Col-0 DNA methylation data used in this study for Supplementary Fig. 12c are available in the National Center for Biotechnology information Gene Expression Omnibus database under accession code GSE54677 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE54677>]. The Col-0 DNA methylation data used in this study for Supplementary Fig. 3a are available in the National Center for Biotechnology information Gene Expression Omnibus database under accession code GSE80302 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE80302>].

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Our study doesn't involve human research participants.

Population characteristics

Our study doesn't involve human research participants.

Recruitment

Our study doesn't involve human research participants.

Ethics oversight

Our study doesn't involve human research participants.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculation was performed. The applied sample sized for RNA-seq, WGBS, ChIP-seq, BS-PCR, etc., were selected according to public standards in the field.                                                                                                                                                                                                                                                                                                                                 |
| Data exclusions | No data exclusion in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Replication     | Two replicates for ATAC-seq; Two or three replicates for ChIP-seq as indicated; Three replicates for RNA-seq; One or two replicates for WGBS as indicated; One replicate for BS-PCR-seq; Two or three replicate for IP-MS and crosslinking IP-MS as indicated; For IP-MS of MOM1-FLAG in aipp3, mom2 and aipp3mom2 mutant backgrounds, only one replicate was performed. Replicates were performed independently, with all attempts at replication successful and produced highly reproducible results. |
| Randomization   | For all experiments, treatment and control samples were grown side by side. For flowering time analysis, random young seedlings or stratified seeds were planted on soil with fixed distance.                                                                                                                                                                                                                                                                                                           |
| Blinding        | No blinding used because it was largely not relevant to our study. All data were collected based on the genotype of plants, while blinding the samples during the experiments will increase the risk of mislabeling and wrong results.                                                                                                                                                                                                                                                                  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibody for FLAG epitope (for ChIP-seq): M2 antibody, Sigma F1804, 10 ul per ChIP added at a final dilution of 1:400<br>Antibody for MYC epitope (for ChIP-seq): Cell Signaling, 71D10, 20 ul per ChIP added at a final dilution of 1:200<br>HRP conjugated antibody for FLAG epitope (for western blot): Sigma-Aldrich ANTI-FLAG M2-peroxidase A8592, 1:7500 dilution<br>HRP conjugated antibody for MYC epitope (for western blot): Santa Cruz Biotechnology Anti-Myc/c-Myc antibody 9E10 HRP (sc-40 HRP), 1:3000 dilution                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Validation      | Anti-FLAG M2 antibody Sigma F1804: <a href="https://www.sigmaaldrich.com/US/en/product/sigma/f1804">https://www.sigmaaldrich.com/US/en/product/sigma/f1804</a><br>Anti-MYC cell signaling 71D10 antibody: <a href="https://www.cellsignal.com/products/primary-antibodies/myc-tag-71d10-rabbit-mab/2278">https://www.cellsignal.com/products/primary-antibodies/myc-tag-71d10-rabbit-mab/2278</a><br>HRP conjugated antibody for FLAG epitope Sigma A8592: <a href="https://www.sigmaaldrich.com/US/en/product/sigma/a8592">https://www.sigmaaldrich.com/US/en/product/sigma/a8592</a><br>HRP conjugated antibody for MYC epitope Santa Cruz Biotechnology sc-40 HRP: <a href="https://www.scbt.com/p/c-myc-antibody-9e10?gclid=CjwKCAjwvJyBhApEiwAWz2nLQpNcYGsOfC7x6jRDD1GtD1Y8eousO7TM84Gg9FKaaHq8gTwQEtyhoCSMAQAvD_BwE">https://www.scbt.com/p/c-myc-antibody-9e10?gclid=CjwKCAjwvJyBhApEiwAWz2nLQpNcYGsOfC7x6jRDD1GtD1Y8eousO7TM84Gg9FKaaHq8gTwQEtyhoCSMAQAvD_BwE</a> |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                                                                                                       |
|--------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | All high-throughput sequencing data generated in this study are accessible at the National Center for Biotechnology information Gene Expression Omnibus via series accession GSE221679. (also weblink here <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221679">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221679</a> ). |
| Files in database submission                                       | ATACseq_WT_rep1.rmdup.bw<br>ATACseq_WT_rep1_R1.fastq.gz<br>ATACseq_WT_rep1_R2.fastq.gz<br>ATACseq_WT_rep2.rmdup.bw                                                                                                                                                                                                                                    |

ATACseq\_WT\_rep2\_R1.fastq.gz  
 ATACseq\_WT\_rep2\_R2.fastq.gz  
 ATACseq\_mom1\_3\_rep1.rmdup.bw  
 ATACseq\_mom1\_3\_rep1\_R1.fastq.gz  
 ATACseq\_mom1\_3\_rep1\_R2.fastq.gz  
 ATACseq\_mom1\_3\_rep2.rmdup.bw  
 ATACseq\_mom1\_3\_rep2\_R1.fastq.gz  
 ATACseq\_mom1\_3\_rep2\_R2.fastq.gz  
 BSPCR\_AIPP3\_ZF\_line1\_with\_transgene\_R1\_001.fastq.gz  
 BSPCR\_AIPP3\_ZF\_line1\_with\_transgene\_R2\_001.fastq.gz  
 BSPCR\_AIPP3\_ZF\_line1\_with\_transgene\_methratio\_type.txt  
 BSPCR\_AIPP3\_ZF\_line1\_withwout\_transgene\_R1\_001.fastq.gz  
 BSPCR\_AIPP3\_ZF\_line1\_withwout\_transgene\_R2\_001.fastq.gz  
 BSPCR\_AIPP3\_ZF\_line1\_withwout\_transgene\_methratio\_type.txt  
 BSPCR\_AIPP3\_ZF\_line2\_with\_transgene\_R1\_001.fastq.gz  
 BSPCR\_AIPP3\_ZF\_line2\_with\_transgene\_R2\_001.fastq.gz  
 BSPCR\_AIPP3\_ZF\_line2\_with\_transgene\_methratio\_type.txt  
 BSPCR\_AIPP3\_ZF\_line2\_withwout\_transgene\_R1\_001.fastq.gz  
 BSPCR\_AIPP3\_ZF\_line2\_withwout\_transgene\_R2\_001.fastq.gz  
 BSPCR\_AIPP3\_ZF\_line2\_withwout\_transgene\_methratio\_type.txt  
 BSPCR\_Col0\_control\_R1\_001.fastq.gz  
 BSPCR\_Col0\_control\_R2\_001.fastq.gz  
 BSPCR\_Col0\_control\_methratio\_type.txt  
 BSPCR\_MOM1\_ZF\_with\_transgene\_R1\_001.fastq.gz  
 BSPCR\_MOM1\_ZF\_with\_transgene\_R2\_001.fastq.gz  
 BSPCR\_MOM1\_ZF\_with\_transgene\_methratio\_type.txt  
 BSPCR\_MOM1\_ZF\_without\_transgene\_R1\_001.fastq.gz  
 BSPCR\_MOM1\_ZF\_without\_transgene\_R2\_001.fastq.gz  
 BSPCR\_MOM1\_ZF\_without\_transgene\_methratio\_type.txt  
 BSPCR\_MOM2\_ZF\_with\_transgene\_R1\_001.fastq.gz  
 BSPCR\_MOM2\_ZF\_with\_transgene\_R2\_001.fastq.gz  
 BSPCR\_MOM2\_ZF\_with\_transgene\_methratio\_type.txt  
 BSPCR\_MOM2\_ZF\_without\_transgene\_R1\_001.fastq.gz  
 BSPCR\_MOM2\_ZF\_without\_transgene\_R2\_001.fastq.gz  
 BSPCR\_MOM2\_ZF\_without\_transgene\_methratio\_type.txt  
 BSPCR\_PHD1\_ZF\_with\_transgene.fastq.gz  
 BSPCR\_PHD1\_ZF\_with\_transgene\_methratio\_type.txt  
 BSPCR\_PHD1\_ZF\_without\_transgene.fastq.gz  
 BSPCR\_PHD1\_ZF\_without\_transgene\_methratio\_type.txt  
 BSPCR\_PIAL1\_ZF\_with\_transgene\_R1\_001.fastq.gz  
 BSPCR\_PIAL1\_ZF\_with\_transgene\_R2\_001.fastq.gz  
 BSPCR\_PIAL1\_ZF\_with\_transgene\_methratio\_type.txt  
 BSPCR\_PIAL1\_ZF\_without\_transgene\_R1\_001.fastq.gz  
 BSPCR\_PIAL1\_ZF\_without\_transgene\_R2\_001.fastq.gz  
 BSPCR\_PIAL1\_ZF\_without\_transgene\_methratio\_type.txt  
 BSPCR\_PIAL2\_ZF\_with\_transgene\_R1\_001.fastq.gz  
 BSPCR\_PIAL2\_ZF\_with\_transgene\_R2\_001.fastq.gz  
 BSPCR\_PIAL2\_ZF\_with\_transgene\_methratio\_type.txt  
 BSPCR\_PIAL2\_ZF\_without\_transgene\_R1\_001.fastq.gz  
 BSPCR\_PIAL2\_ZF\_without\_transgene\_R2\_001.fastq.gz  
 BSPCR\_PIAL2\_ZF\_without\_transgene\_methratio\_type.txt  
 BSPCR\_fwa\_control\_R1\_001.fastq.gz  
 BSPCR\_fwa\_control\_R2\_001.fastq.gz  
 BSPCR\_fwa\_control\_methratio\_type.txt  
 BSPCR\_miniMOM1\_ZF\_with\_transgene\_R1\_001.fastq.gz  
 BSPCR\_miniMOM1\_ZF\_with\_transgene\_R2\_001.fastq.gz  
 BSPCR\_miniMOM1\_ZF\_with\_transgene\_methratio\_type.txt  
 BSPCR\_miniMOM1\_ZF\_without\_transgene\_R1\_001.fastq.gz  
 BSPCR\_miniMOM1\_ZF\_without\_transgene\_R2\_001.fastq.gz  
 BSPCR\_miniMOM1\_ZF\_without\_transgene\_methratio\_type.txt  
 ChIP\_AIPP3flag\_rep1.bw  
 ChIP\_AIPP3flag\_rep1.fastq.gz  
 ChIP\_AIPP3flag\_rep1.narrowPeak  
 ChIP\_AIPP3flag\_rep2.bw  
 ChIP\_AIPP3flag\_rep2.fastq.gz  
 ChIP\_AIPP3flag\_rep2.narrowPeak  
 ChIP\_MOM1myc.bw  
 ChIP\_MOM1myc.narrowPeak  
 ChIP\_MOM1myc\_R1\_001.fastq.gz

ChIP\_MOM1myc\_R2\_001.fastq.gz  
 ChIP\_MOM1myc\_rep2.bw  
 ChIP\_MOM1myc\_rep2.narrowPeak  
 ChIP\_MOM1myc\_rep2\_R1\_001.fastq.gz  
 ChIP\_MOM1myc\_rep2\_R2\_001.fastq.gz  
 ChIP\_MORC6myc.bw  
 ChIP\_MORC6myc.narrowPeak  
 ChIP\_MORC6myc\_R1\_001.fastq.gz  
 ChIP\_MORC6myc\_R2\_001.fastq.gz  
 ChIP\_MORC6myc\_rep2.bw  
 ChIP\_MORC6myc\_rep2.narrowPeak  
 ChIP\_MORC6myc\_rep2\_R1\_001.fastq.gz  
 ChIP\_MORC6myc\_rep2\_R2\_001.fastq.gz  
 ChIP\_PHD1flag.bw  
 ChIP\_PHD1flag.narrowPeak  
 ChIP\_PHD1flag\_R1\_001.fastq.gz  
 ChIP\_PHD1flag\_R2\_001.fastq.gz  
 ChIP\_PHD1flag\_rep2.bw  
 ChIP\_PHD1flag\_rep2.fastq.gz  
 ChIP\_PHD1flag\_rep2.narrowPeak  
 ChIP\_PHD3\_rep2\_myc\_tag.bw  
 ChIP\_PHD3\_rep2\_myc\_tag.narrowPeak  
 ChIP\_PHD3\_rep2\_myc\_tag\_R1\_001.fastq.gz  
 ChIP\_PHD3\_rep2\_myc\_tag\_R2\_001.fastq.gz  
 ChIP\_PHD3flag.bw  
 ChIP\_PHD3flag.fastq.gz  
 ChIP\_PHD3flag.narrowPeak  
 ChIP\_PIAL2myc.bw  
 ChIP\_PIAL2myc.narrowPeak  
 ChIP\_PIAL2myc\_R1\_001.fastq.gz  
 ChIP\_PIAL2myc\_R2\_001.fastq.gz  
 ChIP\_PIAL2myc\_rep2.bw  
 ChIP\_PIAL2myc\_rep2.narrowPeak  
 ChIP\_PIAL2myc\_rep2\_R1\_001.fastq.gz  
 ChIP\_PIAL2myc\_rep2\_R2\_001.fastq.gz  
 ChIP\_WT\_control\_forAIPP3flagrep1.bw  
 ChIP\_WT\_control\_forAIPP3flagrep1.fastq.gz  
 ChIP\_WT\_control\_forAIPP3flagrep2.bw  
 ChIP\_WT\_control\_forAIPP3flagrep2.fastq.gz  
 ChIP\_WT\_control\_forMOM1myc.bw  
 ChIP\_WT\_control\_forMOM1myc\_R1\_001.fastq.gz  
 ChIP\_WT\_control\_forMOM1myc\_R2\_001.fastq.gz  
 ChIP\_WT\_control\_forMOM1mycrep2.bw  
 ChIP\_WT\_control\_forMOM1mycrep2\_R1\_001.fastq.gz  
 ChIP\_WT\_control\_forMOM1mycrep2\_R2\_001.fastq.gz  
 ChIP\_WT\_control\_forMORC6myc.bw  
 ChIP\_WT\_control\_forMORC6myc\_R1\_001.fastq.gz  
 ChIP\_WT\_control\_forMORC6myc\_R2\_001.fastq.gz  
 ChIP\_WT\_control\_forMORC6mycrep2.bw  
 ChIP\_WT\_control\_forMORC6mycrep2\_R1\_001.fastq.gz  
 ChIP\_WT\_control\_forMORC6mycrep2\_R2\_001.fastq.gz  
 ChIP\_WT\_control\_forPHD1flag.bw  
 ChIP\_WT\_control\_forPHD1flag\_R1\_001.fastq.gz  
 ChIP\_WT\_control\_forPHD1flag\_R2\_001.fastq.gz  
 ChIP\_WT\_control\_forPHD1flagrep2.bw  
 ChIP\_WT\_control\_forPHD1flagrep2.fastq.gz  
 ChIP\_WT\_control\_forPHD3flag.bw  
 ChIP\_WT\_control\_forPHD3flag.fastq.gz  
 ChIP\_WT\_control\_forPHD3rep2myctag.bw  
 ChIP\_WT\_control\_forPHD3rep2myctag\_R1\_001.fastq.gz  
 ChIP\_WT\_control\_forPHD3rep2myctag\_R2\_001.fastq.gz  
 ChIP\_WT\_control\_forPIAL2myc.bw  
 ChIP\_WT\_control\_forPIAL2myc\_R1\_001.fastq.gz  
 ChIP\_WT\_control\_forPIAL2myc\_R2\_001.fastq.gz  
 ChIP\_WT\_control\_forPIAL2mycrep2.bw  
 ChIP\_WT\_control\_forPIAL2mycrep2\_R1\_001.fastq.gz  
 ChIP\_WT\_control\_forPIAL2mycrep2\_R2\_001.fastq.gz  
 ChIP\_Col0rep1\_forMORC6ChIPcompare.bw  
 ChIP\_Col0rep1\_forMORC6ChIPcompare\_R1.fastq.gz

ChIP\_Col0rep1\_forMORC6ChIPcompare\_R2.fastq.gz  
 ChIP\_Col0rep2\_forMORC6ChIPcompare.bw  
 ChIP\_Col0rep2\_forMORC6ChIPcompare\_R1.fastq.gz  
 ChIP\_Col0rep2\_forMORC6ChIPcompare\_R2.fastq.gz  
 ChIP\_Col0MORC6Myc\_T2\_1.bw  
 ChIP\_Col0MORC6Myc\_T2\_1\_R1\_001.fastq.gz  
 ChIP\_Col0MORC6Myc\_T2\_1\_R2\_001.fastq.gz  
 ChIP\_Col0MORC6Myc\_T2\_1\_peaks.narrowPeak  
 ChIP\_Col0MORC6Myc\_T2\_2.bw  
 ChIP\_Col0MORC6Myc\_T2\_2\_R1\_001.fastq.gz  
 ChIP\_Col0MORC6Myc\_T2\_2\_R2\_001.fastq.gz  
 ChIP\_Col0MORC6Myc\_T2\_2\_peaks.narrowPeak  
 ChIP\_mom13MORC6Myc\_T2\_1.bw  
 ChIP\_mom13MORC6Myc\_T2\_1\_R1\_001.fastq.gz  
 ChIP\_mom13MORC6Myc\_T2\_1\_R2\_001.fastq.gz  
 ChIP\_mom13MORC6Myc\_T2\_1\_peaks.narrowPeak  
 ChIP\_mom13MORC6Myc\_T2\_2.bw  
 ChIP\_mom13MORC6Myc\_T2\_2\_R1.fastq.gz  
 ChIP\_mom13MORC6Myc\_T2\_2\_R2.fastq.gz  
 ChIP\_mom13MORC6Myc\_T2\_2\_peaks.narrowPeak  
 ChIP\_mom13MORC6Myc\_T2\_3.bw  
 ChIP\_mom13MORC6Myc\_T2\_3\_R1.fastq.gz  
 ChIP\_mom13MORC6Myc\_T2\_3\_R2.fastq.gz  
 ChIP\_mom13MORC6Myc\_T2\_3\_peaks.narrowPeak  
 ChIP\_morc6MORC6Myc\_T2\_1.bw  
 ChIP\_morc6MORC6Myc\_T2\_1\_R1.fastq.gz  
 ChIP\_morc6MORC6Myc\_T2\_1\_R2.fastq.gz  
 ChIP\_morc6MORC6Myc\_T2\_1\_peaks.narrowPeak  
 ChIP\_morc6MORC6Myc\_T2\_2.bw  
 ChIP\_morc6MORC6Myc\_T2\_2\_R1\_001.fastq.gz  
 ChIP\_morc6MORC6Myc\_T2\_2\_R2\_001.fastq.gz  
 ChIP\_morc6MORC6Myc\_T2\_2\_peaks.narrowPeak  
 ChIP\_morc6MORC6Myc\_T2\_3.bw  
 ChIP\_morc6MORC6Myc\_T2\_3\_R1.fastq.gz  
 ChIP\_morc6MORC6Myc\_T2\_3\_R2.fastq.gz  
 ChIP\_morc6MORC6Myc\_T2\_3\_peaks.narrowPeak  
 ChIP\_pial1pial2MORC6Myc\_T2\_1.bw  
 ChIP\_pial1pial2MORC6Myc\_T2\_1\_R1\_001.fastq.gz  
 ChIP\_pial1pial2MORC6Myc\_T2\_1\_R2\_001.fastq.gz  
 ChIP\_pial1pial2MORC6Myc\_T2\_1\_peaks.narrowPeak  
 ChIP\_pial1pial2MORC6Myc\_T2\_2.bw  
 ChIP\_pial1pial2MORC6Myc\_T2\_2\_R1\_001.fastq.gz  
 ChIP\_pial1pial2MORC6Myc\_T2\_2\_R2\_001.fastq.gz  
 ChIP\_pial1pial2MORC6Myc\_T2\_2\_peaks.narrowPeak  
 ChIP\_pial1pial2MORC6Myc\_T2\_3.bw  
 ChIP\_pial1pial2MORC6Myc\_T2\_3\_R1\_001.fastq.gz  
 ChIP\_pial1pial2MORC6Myc\_T2\_3\_R2\_001.fastq.gz  
 ChIP\_pial1pial2MORC6Myc\_T2\_3\_peaks.narrowPeak  
 RNAseq\_WT\_control\_fornrpe1\_rep1.genes.results  
 RNAseq\_WT\_control\_fornrpe1\_rep1\_R1\_001.fastq.gz  
 RNAseq\_WT\_control\_fornrpe1\_rep1\_R2\_001.fastq.gz  
 RNAseq\_WT\_control\_fornrpe1\_rep2.genes.results  
 RNAseq\_WT\_control\_fornrpe1\_rep2\_R1\_001.fastq.gz  
 RNAseq\_WT\_control\_fornrpe1\_rep2\_R2\_001.fastq.gz  
 RNAseq\_WT\_control\_fornrpe1\_rep3.genes.results  
 RNAseq\_WT\_control\_fornrpe1\_rep3\_R1\_001.fastq.gz  
 RNAseq\_WT\_control\_fornrpe1\_rep3\_R2\_001.fastq.gz  
 RNAseq\_WT\_control\_rep1.genes.results  
 RNAseq\_WT\_control\_rep1\_R1\_001.fastq.gz  
 RNAseq\_WT\_control\_rep1\_R2\_001.fastq.gz  
 RNAseq\_WT\_control\_rep2.genes.results  
 RNAseq\_WT\_control\_rep2\_R1\_001.fastq.gz  
 RNAseq\_WT\_control\_rep2\_R2\_001.fastq.gz  
 RNAseq\_WT\_control\_rep3.genes.results  
 RNAseq\_WT\_control\_rep3\_R1\_001.fastq.gz  
 RNAseq\_WT\_control\_rep3\_R2\_001.fastq.gz  
 RNAseq\_aipp3\_1\_rep1.genes.results  
 RNAseq\_aipp3\_1\_rep1\_R1\_001.fastq.gz  
 RNAseq\_aipp3\_1\_rep1\_R2\_001.fastq.gz

RNAseq\_aipp3\_1\_rep2.genes.results  
 RNAseq\_aipp3\_1\_rep2\_R1\_001.fastq.gz  
 RNAseq\_aipp3\_1\_rep2\_R2\_001.fastq.gz  
 RNAseq\_aipp3\_1\_rep3.genes.results  
 RNAseq\_aipp3\_1\_rep3\_R1\_001.fastq.gz  
 RNAseq\_aipp3\_1\_rep3\_R2\_001.fastq.gz  
 RNAseq\_aipp3\_2\_rep1.genes.results  
 RNAseq\_aipp3\_2\_rep1\_R1\_001.fastq.gz  
 RNAseq\_aipp3\_2\_rep1\_R2\_001.fastq.gz  
 RNAseq\_aipp3\_2\_rep2.genes.results  
 RNAseq\_aipp3\_2\_rep2\_R1\_001.fastq.gz  
 RNAseq\_aipp3\_2\_rep2\_R2\_001.fastq.gz  
 RNAseq\_aipp3\_2\_rep3.genes.results  
 RNAseq\_aipp3\_2\_rep3\_R1\_001.fastq.gz  
 RNAseq\_aipp3\_2\_rep3\_R2\_001.fastq.gz  
 RNAseq\_mom1\_2\_rep1.genes.results  
 RNAseq\_mom1\_2\_rep1\_R1\_001.fastq.gz  
 RNAseq\_mom1\_2\_rep1\_R2\_001.fastq.gz  
 RNAseq\_mom1\_2\_rep2.genes.results  
 RNAseq\_mom1\_2\_rep2\_R1\_001.fastq.gz  
 RNAseq\_mom1\_2\_rep2\_R2\_001.fastq.gz  
 RNAseq\_mom1\_2\_rep3.genes.results  
 RNAseq\_mom1\_2\_rep3\_R1\_001.fastq.gz  
 RNAseq\_mom1\_2\_rep3\_R2\_001.fastq.gz  
 RNAseq\_mom1\_3\_rep1.genes.results  
 RNAseq\_mom1\_3\_rep1\_R1\_001.fastq.gz  
 RNAseq\_mom1\_3\_rep1\_R2\_001.fastq.gz  
 RNAseq\_mom1\_3\_rep2.genes.results  
 RNAseq\_mom1\_3\_rep2\_R1\_001.fastq.gz  
 RNAseq\_mom1\_3\_rep2\_R2\_001.fastq.gz  
 RNAseq\_mom1\_3\_rep3.genes.results  
 RNAseq\_mom1\_3\_rep3\_R1\_001.fastq.gz  
 RNAseq\_mom1\_3\_rep3\_R2\_001.fastq.gz  
 RNAseq\_mom2\_1\_rep1.genes.results  
 RNAseq\_mom2\_1\_rep1\_R1\_001.fastq.gz  
 RNAseq\_mom2\_1\_rep1\_R2\_001.fastq.gz  
 RNAseq\_mom2\_1\_rep2.genes.results  
 RNAseq\_mom2\_1\_rep2\_R1\_001.fastq.gz  
 RNAseq\_mom2\_1\_rep2\_R2\_001.fastq.gz  
 RNAseq\_mom2\_1\_rep3.genes.results  
 RNAseq\_mom2\_1\_rep3\_R1\_001.fastq.gz  
 RNAseq\_mom2\_1\_rep3\_R2\_001.fastq.gz  
 RNAseq\_mom2\_2\_rep1.genes.results  
 RNAseq\_mom2\_2\_rep1\_R1\_001.fastq.gz  
 RNAseq\_mom2\_2\_rep1\_R2\_001.fastq.gz  
 RNAseq\_mom2\_2\_rep2.genes.results  
 RNAseq\_mom2\_2\_rep2\_R1\_001.fastq.gz  
 RNAseq\_mom2\_2\_rep2\_R2\_001.fastq.gz  
 RNAseq\_mom2\_2\_rep3.genes.results  
 RNAseq\_mom2\_2\_rep3\_R1\_001.fastq.gz  
 RNAseq\_mom2\_2\_rep3\_R2\_001.fastq.gz  
 RNAseq\_morc6\_3\_rep1.genes.results  
 RNAseq\_morc6\_3\_rep1\_R1\_001.fastq.gz  
 RNAseq\_morc6\_3\_rep1\_R2\_001.fastq.gz  
 RNAseq\_morc6\_3\_rep2.genes.results  
 RNAseq\_morc6\_3\_rep2\_R1\_001.fastq.gz  
 RNAseq\_morc6\_3\_rep2\_R2\_001.fastq.gz  
 RNAseq\_morc6\_3\_rep3.genes.results  
 RNAseq\_morc6\_3\_rep3\_R1\_001.fastq.gz  
 RNAseq\_morc6\_3\_rep3\_R2\_001.fastq.gz  
 RNAseq\_morchex\_rep1.genes.results  
 RNAseq\_morchex\_rep1\_R1\_001.fastq.gz  
 RNAseq\_morchex\_rep1\_R2\_001.fastq.gz  
 RNAseq\_morchex\_rep2.genes.results  
 RNAseq\_morchex\_rep2\_R1\_001.fastq.gz  
 RNAseq\_morchex\_rep2\_R2\_001.fastq.gz  
 RNAseq\_morchex\_rep3.genes.results  
 RNAseq\_morchex\_rep3\_R1\_001.fastq.gz  
 RNAseq\_morchex\_rep3\_R2\_001.fastq.gz

RNAseq\_nrpe1\_11\_rep1.genes.results  
RNAseq\_nrpe1\_11\_rep1\_R1\_001.fastq.gz  
RNAseq\_nrpe1\_11\_rep1\_R2\_001.fastq.gz  
RNAseq\_nrpe1\_11\_rep2.genes.results  
RNAseq\_nrpe1\_11\_rep2\_R1\_001.fastq.gz  
RNAseq\_nrpe1\_11\_rep2\_R2\_001.fastq.gz  
RNAseq\_nrpe1\_11\_rep3.genes.results  
RNAseq\_nrpe1\_11\_rep3\_R1\_001.fastq.gz  
RNAseq\_nrpe1\_11\_rep3\_R2\_001.fastq.gz  
RNAseq\_phd1\_2\_rep1.genes.results  
RNAseq\_phd1\_2\_rep1\_R1\_001.fastq.gz  
RNAseq\_phd1\_2\_rep1\_R2\_001.fastq.gz  
RNAseq\_phd1\_2\_rep2.genes.results  
RNAseq\_phd1\_2\_rep2\_R1\_001.fastq.gz  
RNAseq\_phd1\_2\_rep2\_R2\_001.fastq.gz  
RNAseq\_phd1\_2\_rep3.genes.results  
RNAseq\_phd1\_2\_rep3\_R1\_001.fastq.gz  
RNAseq\_phd1\_2\_rep3\_R2\_001.fastq.gz  
RNAseq\_phd1\_4\_rep1.genes.results  
RNAseq\_phd1\_4\_rep1\_R1\_001.fastq.gz  
RNAseq\_phd1\_4\_rep1\_R2\_001.fastq.gz  
RNAseq\_phd1\_4\_rep2.genes.results  
RNAseq\_phd1\_4\_rep2\_R1\_001.fastq.gz  
RNAseq\_phd1\_4\_rep2\_R2\_001.fastq.gz  
RNAseq\_phd1\_4\_rep3.genes.results  
RNAseq\_phd1\_4\_rep3\_R1\_001.fastq.gz  
RNAseq\_phd1\_4\_rep3\_R2\_001.fastq.gz  
RNAseq\_pial1\_2\_rep1.genes.results  
RNAseq\_pial1\_2\_rep1\_R1\_001.fastq.gz  
RNAseq\_pial1\_2\_rep1\_R2\_001.fastq.gz  
RNAseq\_pial1\_2\_rep2.genes.results  
RNAseq\_pial1\_2\_rep2\_R1\_001.fastq.gz  
RNAseq\_pial1\_2\_rep2\_R2\_001.fastq.gz  
RNAseq\_pial1\_2\_rep3.genes.results  
RNAseq\_pial1\_2\_rep3\_R1\_001.fastq.gz  
RNAseq\_pial1\_2\_rep3\_R2\_001.fastq.gz  
RNAseq\_pial1pial2double\_rep1.genes.results  
RNAseq\_pial1pial2double\_rep1\_R1\_001.fastq.gz  
RNAseq\_pial1pial2double\_rep1\_R2\_001.fastq.gz  
RNAseq\_pial1pial2double\_rep2.genes.results  
RNAseq\_pial1pial2double\_rep2\_R1\_001.fastq.gz  
RNAseq\_pial1pial2double\_rep2\_R2\_001.fastq.gz  
RNAseq\_pial1pial2double\_rep3.genes.results  
RNAseq\_pial1pial2double\_rep3\_R1\_001.fastq.gz  
RNAseq\_pial1pial2double\_rep3\_R2\_001.fastq.gz  
RNAseq\_pial2\_1\_rep1.genes.results  
RNAseq\_pial2\_1\_rep1\_R1\_001.fastq.gz  
RNAseq\_pial2\_1\_rep1\_R2\_001.fastq.gz  
RNAseq\_pial2\_1\_rep2.genes.results  
RNAseq\_pial2\_1\_rep2\_R1\_001.fastq.gz  
RNAseq\_pial2\_1\_rep2\_R2\_001.fastq.gz  
RNAseq\_pial2\_1\_rep3.genes.results  
RNAseq\_pial2\_1\_rep3\_R1\_001.fastq.gz  
RNAseq\_pial2\_1\_rep3\_R2\_001.fastq.gz  
WGBS\_MOM1\_ZF.fastq.gz  
WGBS\_MOM1\_ZF\_CG.bw  
WGBS\_MOM1\_ZF\_CHG.bw  
WGBS\_MOM1\_ZF\_CHH.bw  
WGBS\_MOM2\_ZF\_CG.bw  
WGBS\_MOM2\_ZF\_CHG.bw  
WGBS\_MOM2\_ZF\_CHH.bw  
WGBS\_MOM2\_ZF\_R1\_001.fastq.gz  
WGBS\_MOM2\_ZF\_R2\_001.fastq.gz  
WGBS\_PHD1\_ZF.fastq.gz  
WGBS\_PHD1\_ZF\_CG.bw  
WGBS\_PHD1\_ZF\_CHG.bw  
WGBS\_PHD1\_ZF\_CHH.bw  
WGBS\_PIAL1\_ZF\_CG.bw  
WGBS\_PIAL1\_ZF\_CHG.bw

WGBS\_PIAL1\_ZF\_CHH.bw  
 WGBS\_PIAL1\_ZF\_R1\_001.fastq.gz  
 WGBS\_PIAL1\_ZF\_R2\_001.fastq.gz  
 WGBS\_PIAL2\_ZF\_CG.bw  
 WGBS\_PIAL2\_ZF\_CHG.bw  
 WGBS\_PIAL2\_ZF\_CHH.bw  
 WGBS\_PIAL2\_ZF\_R1\_001.fastq.gz  
 WGBS\_PIAL2\_ZF\_R2\_001.fastq.gz  
 WGBS\_WT\_control\_for\_aipp31mom22\_CG.bw  
 WGBS\_WT\_control\_for\_aipp31mom22\_CHG.bw  
 WGBS\_WT\_control\_for\_aipp31mom22\_CHH.bw  
 WGBS\_WT\_control\_for\_aipp31mom22\_R1\_001.fastq.gz  
 WGBS\_WT\_control\_for\_aipp31mom22\_R2\_001.fastq.gz  
 WGBS\_WT\_control\_for\_phd1\_3.fastq.gz  
 WGBS\_WT\_control\_for\_phd1\_3\_CG.bw  
 WGBS\_WT\_control\_for\_phd1\_3\_CHG.bw  
 WGBS\_WT\_control\_for\_phd1\_3\_CHH.bw  
 WGBS\_aipp3\_1\_CG.bw  
 WGBS\_aipp3\_1\_CHG.bw  
 WGBS\_aipp3\_1\_CHH.bw  
 WGBS\_aipp3\_1\_R1\_001.fastq.gz  
 WGBS\_aipp3\_1\_R2\_001.fastq.gz  
 WGBS\_fwa.fastq.gz  
 WGBS\_fwa\_CG.bw  
 WGBS\_fwa\_CHG.bw  
 WGBS\_fwa\_CHH.bw  
 WGBS\_mom2\_2\_CG.bw  
 WGBS\_mom2\_2\_CHG.bw  
 WGBS\_mom2\_2\_CHH.bw  
 WGBS\_mom2\_2\_R1\_001.fastq.gz  
 WGBS\_mom2\_2\_R2\_001.fastq.gz  
 WGBS\_phd1\_3.fastq.gz  
 WGBS\_phd1\_3\_CG.bw  
 WGBS\_phd1\_3\_CHG.bw  
 WGBS\_phd1\_3\_CHH.bw  
 WGBS\_WT\_control\_for\_mom1\_3suvh2suvh9\_rep1\_CG.bw  
 WGBS\_WT\_control\_for\_mom1\_3suvh2suvh9\_rep1\_CHG.bw  
 WGBS\_WT\_control\_for\_mom1\_3suvh2suvh9\_rep1\_CHH.bw  
 WGBS\_WT\_control\_for\_mom1\_3suvh2suvh9\_rep1\_R1.fastq.gz  
 WGBS\_WT\_control\_for\_mom1\_3suvh2suvh9\_rep1\_R2.fastq.gz  
 WGBS\_WT\_control\_for\_mom1\_3suvh2suvh9\_rep2\_CG.bw  
 WGBS\_WT\_control\_for\_mom1\_3suvh2suvh9\_rep2\_CHG.bw  
 WGBS\_WT\_control\_for\_mom1\_3suvh2suvh9\_rep2\_CHH.bw  
 WGBS\_WT\_control\_for\_mom1\_3suvh2suvh9\_rep2\_R1.fastq.gz  
 WGBS\_WT\_control\_for\_mom1\_3suvh2suvh9\_rep2\_R2.fastq.gz  
 WGBS\_mom1\_3\_rep1\_CG.bw  
 WGBS\_mom1\_3\_rep1\_CHG.bw  
 WGBS\_mom1\_3\_rep1\_CHH.bw  
 WGBS\_mom1\_3\_rep1\_R1.fastq.gz  
 WGBS\_mom1\_3\_rep1\_R2.fastq.gz  
 WGBS\_mom1\_3\_rep2\_CG.bw  
 WGBS\_mom1\_3\_rep2\_CHG.bw  
 WGBS\_mom1\_3\_rep2\_CHH.bw  
 WGBS\_mom1\_3\_rep2\_R1.fastq.gz  
 WGBS\_mom1\_3\_rep2\_R2.fastq.gz  
 WGBS\_pial1pial2double\_CG.bw  
 WGBS\_pial1pial2double\_CHG.bw  
 WGBS\_pial1pial2double\_R1.fastq.gz  
 WGBS\_pial1pial2double\_R2.fastq.gz  
 WGBS\_suvh2suvh9double\_rep1\_CG.bw  
 WGBS\_suvh2suvh9double\_rep1\_CHG.bw  
 WGBS\_suvh2suvh9double\_rep1\_CHH.bw  
 WGBS\_suvh2suvh9double\_rep1\_R1.fastq.gz  
 WGBS\_suvh2suvh9double\_rep1\_R2.fastq.gz  
 WGBS\_suvh2suvh9double\_rep2\_CG.bw  
 WGBS\_suvh2suvh9double\_rep2\_CHG.bw  
 WGBS\_suvh2suvh9double\_rep2\_CHH.bw  
 WGBS\_suvh2suvh9double\_rep2\_R1.fastq.gz  
 WGBS\_suvh2suvh9double\_rep2\_R2.fastq.gz

Genome browser session  
(e.g. [UCSC](#))

available at GEO

## Methodology

### Replicates

Two replicates for ATAC-seq; Two or three replicates for ChIP-seq; Three replicates for RNA-seq; One or two replicates for WGBS and one replicate for BS-PCR-seq.

### Sequencing depth

| Name                              | Total_reads | Unique_reads | Reads_length | Reads_type |    |
|-----------------------------------|-------------|--------------|--------------|------------|----|
| ChIP_MOM1myc                      | 59859152    | 52030347     | 50           | PE         |    |
| ChIP_MOM1myc_rep2                 | 79756692    | 74082241     | 50           | PE         |    |
| ChIP_MORC6myc                     | 53849816    | 48398602     | 50           | PE         |    |
| ChIP_MORC6myc_rep2                | 49128547    | 45457108     | 100          | PE         |    |
| ChIP_PHD1flag                     | 28309839    | 24947216     | 50           | PE         |    |
| ChIP_PHD3_rep2_myc_tag            | 70835523    | 65483464     | 100          | PE         |    |
| ChIP_PIAL2myc                     | 98202159    | 69366217     | 50           | PE         |    |
| ChIP_PIAL2myc_rep2                | 34902948    | 28395662     | 150          | PE         |    |
| ChIP_WT_control_forMOM1myc        | 80762965    | 75357037     | 50           | PE         |    |
| ChIP_WT_control_forMOM1mycrep2    | 66453007    | 63235689     | 50           | PE         |    |
| ChIP_WT_control_forMORC6myc       | 36713639    | 26210720     | 50           | PE         |    |
| ChIP_WT_control_forMORC6mycrep2   | 74397289    | 66875348     | 100          | PE         |    |
| ChIP_WT_control_forPHD1flag       | 30867948    | 27616639     | 50           | PE         |    |
| ChIP_WT_control_forPHD3rep2myctag | 65162052    | 59394577     | 100          | PE         |    |
| ChIP_WT_control_forPIAL2myc       | 63580657    | 50800052     | 50           | PE         |    |
| ChIP_WT_control_forPIAL2mycrep2   | 43689278    | 38476739     | 150          | PE         |    |
| ChIP_AIPP3flag_rep1               | 36847061    | 35149344     | 100          | single     |    |
| ChIP_AIPP3flag_rep2               | 34521536    | 33222877     | 100          | single     |    |
| ChIP_PHD1flag_rep2                | 21410665    | 18378026     | 50           | single     |    |
| ChIP_PHD3flag                     | 25644581    | 25356262     | 50           | single     |    |
| ChIP_WT_control_forAIPP3flagrep1  | 22908850    | 21698806     | 100          | single     |    |
| ChIP_WT_control_forAIPP3flagrep2  | 29837343    | 28122155     | 100          | single     |    |
| ChIP_WT_control_forPHD1flagrep2   | 14880957    | 14301852     | 50           | single     |    |
| ChIP_WT_control_forPHD3flag       | 25244072    | 24895622     | 50           | single     |    |
| ChIP_Col0rep1                     | 46494199    | 45889955     | 33270521     | 100        | PE |
| ChIP_Col0rep2                     | 40624033    | 40143263     | 29039948     | 100        | PE |
| ChIP_Col0MORC6Myc_T2_1            | 33801776    | 33485357     | 20525277     | 100        | PE |
| ChIP_Col0MORC6Myc_T2_2            | 34041608    | 33724052     | 19384794     | 100        | PE |
| ChIP_mom13MORC6Myc_T2_1           | 36555685    | 36231117     | 22968266     | 100        | PE |
| ChIP_mom13MORC6Myc_T2_2           | 32420306    | 32109823     | 19057878     | 100        | PE |
| ChIP_mom13MORC6Myc_T2_3           | 37340208    | 36975808     | 22383390     | 100        | PE |
| ChIP_morc6MORC6Myc_T2_1           | 36044021    | 35585186     | 21321680     | 100        | PE |
| ChIP_morc6MORC6Myc_T2_2           | 35672841    | 35369115     | 20615534     | 100        | PE |
| ChIP_morc6MORC6Myc_T2_3           | 32692336    | 32436089     | 19706090     | 100        | PE |
| ChIP_pial1pial2MORC6Myc_T2_1      | 37288577    | 37002967     | 23887064     | 100        | PE |
| ChIP_pial1pial2MORC6Myc_T2_2      | 36633859    | 36367458     | 23434628     | 100        | PE |
| ChIP_pial1pial2MORC6Myc_T2_3      | 33501497    | 33063774     | 20434211     | 100        | PE |

### Antibodies

Anti-FLAG antibody: M2 monoclonal antibody from sigma (F1804), 10 ul per ChIP added at a final dilution of 1:400  
Anti-MYC antibody: cell signaling antibody 71D10, 20 ul per ChIP added at a final dilution of 1:200

### Peak calling parameters

MACS2: -f BAM -g 119146348 -q 0.01 --extsize 200

### Data quality

All identified peaks in this study were called with q-value threshold as 0.01 (FDR as 1%)

### Software

bowtie2 (v2.4.2)  
Samtools (v1.15)  
deeptools (v3.5.1)  
MACS2 (v2.1.2)  
bedtools (v2.30.0)  
ConcensusClusterPlus R package (v1.60.0)

How the deposited data were processed for this re-analysis (not part of the article)

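BS-PCR-seq reads of 16 plants, ChIP-seq peak lists of 18 libraries and RNA-seq values of 42 libraries were analysed. The bisulfite counts of methylated reads and of all reads per cytosine, and the fraction computed from them, were made by the authors with BSMAP on TAIR10 and quality filtering that the methods do not detail. The ChIP-seq lists were made by the authors from reads aligned with bowtie2, with duplicates removed, by MACS2, and give for each peak the fold enrichment over the control, the −log10 p and −log10 q values and a display score. The methods state that peaks frequent in Col-0 FLAG ChIP were removed from the analysis, without saying whether this applies to the deposited lists. The RNA-seq values were made by the authors with bowtie2 and RSEM, which gave an expected count, TPM and FPKM for each gene and TE, and only the expected counts were used here. The paper's text does not name the method that its differential expression script ran.

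The reference was TAIR10.1, of which every one of the 1871 nuclear cytosines in the bisulfite data matched the base and context, and no peak ran past a chromosome end. Its annotation lists genes and pseudogenes but no TE positions. For the position of TEs, loci annotated as pseudogenes were used instead, a substitution made after the annotation was seen.

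RNA-seq counts were rounded and analysed in R 4.3.3 with edgeR 4.0.16, using TMM normalization, a minimum CPM of 1 in at least 2 of the 6 libraries of a comparison, and the quasi-likelihood test, with 3 libraries per group. Features were called at a log2 fold change of at least 1 either way and an adjusted p under 0.05. Sets of genes were tested with fry and camera of limma 3.58.1, and DESeq2 1.42.0 was run as an alternative. The sum of counts per library ranged from 13164568 to 33464591, with a median of 19019342. The replicate numbers were treated as pairs only in an alternative, since residuals correlated above 0.1 in every pair in 2 of the 12 mutants, *pial1/2* and *mom2-1*.

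In the bisulfite data, cytosines with at least 10 reads in every plant were compared with *fwa* by Fisher's exact test (two-sided, Benjamini-Hochberg adjusted) and called at an adjusted p under 0.05 and a difference of at least 10 percentage points. Intervals are 95% Wilson intervals on reads. For peaks, intervals on the 5 nuclear chromosomes were used once each and compared with bedtools 2.31.1, with an overlap of at least 1 bp and 100 shuffles within chromosomes. The lists give no read numbers, and the total reads quoted are the paper's. Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 was used.

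The main tests, groups, limits and the alternatives were set before the data were examined, apart from the count of chloroplast and mitochondrial peaks. The summed expression of the TEs called higher in *pial1/2*, their medians with lower bounds, the overlap of PIAL2-Myc with MORC6-Myc peaks the sets of genes in *phd1-4*, *aipp3-2* and *mom2-1* and the tests of technical explanations were added while the data were analysed. Set beforehand was also the rule for the genes and TEs named: every gene mutated in the RNA-seq lines, *FWA* and AT5TE44915; in each of *pial1/2*, *morchex* and *nrpe1-11* the 3 TEs with the largest log2 fold change among those called higher with a mean CPM of at least 1 and every mutant library above every Col-0 library; for cytosines the highest and lowest of each plant; and for peaks the one with the highest −log10 q of each list, the first by position where several were tied. The single CG and CHG cytosines named outside *FWA* and the clock gene *PRR9* were chosen after their values were seen. Libraries of *mom1* mutants, MOM1, Pol V, MORC4 and MORC7 were not used here.

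The procedures were tested on simulated data. Of 200 changed features, edgeR called 198 with 4 false calls among 19668 features, and DESeq2 called 197 with 7 false calls. A shifted set of 130 genes, with a median log2 fold change of 0.324, gave a fry p of 1.11e-05 and an unchanged set 0.538. The set near *morchex* DMRs had a median of 0.12 in *morchex*, and genes were simulated independently of each other. The simulation thus says nothing about fry at such small shifts or with correlated genes. All 900 raised cytosines in 50 simulated plants were called and 0 others. Where 40% of simulated peaks were planted to overlap, 40.3% were found.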

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

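The tests in this part were chosen only after the results were seen.

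The bisulfite data hold reads of another amplicon, in exon 7 of *MSH3* (AT4G25540) and the intron after it, which the paper does not report on. In Col-0 its CG cytosines had a mean methylation of 81.2%, ranging from 74.1 to 87.5% over 7 cytosines with 13234 to 26808 reads each, against 3.08% in *fwa*. This is a signal in data outside those the paper analysed, above the level in *fwa*. Incomplete conversion of the Col-0 library would raise CHH cytosines too, and their mean there was 0.781%. Reads of the *FWA* amplicons placed on *MSH3* would carry CG methylation in the PHD1-ZF plant with the transgene, whose *FWA* CG means were 84.6%, 57.8% and 19.4% in Regions 1 to 3. Its highest CG cytosine at *MSH3* had 0.0830%, with 379649 reads. One of its 7 CG cytosines there had only 20 reads, with 0% methylation, and is no part of the argument. Both tests argue against these explanations. A difference between Col-0 and *fwa* plants in methylation of this amplicon stays open as a biological hypothesis. In the ZF plants outside PHD1-ZF, all in the *fwa* background, the CG means ran from 0.552% (miniMOM1-ZF with the transgene) to 6.80% (PIAL2-ZF with the transgene). These values argue against a low level particular to the single *fwa* plant. With 1 Col-0 plant, a high level particular to that plant stays open.

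A CG cytosine of this amplicon, at 13044701, was methylated to 42.5% in the PIAL2-ZF plant with the transgene (95% Wilson confidence interval 41.8 to 43.2%, 9031 of 21256 reads) and to 22.0% in the plant without it (21.5 to 22.5%, 6025 of 27346 reads). In *fwa* it had 0.684% and in 10 other plants between 0.415 and 0.968%. The PHD1-ZF plants were left out of this range because some cytosines of the amplicon had few reads there. Col-0 DNA in the samples would raise every CG cytosine, but the highest of the other CG cytosines in the PIAL2-ZF plants had 1.49%. Incomplete conversion would raise the CHH cytosines, whose mean in the plant with the transgene was 0.733%. Both values argue against these explanations. A sequence variant at this position and a change of methylation in this family of plants were not tested and stay open.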

How the results depend on the processing

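Counting peaks on the chloroplast and mitochondrial genomes was the test chosen only after the results were seen. Of 987 alternative values, 822 kept their direction and their side of the threshold or moved by less than the spread, 140 moved by more, 20 became weaker and 5 reversed. The 822 include 62 bisulfite values without cytosines in primer sequences, which could not change because there were 0 such cytosines. They also include 4 shares of peaks that touch the pericentromeric regions by at least 1 bp, which equalled the main values. The 208 alternative values of single genes and TEs named in the text all stayed. The cause was not tested for any change below unless it is given.

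With DESeq2 in place of edgeR, lower TEs numbered 5 in *nrpe1-11*, 1 in *pial1-2* and 6 in *aipp3-1*, and 8 TEs were higher in *pial2-1*. The other 46 results kept their value within 1.5 times. RLE size factors changed none of 32 results. Without the low-count filter, which adds TEs to the test, lower TEs numbered 6 in *nrpe1-11*, 1 in *pial1-2*, 15 in *morchex*, 17 in *aipp3-2*, 12 in *mom2-2*, 11 in *phd1-2* and 15 in *phd1-4*, and higher TEs 45 in *morc6-3*, 65 in *morchex*, 44 in *aipp3-2*, 12 in *mom2-2*, 6 in *phd1-2* and 13 in *phd1-4*. The overlap with *pial1/2* was then 24 TEs for *morc6-3* and 27 for *morchex*. With the replicate block, *nrpe1-11* had 17 higher and 1 lower, *aipp3-1* 7 higher and 5 lower, and lower TEs numbered 2 in *pial1-2*, 1 in *pial2-1* and 1 in *mom2-1*. With all groups in one fit, lower TEs numbered 8 in *nrpe1-11*, 1 in *pial2-1*, 7 in *aipp3-1* and 13 in *aipp3-2*, and higher TEs 1 in *pial1-2*, 14 in *pial2-1*, 38 in *morc6-3*, 44 in *morchex*, 7 in *mom2-2* and 5 in *phd1-2*.

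For genes near *morchex* DMRs, the unadjusted p became 0.100 in *pial1/2*, 0.209 in *aipp3-1* and 0.0577 in *pial1-2* under camera, 0.0536 in *pial1/2* within 2 kb, and 0.119 in *aipp3-1* with the replicate block. Among genes overlapping a DMR, the direction in *aipp3-1* reversed with a p of 0.217. The sets in *morc6-3*, *morchex*, *phd1-2* and *mom2-2* kept their unadjusted call under every alternative.

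With the pericentromeric boundary at a higher gene coverage, the shares of pseudogene loci called higher were 78.9% in *morc6-3* and 78.3% in *morchex*, against 100% in *nrpe1-11*, which turned the direction around, and 100% in *pial1/2*, equal to *nrpe1-11*. At a lower gene coverage they were 42.1%, 43.5% and 66.7% in the same order, against 16.7% in *nrpe1-11*, a larger difference in the direction first found (two-sided Fisher's exact test, p = 0.364, 0.362 and 0.0606). With DESeq2 calls they were 50.0% in *morc6-3* and 52.0% in *morchex* against 60.0% in *nrpe1-11*, also reversed. No p was under the threshold in any of these. The shares of peaks in the order PIAL2-Myc replicates 1 and 2 and MORC6-Myc replicates 1 and 2 were 5.68, 8.33, 14.1 and 16.2% at the lower coverage and 21.3, 30.4, 40.4 and 45.9% at the higher one. That follows from the smaller and larger regions, which cover 10.3% and 23.8% of the genome. With −log10 q of at least 5, the PIAL2-Myc replicate 1 share was 15.9%.

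Among TEs with a mean CPM of at least 1, the median log2 fold change of the *pial1/2* list was 0.11 in *phd1-2*, 0.27 in *phd1-4*, 0.14 in *aipp3-1*, 0.11 in *mom2-1*, 1.29 in *pial1-2*, 3.21 in *pial2-1*, 5.01 in *morc6-3* and 6.56 in *morchex*. With the list from DESeq2 calls it was 1.61 in *pial1-2* and 2.58 in *pial2-1*.

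Without a minimum difference, the cytosines above *fwa* with and without the transgene numbered 67 and 44 for MOM2-ZF, 73 and 33 for PHD1-ZF, 44 and 28 for PIAL1-ZF, 71 and 58 for PIAL2-ZF, 40 and 31 for miniMOM1-ZF, 50 and 5 for AIPP3-ZF line 1, and 15 and 1 for line 2. When reads were pooled, which weights deeply read cytosines more, CG methylation with and without the transgene was 8.98 and 12.8% for MOM2-ZF, 3.42 and 5.57% for PIAL1-ZF, 16.8 and 14.3% for PIAL2-ZF, and 8.55 and 5.68% for miniMOM1-ZF. CHH methylation was 5.08 and 3.11% for MOM2-ZF, 2.42 and 1.97% for PIAL1-ZF, and 2.74 and 2.28% for miniMOM1-ZF, and 1.93% for PHD1-ZF without the transgene. CHG methylation for PHD1-ZF was 24.9 and 0.328%. Coverage minimums of 1 and 100 changed none of 62 results. Outside the PHD1-ZF plants they could not, since every cytosine there had at least 1113 reads.

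Against the Col-0 lines alone, the number of MORC6-Myc peaks in *pial1/2* fell by 9920.5 and the retained share fell by 78.5 percentage points. Against the *morc6-3* lines alone the number fell by 9010 and the share fell by 78.7 percentage points. In these designs the exact permutation p of 0.1 is the smallest possible, so it says nothing about stability. With chloroplast and mitochondrial peaks counted, the number fell by 9233.2.

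Across the 6 fits that each left out 1 library, the number of higher TEs ranged from 20 to 34 in *nrpe1-11*, 3 to 9 in *aipp3-1*, 3 to 8 in *mom2-2*, 1 to 5 in *phd1-2*, 4 to 10 in *phd1-4*, 2 to 4 in *pial2-1* and was 1 in *pial1-2*. Lower TEs ranged from 0 to 5 in *aipp3-1*, 3 to 10 in *aipp3-2*, 2 to 7 in *mom2-2*, 4 to 7 in *morc6-3*, 1 to 8 in *phd1-2*, 3 to 8 in *phd1-4* and 0 to 1 in *pial1-2*. The lowest numbers of higher TEs came without *nrpe1-11* replicate 3 (20), without Col-0 replicate 2 in *aipp3-1* (3) and without Col-0 replicates 2 or 3 in *phd1-2* (1 each). The unadjusted p of the genes near DMRs ranged from 0.0136 to 0.0659 in *pial1/2* (highest without *pial1/2* replicate 3), 0.0203 to 0.106 in *aipp3-1* (highest without *aipp3-1* replicate 1) and 0.00967 to 0.0818 in *pial1-2* (highest without *pial1-2* replicate 2). The median of the *pial1/2* list ranged from 3.67 to 3.98 in *morc6-3*, 4.30 to 4.88 in *morchex*, 0.65 to 2.01 in *pial1-2* (lowest without *pial1-2* replicate 1) and 2.47 to 2.89 in *pial2-1*.

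TEs held few counts, and FWA stayed under the count limit in every comparison, so its expression was not tested.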

Differences from the paper's values

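The tests of the second alleles were chosen only after the results were seen. The CG, CHG and CHH means of Col-0 and *fwa* were compared with the paper's Source Data, and no value differed beyond the limits set for a difference. The paper's means for Col-0 were 84.5%, 20.1% and 8.60%, and those computed here were the same to these digits.

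The paper states that regions within 1 kb of the *morchex* hypo-DMRs were not upregulated in *phd1-2*, *aipp3-1* and *mom2-2*. Its figure gives RPKM of genomic bins near the DMRs, a different measure from the test of annotated genes, without TEs, used here. Here fry called the genes near these regions higher in *phd1-2* (median log2 fold change 0.03, adjusted p = 0.00899), *mom2-2* (0.01, adjusted p = 0.00899) and *aipp3-1* (0.05, adjusted p = 0.0270). With camera, an alternative set before the data were examined, the adjusted p was 0.0924, 0.0924 and 0.223, so that none of the 3 was called. For *aipp3-1*, the replicate block (unadjusted p of 0.119) and genes overlapping a DMR (unadjusted p of 0.217, in the opposite direction) also gave no call. The other alternatives left the call in place in these mutants, apart from fits that left out 1 library. In the second alleles, fry gave an unadjusted p of 0.128 in *phd1-4* (median 0.01), 0.166 in *mom2-1* (median −0.01) and 0.00527 in *aipp3-2* (median 0.04). Camera gave an unadjusted p of 0.215, 0.0964 and 0.0372 in the same order. The rise was thus not detected in a second allele of *phd1* or *mom2*, whereas in *aipp3-2* both tests gave an unadjusted p under 0.05. All of these mutants but *mom2-1* share a difference from the Col-0 libraries, and the rise was not tested apart from it. Without Col-0 replicate 2 the set was lower in *mom2-1* (unadjusted p of 0.0373). The set was not tested with the replicate block in *mom2-1*, although its replicate numbers go with correlated residuals.

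The paper states that PIAL2 signal was more enriched on TEs of pericentromeric regions than on TEs of the arms. By the number of peaks, a different measure that covers all sequence, 14.0% of PIAL2-Myc replicate 1 peaks were pericentromeric, under the 17.7% of the genome that these regions make up. Replicate 2 had 20.1%, above it. With a boundary of the regions at a lower gene coverage, the shares of replicates 1 and 2 were 5.68% and 8.33% against 10.3% of the genome, and at a higher one 21.3% and 30.4% against 23.8%. By covered length the share was 17.8% in both replicates, and at the lower and higher gene coverage it was 7.87% and 26.2% in replicate 1 and 7.77% and 27.6% in replicate 2. Whether PIAL2-Myc peaks lie over or under the genome's share thus depends on the replicate, the measure and the boundary. The boundaries that the paper took from an earlier publication were not among those tried.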

Other observations

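The tests on *phd1-4*, on other splits of the libraries, on read numbers of the MORC6-Myc lines and on the CHG cytosine were chosen only after the results were seen.

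For each of the 12 mutants, 1 of the 10 splits of its 6 libraries, the real one, gave as many called TEs, and the other splits called 0 TEs. With 3 libraries against 3 the share cannot go under 10%, so these splits cannot exclude a chance result. For the fry p of the genes near *morchex* DMRs, 1 of the 10 splits gave a p as small in *pial1/2*, *pial1-2*, *morc6-3*, *morchex*, *aipp3-1*, *mom2-2* and *phd1-2*, and 4 of 10 in *pial2-1*. The lowest fry p of a split that mixes mutant and Col-0 libraries was 0.00322 in *pial2-1*, 0.00494 in *mom2-1* and 0.0201 in *phd1-4*. In the other mutants it was at least 0.0605 (*pial1/2*). A fry p of that size can thus arise in a grouping that does not follow genotype. In *pial1/2* and *mom2-1*, whose replicate numbers go with correlated residuals, 4 splits part 3 pairs as the real one does. Of these, 1 gave as many TEs in each mutant, and 1 gave as small a set p in *pial1/2*.

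In *morc6-3*, *morchex*, *phd1-2*, *phd1-4* and *mom2-2*, between 391 and 509 features were called lower than in Col-0, many of them in common, as with 396 in both *morc6-3* and *morchex* and 397 in both *mom2-2* and *phd1-4*. A candidate explanation is that these libraries come from another time of day than the Col-0 libraries. In these 5 mutants the medians of the morning and the evening clock genes lay at least 0.92 apart on the log2 scale, as this needs, and the morning gene *PRR9* was between 2.15 and 2.37 higher in them and in *aipp3-1* and *aipp3-2*. The alleles of *mom2* differed in this. In *mom2-1* the medians lay 0.09 apart, *PRR9* was 0.35 higher and 4 features were lower, against 1.22, 2.36 and 492 in *mom2-2*. Both alleles of *phd1* and both of *aipp3* had medians far apart. A shared effect of the mutations on the clock stays open and was not tested.

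If this shared difference from the Col-0 libraries were the cause of the higher genes near *morchex* DMRs in *morc6-3* and *morchex*, they should not be higher against the 9 libraries of *phd1-2*, *phd1-4* and *mom2-2*. The larger fry p of the 2 mutants in that comparison was 1.14e-06. Of the TEs higher against Col-0, at least 77.8% were still called (14 of 18 in *morc6-3* and 19 of 23 in *morchex*). Both values argue against it as the whole cause. The median of the set was 0.01 in *morc6-3* and 0.03 in *morchex* there, against 0.06 and 0.12 with Col-0, so the shared difference stays open as the cause of a part of the rise. For *phd1-2* and *mom2-2* themselves, and for *aipp3-1* and *aipp3-2*, whose clock gene medians lay 1.32 and 1.38 apart, the rise of the set was not tested apart from the shared difference. In *phd1-4*, which has that difference too, the set was not called (unadjusted p of 0.128).

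The strongest peak of PIAL2-Myc replicate 2 and that of MORC6-Myc in the *morc6-3* background line 3, the latter tied with 3 others, lie on the tagged genes, as does 1 of the 3 tied strongest peaks of PIAL2-Myc replicate 1. Copies of the transgene that the Col-0 control plants lack are a candidate explanation. In 16 of 18 lists the peaks together covered at least 50% of the list's own tagged gene. They did so in 0 of 72 pairings of a list with another tagged gene. In the *pial1/2* lines the widest peak on *MORC6* had a −log10 q of 8.52, 4.84 and 55.8. In the Col-0 and *morc6-3* lines of that comparison it was 260 to 339. Transgene copies were not counted in any line. Binding of a protein to its own gene was not tested apart from transgene copies.

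Fewer reads in the *pial1/2* libraries could lower the number of MORC6-Myc peaks. By the paper's read numbers, their mean was 1.04 times that of the other backgrounds, which argues against it.

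A CHG cytosine at the end of the *MSH3* amplicon, 13044767, was read as methylated at 73.6 to 75.3% in all 14 plants outside PHD1-ZF. Bases that come from a primer are a candidate explanation. The highest of the cytosines within 3 bp had 0.167%, as converted primer bases would give, whereas CHH cytosines away from the ends had 0.225 to 2.03%. In *fwa*, CG 13044726 of that amplicon had 16.8% (95% Wilson confidence interval 16.3 to 17.3%), against 0.975 to 2.00% in 10 other plants, with no explanation tested.

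PIAL2-Myc and MORC6-Myc peaks overlapped more than shuffled peaks. As the shuffles place peaks anywhere on a chromosome, shared binding cannot be told from a common preference for one kind of site. Of PIAL2-Myc replicate 2 peaks, 88.0% overlapped a MORC6-Myc replicate 1 peak (shuffled mean 11.3%) and 76.3% a replicate 2 peak (4.41%). For PIAL2-Myc replicate 1 these shares were 57.4% (10.4%) and 37.3% (4.06%). Of MORC6-Myc replicate 2 peaks, 61.1% overlapped a PIAL2-Myc replicate 1 peak (6.41%) and 31.5% a replicate 2 peak (1.80%), and of MORC6-Myc replicate 1 peaks 35.8% (6.85%) and 14.0% (1.92%). The reproducible AIPP3 peaks were overlapped by PIAL2-Myc peaks in 42.1% and 15.8% of cases in its replicates and by MORC6-Myc peaks in 29.2% and 15.1%, against shuffled means of 8.65, 2.42, 13.9 and 5.60%.

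The Col-0 libraries for *nrpe1-11* differed from the other Col-0 libraries in 1747 higher and 1623 lower features, so *nrpe1-11* was compared with its own group only. Counts of *PIAL1* in *pial1/2* and *pial1-2* and of *PHD1* in *phd1-2* and *phd1-4* were not lower than in Col-0, with log2 fold changes of 0.21, 0.05, 0.19 and 0.27. For *PHD1* this does not speak against the genotypes, which the paper describes as single-nucleotide insertions that end the protein early.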
